# Embryological cellular origins and hypoxia-mediated mechanisms in *PIK3CA*-driven refractory vascular malformations

**DOI:** 10.1038/s44321-025-00235-1

**Published:** 2025-04-16

**Authors:** Sota Torii, Keiki Nagaharu, Nanako Nakanishi, Hidehito Usui, Yumiko Hori, Katsutoshi Hirose, Satoru Toyosawa, Eiichi Morii, Mitsunaga Narushima, Yoshiaki Kubota, Osamu Nakagawa, Kyoko Imanaka-Yoshida, Kazuaki Maruyama

**Keywords:** Vascular Malformations, Endothelial Cellular Origin, Cardiopharyngeal Mesoderm, PIK3CA Mutation, Hypoxia, Cardiovascular System, Vascular Biology & Angiogenesis

## Abstract

Congenital vascular malformations, affecting 0.5% of the population, often occur in the head and neck, complicating treatment due to the critical functions in these regions. Our previous research identified distinct developmental origins for blood and lymphatic vessels in these areas, tracing them to the cardiopharyngeal mesoderm (CPM), which contributes to the development of the head, neck, and cardiovascular system in both mouse and human embryos. In this study, we investigated the pathogenesis of these malformations by expressing Pik3ca^H1047R^ in the CPM. Mice expressing Pik3ca^H1047R^ in the CPM developed vascular abnormalities restricted to the head and neck. Single-cell RNA sequencing revealed that Pik3ca^H1047R^ upregulates *Vegf-a* expression in endothelial cells through HIF-mediated hypoxia signaling. Human samples supported these findings, showing elevated HIF-1α and VEGF-A in malformed vessels. Notably, inhibition of HIF-1α and VEGF-A in the mouse model significantly reduced abnormal vasculature. These results highlight the role of embryonic origins and hypoxia-driven mechanisms in vascular malformations, providing a foundation for the development of therapies targeting these difficult-to-treat conditions.

## Synopsis

Head and neck vascular malformations are frequently caused by PIK3CA mutations, yet remain difficult to treat. This study uncovers a hypoxia-driven mechanism and identifies potential therapeutic targets, including HIF-1α and VEGF-A.

- A mouse model was developed to mimic PIK3CAH1047R-driven vascular malformations restricted to the head and neck.
- Single-cell RNA-seq revealed significant upregulation of hypoxia pathways, including HIF-1α stabilization and VEGF-A expression.
- HIF-1α and VEGF-A inhibition reduced abnormal vessel growth, suggesting a potential therapeutic approach for refractory lesions.

## Abstract (web summary)

Head and neck vascular malformations are frequently caused by PIK3CA mutations, yet remain difficult to treat. This study uncovers a hypoxia-driven mechanism and identifies potential therapeutic targets, including HIF-1α and VEGF-A.

The paper explained **Problem**

Vascular malformations—abnormal development of blood or lymphatic vessels—often occur in the head and neck region, where they can interfere with essential functions such as breathing and swallowing. These lesions, frequently linked to mutations in the PIK3CA gene, remain challenging to treat, highlighting the urgent need for more effective therapies.

**Results**

By introducing a common PIK3CA mutation (Pik3ca^H1047R^) into specific embryonic cells in mice, we generated a model closely resembling human head and neck vascular malformations. Single-cell RNA sequencing revealed that the mutation activates hypoxia-related signaling and increases the production of VEGF-A, a growth factor that drives vessel expansion. In patient samples, malformed vessels also showed elevated HIF-1α and VEGF-A. Importantly, blocking HIF-1α or VEGF-A in the mouse model substantially reduced the vascular malformations.

**Impact**

These findings highlight embryonic origins and hypoxia-driven mechanisms as key contributors to vascular malformations. By pinpointing HIF-1α and VEGF-A as central drivers, the study suggests new therapeutic strategies that target these pathways. Such approaches may offer more effective treatments for patients with currently intractable head and neck vascular malformations.

## Introduction

Vascular malformations, including lymphatic (LMs) and venous malformations (VMs), are chronic, often debilitating conditions that arise during embryonic development (Pang et al, 2020; Castillo et al, 2019; Limaye et al, 2009). They frequently manifest in the head and neck region—here defined as the orofacial and cervical areas, excluding the brain. In many reports, up to ~80% of lymphatic malformations, ~90% of capillary malformations, and ~40% of venous malformations occur there, although these estimates vary depending on the patient population and classification system (Zenner et al, 2019; Lee and Chung, 2018; Nair, 2018; Alsuwailem et al, 2020). In severe cases, such lesions compromise vital functions like breathing and feeding and can significantly affect appearance. Consequently, head and neck vascular malformations are particularly difficult to treat and have been classified as intractable diseases, distinguishing them from those occurring elsewhere in the body (Damme et al, 2020; Mimura et al, 2020; Nair, 2018; Sadick et al, 2017; Alsuwailem et al, 2020). Standard treatments, including surgical excision and sclerotherapy, are often employed but not always effective. Thus, there is an urgent need for novel therapies that target the underlying disease mechanisms. Vascular malformations are generally categorized into low-flow (venous, lymphatic, and capillary) and fast-flow (arteriovenous) lesions, with low-flow malformations being the most common (Mimura et al, 2020; Kobialka et al, 2022).

*PIK3CA* mutations are found in ~85% of LMs (Boscolo et al, 2015a; Luks et al, 2015; Mäkinen et al, 2021; Zenner et al, 2019) and 20% of VMs (Limaye et al, 2015; Hirose et al, 2024; Castel et al, 2016; Castillo et al, 2016), though this varies between studies. PIK3CA encodes the p110α lipid kinase, responsible for converting Phosphatidylinositol 4,5-bisphosphate (PIP2) to Phosphatidylinositol 3,4,5-trisphosphate (PIP3), which activates key downstream signaling pathways. This kinase is crucial for the development of blood and lymphatic vessels (Graupera et al, 2008; Gupta et al, 2007; Stanczuk et al, 2015), and is activated by receptor tyrosine kinases, including vascular endothelial growth factor (VEGF) receptors and the TIE2/TEK receptor. Studies in mice have shown that p110α is essential for normal blood and lymphatic vessel development (Graupera et al, 2008; Gupta et al, 2007; Stanczuk et al, 2015). Conversely, expression of the *PIK3CA*^*H1047R*^ mutation in endothelial cells (ECs) has been shown to cause vascular malformations (Blasio et al, 2018; Mäkinen et al, 2021).

VMs and LMs are frequently driven by mutations in the helical (E542K, E545K) and kinase (H1047R, H1047L) domains of p110α, identical to those observed in cancer and genetic syndromes marked by tissue overgrowth, such as *PIK3CA*-related overgrowth spectrum (PROS) (Madsen et al, 2018; Keppler‐Noreuil et al, 2015). These somatic *PIK3CA* mutations activate key downstream pathways, most notably the AKT-mTOR pathway, which is thought to play a significant role in disease progression. However, the exact mechanisms remain unclear, with additional pathways, such as ERK and transforming growth factor-α (TGF-α), also being implicated (Gomes et al, 2022; Blesinger et al, 2018; Jauhiainen et al, 2023; Aw et al, 2023; Broek et al, 2019). The effects of these mutations may not be limited to ECs because abnormal ECs can interact with surrounding tissues, potentially driving fibrosis (Jauhiainen et al, 2023; Blesinger et al, 2018). While mTOR inhibitors like rapamycin and its analogs (sirolimus, everolimus) have been effective in reducing the symptoms of vascular malformations, complete lesion regression is rare. This suggests the involvement of additional pathways beyond mTOR, underscoring the need for more potent therapies (Seront et al, 2019; Blasio et al, 2018; Rodriguez-Laguna et al, 2019; Boscolo et al, 2015b; Maruani et al, 2021).

Our research highlights the unique pathophysiology of vascular malformations, particularly their development in the head and neck, where ECs arise from the *Islet1* (*Isl1*)^+^ cardiopharyngeal mesoderm (CPM) (Maruyama et al, 2019, 2022; Yamaguchi et al, 2024; Lioux et al, 2020).

Herein, we demonstrated that the expression of Pik3ca^H1047R^ in the CPM generates a model mouse that closely mimics human pathologies. Notably, although the CPM differentiates into a broad range of cell types, the effects of Pik3ca^H1047R^ were specifically confined to veins and lymphatic vessels. Single-cell RNA sequencing (scRNA-seq) of FACS-sorted eYFP^+^ cells from *Isl1-Cre; Pik3ca*^*H1047R*^*; R26R-eYFP* embryos and Bulk RNA-seq of PIK3CA^H1047R^-expressing human umbilical vein ECs (HUVECs) and patient-derived ECs revealed hypoxia-driven metabolic shifts and enhanced angiogenesis, including elevated Vegf-A production, contributing to vascular malformation pathogenesis. Immunohistochemical analysis of human vascular malformation samples confirmed the elevated HIF-1α and VEGF-A levels in abnormal vessels, reinforcing this hypothesis. Additionally, inhibiting HIF-1α and VEGF-A signaling in our mouse model significantly suppressed lesion formation, suggesting a potential therapeutic strategy for these intractable conditions.

This study offers new insights into the anatomical and molecular mechanisms underlying vascular malformations, highlighting the significance of developmental origins and hypoxia-mediated signaling pathways. These findings provide a promising foundation for developing novel therapeutic strategies aimed at targeting these complex and currently untreatable vascular anomalies.

## Results

### Expression of Pik3ca^H1047R^ in endothelial cells recapitulates human low-flow vascular malformations

To assess whether Pik3ca^H1047R^ expression can recapitulate the VMs and LMs observed in humans, we utilized a transgenic mouse model, LoxP-STOP-LoxP–Pik3ca^H1047R^ (*R26R-Pik3ca*^*H1047R*^). This model enables tissue-specific activation of Pik3ca^H1047R^ through Cre-loxP technology. By inducing Pik3ca^H1047R^ during embryonic development using various Cre-expressing strains, we observed that crossing with *Tie2-Cre*, which drives Cre expression in ECs, resulted in widespread dilated, blood-filled vasculature by embryonic day (E)13.5 (Fig. 1A). Sagittal section co-immunostaining at E13.5 with EC markers, namely platelet endothelial cell adhesion molecule (PECAM) and VEGF receptor 3 (VEGFR3), as well as the lymphatic marker Prospero homeobox protein 1 (Prox1), revealed a dilated cardinal vein surrounded by an increased number of blood-filled PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels in *Tie2-Cre; R26R-Pik3ca*^*H1047R*^ mutant embryos (Fig. 1B–F). Although less prominent than in the cardinal vein, dilated PECAM^+^/Prox1^−^/partially VEGFR3^+^ veins were also observed extending from the pharyngeal arches to the mandible in mutant embryos (Fig. 1B,G–I). The overall number of PECAM^+^ vasculatures did not significantly differ between control and mutant embryos (Fig. 1J). In the liver, we observed an increase in spongy, dilated PECAM^+^/Prox1^−^/partially VEGFR3^+^ veins connected to the inferior vena cava (Fig. 1B,K–N). Additionally, in the brain, there was an increase in tortuous and slightly dilated PECAM^+^/Prox1^−^/VEGFR3^+^ blood vessels (Fig. 1B,O–R).

**Figure 1:**
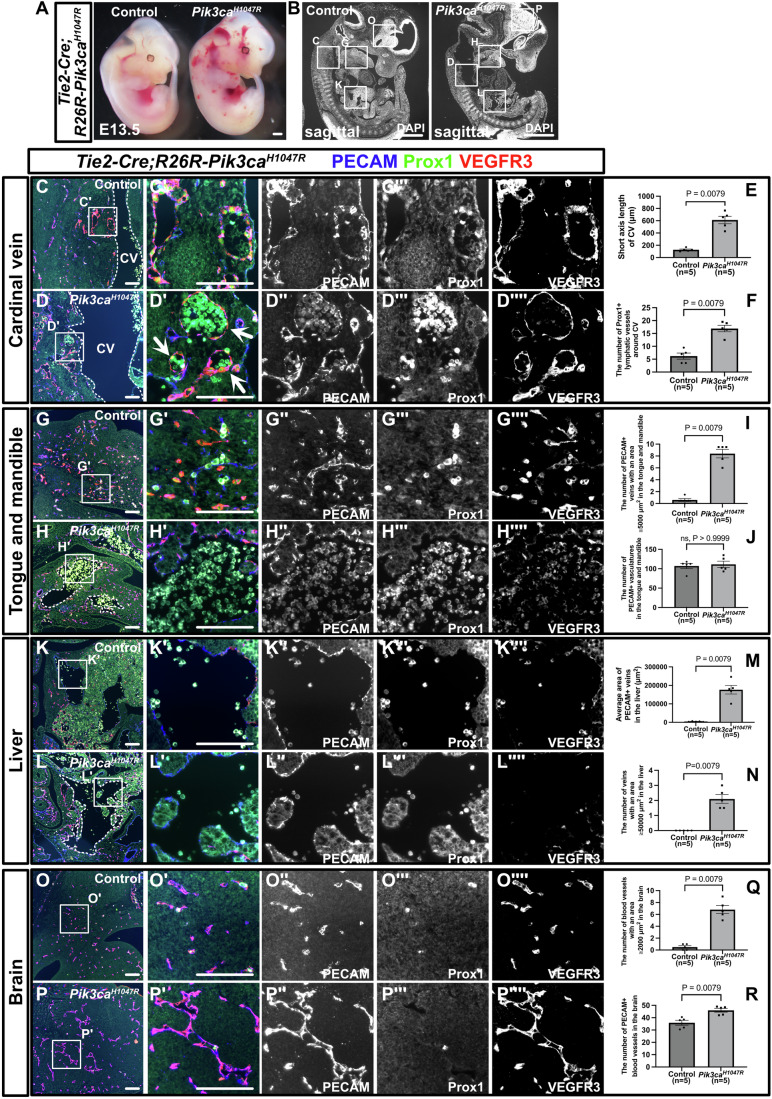
*Tie2-Cre; R26R-Pik3ca*^*H1047R*^ embryos mimic human venous and lymphatic malformations. (**A**) Gross morphology of control and *Tie2-Cre; R26R-Pik3ca*^*H1047R*^ mutant embryos at E13.5. Comparisons were made between control and mutant embryos (*n* = 5 per group). (**B**, **C**–**D””**, **G**–**H””**, **K**–**L””**, **O**–**P””**) Immunostaining of sagittal sections with the indicated antibodies. (**B**–**F**) In the mutants, the cardinal vein (CV) is dilated (**E**), and there is an increase in blood-filled PECAM^+^/ Prox1^+^/VEGFR3^+^ lymphatic vessels surrounding the CV (white arrows) (**D**). (**B**, **G**–**J**) In the mandible-tongue region, there is an expansion of blood-filled PECAM^+^/Prox1^−^/partially VEGFR3^+^ blood vessels with an area greater than 5000 μm^2^ (white dotted lines) (**H**). No significant increase in the total number of PECAM^+^ vessels was observed (**J**). (**B**, **K**–**N**) In the liver, irregularly shaped, dilated PECAM^+^/Prox1^-^/partially VEGFR3^+^ blood vessels with an area greater than 5000 μm^2^ (white dotted lines) were observed (**M**, **N**). (**O**, **P**) Similarly, in the brain, irregularly shaped and dilated PECAM^+^/Prox1^-^/VEGFR3^+^ blood vessels with an area greater than 2000 μm^2^ were observed (**Q**, **R**). The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Each dot represents a value obtained from one sample. CV cardinal vein. Scale bars: 100 μm (**C**–**D””**, **G**–**H””**, **K**–**L””**, **O**–**P””**) and 1 mm (**A**, **B**). The nonparametric Mann–Whitney *U* test was used for statistical analysis, with exact *P* values indicated. ns ≥0.05. Error bars represent the mean ± standard error of the mean (SEM). Source data are available online for this figure.

At E12.5 in *Tie2-Cre; R26R-Pik3ca*^*H1047R*^*; R26R-eYFP* mutant embryos, as observed at E13.5, macroscopic examination revealed blood-filled patchy lesions (Fig. EV1A). The widespread expression of eYFP across the body in mutant mice indicates a high recombination efficiency of *Tie2-Cre* (Fig. EV1A). In sagittal tissue sections, phospho-S6 (pS6) staining, an indicator of PI3K activity, revealed enhanced signaling in the PECAM^+^ cardinal vein and surrounding Prox1^+^ lymphatic ECs (LECs) in mutant embryos compared with controls (Fig. EV1B–B”’,C–C”’). Analysis of cellular proliferation using the Ki67 antibody showed a higher number of positive cells in the mutant cardinal vein than in the control cardinal vein (Fig. EV1B””,C””,L). Furthermore, most ECs in the mutant cardinal vein were eYFP^+^, indicating high recombination efficiency by Cre recombinase (Fig. EV1B””’,C””’).

**Figure EV1:**
Pik3ca^H1047R^ expression in *Tie2-Cre* embryos does not significantly affect the endothelium of the aorta, pulmonary artery, or endocardium. (**A**) Gross morphology of the control and *Tie2-Cre; R26R-Pik3ca*^*H1047R*^ mutant embryos at E12.5. Comparisons were made between control and mutant embryos (*n* = 5, 5 for each group). In the control, eYFP is not expressed, but in the mutant, eYFP is expressed throughout the body. (**B**–**K”**) Immunostaining of sagittal sections with the indicated antibodies. An increase in Ki67^+^ cells in the cardinal vein ECs is observed (**B””**, **C””**, red arrows). In mutant mice, eYFP^+^ cells are observed in both cardinal vein ECs and LECs (**B””’**, **C””’**, red arrows). (**D**–**K”**) Similar analysis in the pulmonary artery, descending aorta, and endocardium. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. (**L**–**Q**) Statistical analysis of the indicated parameters. CV, cardinal vein; Ao, aorta; PA, pulmonary artery. Each dot represents a value obtained from one sample. Scale bars, 100 μm (**B’**–**B””’, C’**–**E””’**, **D**–**K”**) and 1 mm (**A**). The nonparametric Mann–Whitney *U* test was used for statistical analysis, with exact p-values indicated. ns ≥0.05. Error bars represent the mean ± standard error of the mean (SEM).

Next, we performed morphological analyses of the pulmonary artery, aorta, and heart. No significant differences were observed in the luminal diameters of the PECAM^+^ pulmonary artery, descending aorta, or cardiac morphology, including the PECAM^+^ endocardium, when comparing mutant and control embryos (Fig. EV1B,C,D–E”,M,N). Both control and mutant ECs in the pulmonary artery, descending aorta, and endocardium exhibited pS6 expression, with no significant differences between them (Fig. EV1F–G”). Similarly, the number of Ki67^+^ ECs in the pulmonary artery, descending aorta, and endocardium did not differ between the control and mutant embryos (Fig. EV1H–I”,O–Q). The widespread eYFP expression in ECs of the pulmonary artery, descending aorta, and endocardium confirmed the high recombination efficiency of Cre recombinase, indicating that the lack of arterial phenotypes was not due to poor recombination (Fig. EV1J–K”). Whereas clear phenotypes were evident at E12.5 and E13.5, no pronounced external abnormalities were observed at E9.5 or E11.5 (Fig. EV2A,B). Similarly, histological examination revealed no significant differences in the short-axis diameter of the PECAM^+^ CV or in the number of Prox1^+^ LECs surrounding the CV between control and mutant embryos at E11.5 (Fig. EV2C–F). We also assessed *Tie2-Cre; R26R-Pik3ca*^*H1047R*^ mutant embryos at E14.0 from five pregnant mice. Only two embryos were alive at this stage, and both showed severe edema and hemorrhaging, indicating they were nearly moribund. These observations suggest that the critical point for survival of these mutant embryos lies between E13.5 and E14.0 (Fig. EV2G).

**Figure EV2:**
Pik3ca^H1047R^ expression in *Tie2-Cre* embryos does not produce a discernible phenotype at **E11.5.** (**A**, **B**) Gross morphology of control and *Tie2-Cre; R26R-Pik3ca*^*H1047R*^ mutant embryos at E9.5 (*n* = 4 each for control and mutant) and at E11.5 (*n* = 8 each for control and mutant). (**C**–**D”**) Immunostaining of sagittal sections with the indicated antibodies at E11.5. (**E**, **F**) Neither overall phenotype, short-axis length of the cardinal vein (CV), nor the number of Prox1^+^ cells around the CV differed between control and mutant embryos. (**G**) Gross morphology of control and *Tie2-Cre; R26R-Pik3ca*^*H1047R*^ mutant embryos at E14.0. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Each dot represents a value from a single sample. CV cardinal vein. Scale bars, 100 μm (**C’–C”**, **D’–D”**) and 1 mm (**A**, **B**, **C**, **D**). Statistical analysis was performed using the nonparametric Mann–Whitney *U* test, with exact *P* values indicated. ns ≥ 0.05. Error bars represent the mean ± standard error of the mean (SEM).

### Pik3ca^H1047R^ activation timing influences vascular malformation subtypes but does not fully replicate human disease

To investigate whether the resulting human disease subtype (e.g., lesions confined to the head and neck region) is determined by the specific embryonic stage at which Pik3ca^H1047R^ is expressed, we crossed tamoxifen-inducible, pan-endothelial *CDH5-CreERT2* mice with *R26R-Pik3ca*^*H1047R*^ mice and analyzed the embryos at E16.5 or E17.5. At these stages, lymphatic vessels are considered fully developed throughout the body (Srinivasan et al, 2007; Maruyama et al, 2022). We focused our analysis on the tongue, neck, liver, skin, and mesentery—regions frequently affected by vascular malformations in humans. Since the standard tamoxifen dose (125 mg/kg body weight) leads to miscarriage or embryonic death within 1–2 days, we diluted it to one-fifth of the original concentration. When tamoxifen was administered to pregnant mice at E9.5 and analyzed at E16.5, *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mutant embryos exhibited widespread, abnormal blood-filled vasculatures throughout the body (Fig. 2A,B,I). In sagittal sections, the mutant mice showed an increase in slightly dilated, blood-filled PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels in the tongue (Fig. 2C–D’,J–K’). In mutant mice, the number of blood-filled PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels surrounding the dilated jugular vein increased (Fig. 2E,E’,L,L’,AD), and dilated PECAM^+^/Prox1^−^/partially VEGFR3^+^ blood vessels were observed in the liver (Fig. 2F,F’,M,M’). Additionally, in the dorsal skin and mesentery, mutant mice exhibited an increase in dilated PECAM^+^/Prox1^−^/VEGFR3^−^ blood vessels and blood-filled PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels (Fig. 2G–H’,N–O’,AD). Following tamoxifen administration at E12.5, blood-filled vessels were less prominent, though notable edema was observed in mutant embryos (Fig. 2P,W). In mutant embryos, PECAM^+^/Prox1^−^/partially VEGFR3^+^ enlarged blood vessels were increased in the tongue (Fig. 2Q–R’,X–Y’,AE). No significant differences were found in the PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels in the neck, but mild dilation was observed in the PECAM^+^/Prox1^−^/VEGFR3^−^ jugular vein in mutant embryos compared with controls (Fig. 2S,S’,Z,Z’,AE), and although the dilation was less extensive than at E9.5, dilated PECAM^+^/Prox1^−^/partially VEGFR3^+^ blood vessels were observed in the liver (Fig. 2T,T’,AA,AA’). Slightly dilated, blood-filled PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels were seen in the mesentery and skin of mutant mice, though the dilation was less pronounced than that observed at E9.5 (Fig. 2U–V’,AB–AC’,AE). Mutants showed less pronounced edema when tamoxifen was administered to pregnant mice at E15.5 and analyzed at E17.5 than administration at E9.5 or E12.5, with only a few blood-filled vessels observed (Fig. EV3A). In mutant embryos, dilated PECAM^+^/Prox1^−^/VEGFR3^+^ blood vessels and PECAM^−^/Prox1^+^/VEGFR3^+^ lymphatic vessels proliferated at the tip of the tongue (Fig. EV3B–B”,G–G”). Blood-filled, dilated PECAM^+^/partially Prox1^+^/partially VEGFR3^+^ lymphatic vessels were observed in the skin and mesentery (Fig. EV3C–C”,H–H”,E–E”,J–J”). Additionally, dilated PECAM^+^/Prox1^−^/VEGFR3^−^ blood vessels were observed in the liver of mutant mice (Fig. EV3F–F”,K–K”), but no significant differences were found in the neck region compared with controls (Fig. EV3D–D”,I–I”).

**Figure 2:**
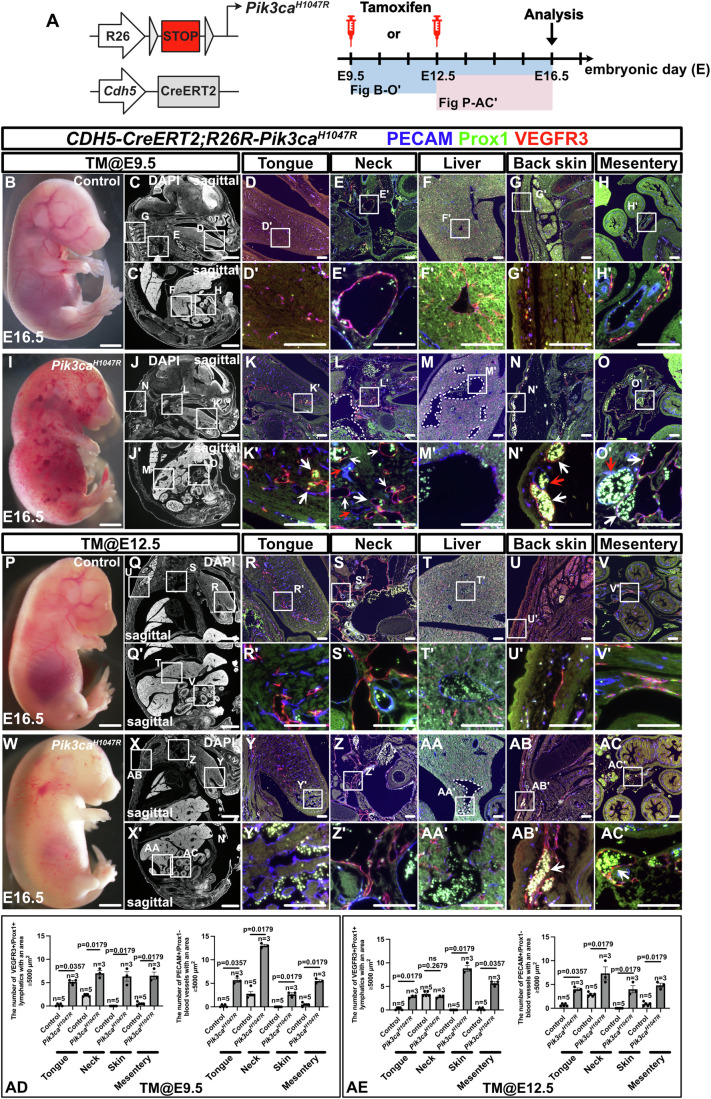
Pik3ca^H1047R^ expression timing influences the location of vascular malformations but does not fully recapitulate human pathology. (**A**) Overview of the experiments and the tamoxifen administration schedule. (**B**, **I**) Gross morphology of the control and *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mutant embryos at E16.5, after tamoxifen administration at E9.5. Comparisons were made between control and mutant embryos (*n* = 5, 3 for each group). (**C**–**H’**, **J**–**O’**) Immunostaining of sagittal sections with the indicated antibodies. (**C**, **C’**, **J**, **J’**) DAPI-stained sections of the same specimen. (**E**, **E’**, **L**, **L’**) In the neck region of mutant embryos, dilated jugular veins are visible (**L**, white dotted lines). Compared with controls, smaller blood-filled PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels (**L’**, white arrows) and PECAM^+^/Prox1^−^/VEGFR3^-^ blood vessels (**L’**, red arrows) are also seen. (**F**, **F’**, **M**, **M’**) In the liver, dilated PECAM^+^/Prox1^−^/partially VEGFR3^+^ blood vessels are observed (**M**, white dotted lines). The number of PECAM^+^/Prox1^−^/partially VEGFR3^+^ blood vessels with an area ≥20,000 μm^2^ in the liver is 0 ± 0 (median ± SEM) (*n* = 5) in controls and 3 ± 0.33 (median ± SEM) (*n* = 3) in mutants (*P* = 0.0179). (**G**–**H’**, **N**–**O’**) Similar observations are made in the skin and mesentery, where blood-filled PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels (**N’**, **O’**, white arrows) and dilated PECAM^+^/Prox1^-^/VEGFR3^-^ blood vessels (**N’**, **O’**, red arrows) are seen. (**P**, **W**) Gross morphology of the control and *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mutant embryos at E16.5, after tamoxifen administration at E12.5. Comparisons were made between control and mutant embryos (*n* = 5, 3 for each group). Compared with embryos treated at E9.5, blood-filled dilated vessels are less prominent, but generalized edema is more severe. (**Q**, **Q’**, **X**, **X’**) DAPI-stained sections of the same specimen. (**R–V’**, **Y–AC’**) Immunostaining of sagittal sections with the indicated antibodies. (**T**, **T’**, **AA**, **AA’**) In the liver, dilated PECAM^+^/Prox1^-^/partially VEGFR3^+^ blood vessels are observed (**AA**, **AA’**, white dotted lines). The number of PECAM^+^ vessels with an area ≥20,000 μm^2^ in the liver is 0 ± 0 (median ± SEM) (*n* = 5) in controls and 3 ± 0.29 (median ± SEM) (*n* = 3) in mutants (*P* = 0.0179). (**U**–**V’**, **AB**–**AC’**) Dilated, blood-filled PECAM^+^/weak Prox1^+^/VEGFR3^+^ lymphatic vessels (**AB’**, **AC’**, white arrows) are observed in the skin and mesentery. (**AD, AE**) Statistical analysis of the tongue, neck, skin, and mesentery. Scale bars: 100 μm (**D**–**H’, K**–**O’, R**–**V’, Y**–**AC’**), 1 mm (**C, C’, J, J’, Q, Q’, X, X’**), and 2 mm (**B**, **I**, **P**, **W**). The nonparametric Mann–Whitney *U* test was used for statistical analysis, with exact *P* values indicated. ns ≥0.05. Panels **C** and **C’**, **J** and **J’**, **Q** and **Q’**, and **X** and **X’** depict identical images; the duplicate panels are intentionally included for clarity and comparative purposes. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Error bars represent the mean ± standard error of the mean (SEM). Source data are available online for this figure.

**Figure EV3:**
Pik3ca^H1047R^ expression in endothelial cells at E15.5 leads to systemic vascular malformations. (**A**) Schematic of the experimental schedule and gross morphology of control and *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mutant embryos at E17.5 following tamoxifen administration to pregnant mice at E15.5. Comparisons were made between control and mutant embryos (*n* = 4, 3 for each group). (**B**–**K”**) Sagittal section immunohistochemistry using the indicated antibodies. (**B**–**B”**, **G**–**G”**) In mutant embryos, mildly dilated PECAM^-^/Prox1^+^/VEGFR3^+^ lymphatic vessels (red arrows) and an increased number of PECAM^+^/Prox1^-^/VEGFR3^+^ blood vessels (black arrows) are observed in the tongue. (**C**–**C”**, **H**–**H”**) Aberrant, dilated PECAM^+^/partially Prox1^+^/partially VEGFR3^+^ vasculatures are seen in the skin (red arrows). (**D**–**D”**, **I**–**I”**) No significant differences in the neck (larynx) are observed between the control and mutant embryos. (**E**–**E”**, **J**–**J”**) In the mesentery, aberrant, dilated PECAM^+^/partially Prox1^+^/partially VEGFR3^+^ vasculatures similar to those in the skin are seen (red arrows). (**F**–**F”**, **K**–**K”**) In the liver, dilated PECAM^+^/Prox1^−^/partially VEGFR3^+^ blood vessels are observed. The number of PECAM+ vessels with an area ≥20,000 μm^2^ in the liver is 0 ± 0 (median ± SEM) (*n* = 4) in controls and 1.5 ± 0.33 (median ± SEM) (*n* = 3) in mutants (*P* = 0.0286). (**L**, **M**) Statistical analysis in the tongue, neck, skin, and mesentery. Each dot represents a value obtained from one sample. Scale bars: 100 μm (**B**–**K”**) and 2 mm (**A**). The nonparametric Mann–Whitney *U* test was used for statistical analysis, with exact *P* values indicated. ns ≥ 0.05. Error bars represent the mean ± standard error of the mean (SEM).

These results indicate that even though the timing of Pik3ca^H1047R^ activation in ECs partially influences the location and extent of vascular malformations, it does not fully explain their localized nature in humans. In general, later induction of Pik3ca^H1047R^ leads to a more restricted anatomical distribution and fewer affected vessels than earlier induction.

### Expression of Pik3ca^H1047R^ in the CPM replicates the anatomical features of human vascular malformations

The distribution of lymphatic and blood vessels derived from the CPM aligns with the common sites of refractory vascular malformations in humans (Maruyama et al, 2022). Therefore, we hypothesized that expressing Pik3ca^H1047R^ in the CPM could generate a mouse model that mimics human vascular malformations. To test this hypothesis, we crossed *Isl1-Cre;R26R-eYFP* mice, which express Cre recombinase under the control of the *Isl1* promoter and label CPM derivatives, with *R26R-Pik3ca*^*H1047R*^ mice. Embryos of the resulting *Isl1-Cre;R26R-Pik3ca*^*H1047R*^*;R26R-eYFP* mice were analyzed at E11.5. In the mutant embryos, blood-filled vessels were observed in the first and second branchial arches, but no other significant external differences from the controls were noted (Fig. 3A). eYFP expression was observed in the pharyngeal mesodermal region (Fig. 3A). Sagittal sections of mutant embryos revealed enlarged PECAM^+^/Prox1^−^/VEGFR3^+^ blood vessels, predominantly in the first and second branchial arches (Fig. 3B–B’,C–C’,K). pS6 expression was detected in both mesenchymal cells and ECs within the branchial arches of control and mutant embryos (Fig. 3B”,C”). Additionally, eYFP was present not only in ECs but also in mesenchymal cells within the branchial arches (Fig. 3B”’,C”’). Similar expanded PECAM^+^/Prox1^−^/partially VEGFR3^+^ blood vessels were observed in the PA1-PA2 region of mutant embryos when *Mef2c-AHF-Cre* mice, another line that labels CPM, were crossed with *R26R-Pik3ca*^*H1047R*^ and analyzed at E11.5 (Fig. EV4A–E). In *Isl1-Cre; R26R-Pik3ca*^*H1047R*^ embryos at E13.5, expanded vasculature was observed from the head to the neck (Fig. 3D,D’). Sagittal sections revealed dilated vessels extending from the mandible to the tongue, along with expanded lymphatic vessels and large, blood-filled lymph sacs in mutant embryos (Fig. 3E–J”,L,M). These *Isl1-Cre; R26R-Pik3ca*^*H1047R*^ mutant embryos likely died from facial hemorrhaging between E13.5 and E14.0 (Fig. 3N). Next, *Isl1-CreERT2; R26R-Pik3ca*^*H1047R*^ embryos were analyzed at E13.5 after tamoxifen administration to pregnant mice at E8.5. No significant external differences were observed compared with controls (Fig. EV4F). eYFP expression was detected along the lower jaw, neck, and genital regions (Fig. EV4F’). Histological sections revealed irregular, dilated PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels at the junction of the tongue and lower jaw, while the number of Prox1^+^ cells remained unchanged between control and mutant embryos, suggesting that lymphatic vessel dilation may underlie the observed phenotype (Fig. EV4G–G”’,H–H”’,I,J). eYFP^+^ cells were confirmed to contribute to ECs of these dilated lymphatic vessels (Fig. EV4G””,H””).

**Figure 3:**
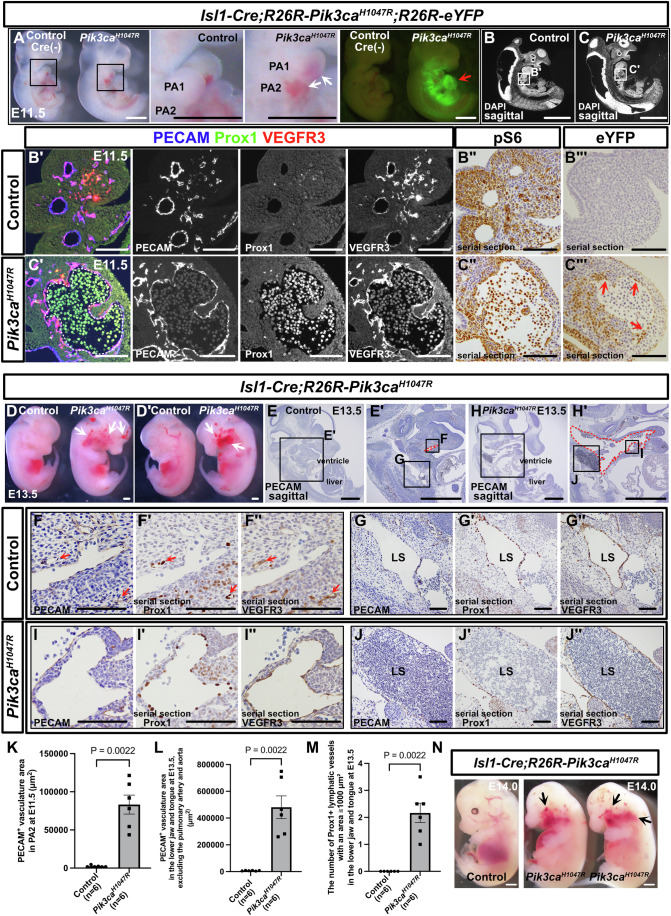
Pik3ca^H1047R^ expression in *Isl1*^*+*^ CPM leads to vascular malformations confined to the head and neck region. (**A**) Gross morphology of the control and *Isl1-Cre;R26R-Pik3ca*^*H1047R*^*;R26R-eYFP* mutant embryos at E11.5. Comparisons were made between control and mutant embryos (*n* = 6, 6 for each group). Mutant mice show widespread blood-filled, dilated vessels in the first and second pharyngeal arches, along with eYFP expression in the pharyngeal mesoderm (red arrows). (**B**–**C”’**) Immunostaining of sagittal sections with the indicated antibodies. Mutant mice exhibit dilated, blood-filled PECAM^+^/Prox1^-^/partially VEGFR3^+^ blood vessels in the second pharyngeal arch (**B**–**B’**, **C**–**C’**, white dotted lines). (**B”**, **B”’**, **C”**, **C”’**) Enzyme-antibody staining reveals pS6 expression in both endothelial and mesenchymal cells. eYFP, detected by GFP antibody, is expressed in ECs of dilated vessels (red arrows). (**D**, **D’**) Gross morphology of the control and *Isl1-Cre;R26R-Pik3ca*^*H1047R*^ mutant embryos at E13.5. Comparisons were made between control and mutant embryos (*n* = 6, 6 for each group). Mutant embryos display extensive blood-filled, dilated vessels on both the left and right sides of the head and neck region (white arrows). (**E**–**J”**) Enzyme-antibody staining of sagittal sections. In mutants, large PECAM^+^ vessels extend from the lower jaw to the jugular vein (**E**–**H’**, red dotted lines). Controls show small partially PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels in the lower jaw, and mutants exhibit enlarged PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels and blood-filled lymph sacs (**F**–**J”**, red arrows). (**K**–**M**) Statistical analysis. Each dot represents a value from one sample. (**N**) Gross morphology of control and *Isl1-Cre; R26R-Pik3ca*^*H1047R*^ mutant embryos at E14.0. The mutant embryos exhibit hemorrhaging in the head and neck region (black arrows), and all mutants had died by this stage. The study was performed using five pregnant mothers. PA pharyngeal arch, LS lymph sac. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Scale bars: 100 μm (**B’**–**C”’**, **F**–**J”**) and 1 mm (**A**–**C**, **D**, **D’**, **E**, **E’**, **H**, **H’**, **N**). The nonparametric Mann–Whitney *U* test was used for statistical analysis. Error bars represent the mean ± standard error of the mean (SEM). Source data are available online for this figure.

**Figure EV4:**
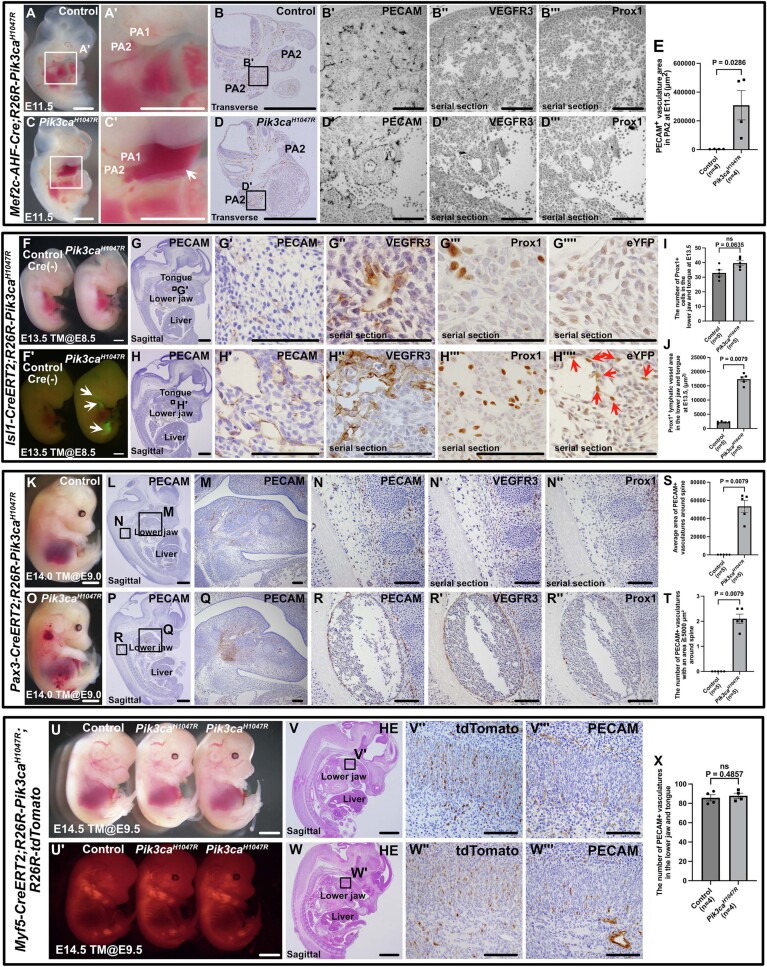
Pik3ca^H1047R^ expression in CPM induces vascular malformations in the head and neck. (**A**, **A’**, **C**, **C’**) Gross morphology of the control and *Mef2c-AHF-Cre; R26R-Pik3ca*^*H1047R*^ mutant embryos at E11.5. In mutant embryos, enlarged blood-filled vasculatures were evident in PA1 and PA2 (white arrow). Comparisons were made between control and mutant embryos (*n* = 4, 4 for each group). (**B**–**B”’**, **D**–**D”’**) Transverse section immunostaining with the indicated antibodies. (**E**) Mutant embryos show dilated PECAM^+^/Prox1^-^/partially VEGFR3^+^ blood vessels extending from the first to the second pharyngeal arches. (**F**, **F’**) Gross morphology of the control and *Isl1-CreERT2; R26R-Pik3ca*^*H1047R*^*; R26R-eYFP* mutant embryos at E13.5, after tamoxifen administration at E8.5. Comparisons were made between control and mutant embryos (*n* = 5, 5 for each group). eYFP expression is observed from the lower jaw to the neck and outflow tracts, and in the genital region (white arrows). (**G**–**G””**, **H**–**H””**, **I**, **J**) Mutant embryos show dilated PECAM^+^/Prox1^+^/VEGFR3^+^ lymphatic vessels between the lower jaw and tongue. The number of Prox1^+^ cells in these lymphatic vessels did not differ between the control and mutant groups. These vessels are also eYFP^+^ (red arrows). (**K**, **O**) Gross morphology of the control and *Pax3-CreERT2; R26R-Pik3ca*^*H1047R*^ mutant embryos at E14.0, after tamoxifen administration at E9.0. Comparisons were made between control and mutant embryos (*n* = 5, 5 for each group). (**L**–**N”**, **P–R”**, **S**, **T**) No vascular malformations are seen in the head and neck of mutant embryos, but dilated PECAM^+^/partially Prox1^+^/VEGFR3^+^ blood-filled vessels are observed around the spine. (**U**, **U’**) Gross morphology of the control and *Myf5-CreERT2; R26R-Pik3ca*^*H1047R*^*; R26R-tdTomato* mutant embryos at E14.5, after tamoxifen administration at E9.5. Comparisons were made between control and mutant embryos (*n* = 4, 4 for each group). (**V**, **W**) Sagittal section H&E staining. (**V”**, **V”’**, **W”**, **W”’**) Sagittal section immunostaining with the indicated antibodies. (**X**) No differences were observed in the number of PECAM^+^ vasculatures in the lower jaw and tongue. PA pharyngeal arch. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Scale bars: 100 μm (**B’**–**B”’**, **D’**–**D”’, G’**–**G””**, **H’**–**H””**, **M**–**N”**, **Q**–**R”**, **V”**, **V”’**, **W”**, **W”’**), 1 mm (**A**, **B**, **C**, **D**, **G**, **H**, **K**, **L**, **O**, **P**, **V**, **W**), and 2 mm (**F**, **F’**, **U**, **U’**). The nonparametric Mann–Whitney *U* test was used for statistical analysis, with exact *P* values indicated. ns ≥ 0.05. Error bars represent the mean ± standard error of the mean (SEM).

The head and neck mesoderm arises primarily from the cardiopharyngeal mesoderm and the cranial paraxial mesoderm. In *Pax3-CreERT2; R26R-Pik3ca*^*H1047R*^ embryos, *Pax3*^+^ paraxial mesoderm (including cranial paraxial mesoderm) is labeled; this lineage reportedly contributes to the common cardinal vein and subsequently forms trunk lymphatics (Lupu et al, 2025), tamoxifen was administered to pregnant mice at E9.0. Upon analysis at E14.0, no vascular malformations were observed in the head or neck regions (Fig. EV4K–M,O–Q). However, mutant embryos exhibited an increased number of dilated, blood-filled PECAM^+^/partially Prox1^+^/VEGFR3^+^ abnormal vessels around the spine (Fig. EV4N–N”,R–R”,S,T). In *Myf5-CreERT2; R26R-tdTomato* mice—which label the cranial paraxial mesoderm, particularly muscle satellite cells—crossed with *R26R-Pik3ca*^*H1047R*^, tamoxifen was administered to pregnant mice at E9.5. Upon analysis at E14.5, no external differences were observed between the control and mutant embryos (Fig. EV4U). tdTomato expression was observed in the face and limbs (Fig. EV4U’). Histological analysis showed no major changes in sagittal sections, and tdTomato^+^ cells contributed to tongue skeletal muscle without hypertrophy or hyperplasia in mutants. Additionally, PECAM^+^ vasculature showed no significant differences between the controls and mutants (Fig. EV4V–X).

These findings suggest that ECs are susceptible to the effects of the *Pik3ca*^*H1047R*^ mutation and that their cellular origin dictates the anatomical site where vascular malformations develop.

### Single-cell RNA sequencing analysis elucidates the endothelial cell differentiation process from the CPM

To clarify the causes of diverse vascular malformations in the head and neck and establish a foundation for understanding how ECs differentiate from CPM, we re-analyzed previously published scRNA-seq data (Nomaru et al, 2021). Specifically, we analyzed the differentiation process of *Mesp1*^*+*^ CPM cells into ECs. UMAPs were generated from *Mesp1*^*+*^ CPM populations at E8.0, E8.25, E9.5, and E10.5 (Fig. EV5A,B), identifying EC clusters expressing various markers, such as *Pecam1, Kdr, Cdh5, Tek*, and *Etv2* (Clusters 7 and 15), whereas *Isl1* expression was not highly detected (Fig. EV5A–D; Dataset EV1). Further subclustering of these two clusters revealed eight subclusters, labeled 0 through 7 (Fig. EV5E–H; Dataset EV1). Additionally, RNA velocity and trajectory inference analyses were performed to predict the differentiation pathways of ECs (Fig. EV5I). The results suggested a lineage progression from *Isl1*^*+*^ undifferentiated mesodermal cells to *Npr3*^+^ endocardial cells (Zhang et al, 2023) or *Etv2*^+^ EC progenitor cells (PCs) (Fig. EV5I,J). *Prox1*^+^ LEC PCs appear to arise directly from *Etv2*^+^ EC progenitors, bypassing the venous stage, whereas *Aplnr*^*+*^ venous ECs and *Efnb2*^+^ arterial ECs likely develop from shared arterial/venous PCs (A/V PCs) (Fig. EV5J).

**Figure EV5:**
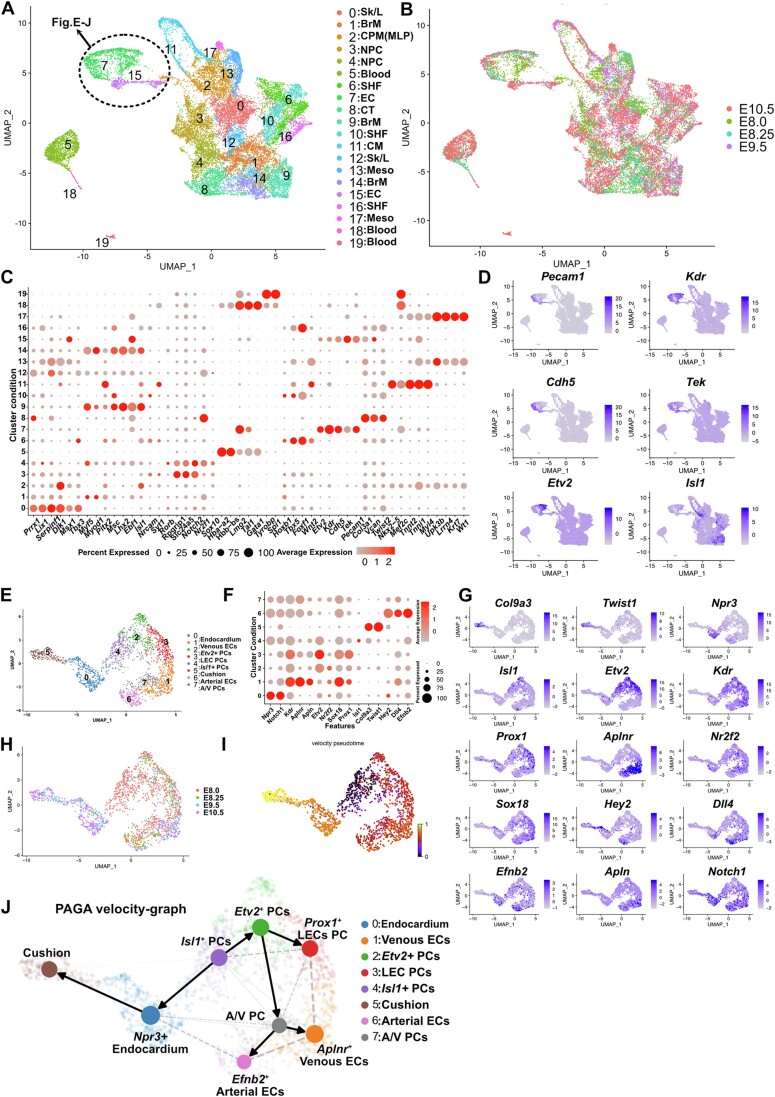
Predicted differentiation lineage of endothelial cells from the CPM. (**A**–**G**) Re-analysis of scRNA-seq data (Nomaru et al, 2021) of *Mesp1*^*+*^ CPM at E8.0-E10.5. (**A**) UMAP plot with clusters color-coded (0–19): 0: Sk/L, skeleton/limb progenitor cells; 1: BrM, branchial muscle; 2: CPM (MLP), cardiopharyngeal mesoderm (multilineage progenitor cells); 3, 4: NPC, neural progenitor cells; 5: blood, blood cells; 6: SHF, second heart field; 7: EC, endothelial cells; 8: CT, Connective tissue; 9: BrM, branchial muscle; 10: SHF, second heart field; 11: CM, cardiomyocyte; 12: Sk/L, skeleton/limb progenitor cells; 13: Meso, mesothelium; 14: BrM, branchial muscle; 15: EC, endothelial cell; 16: SHF, second heart field; 17: Meso, mesothelium; 18,19: blood, blood cells. Black dotted circle indicates endothelial clusters, which underwent sub-clustering analysis. (**B**) UMAP plot color-coded by embryonic day: green (E8.0), light blue (E8.25), purple (E9.5), and red (E10.5). (**C**) Heatmap displaying the average expression levels of marker genes per cluster. (**D**) UMAP plot showing the expression levels of endothelial markers. (**E**) UMAP plot with clusters color-coded (0-7): 0: Endocardium; 1: Venous EC, venous endothelial cells; 2: *Etv2*^*+*^ PCs, *Etv2*^*+*^ endothelial progenitor cells; 3: LEC PCs, lymphatic endothelial progenitor cells; 4: *Isl1*^*+*^ PCs, *Isl1*^*+*^ endothelial progenitor cells; 5: Cushion, cushion tissue; 6: Arterial ECs, arterial endothelial cells; 7: A/V PCs, arterial and venous endothelial progenitor cells. (**F**) Heatmap displaying the average expression levels of marker genes per cluster. (**G**) Heatmap displaying the average expression levels of marker genes per cluster. (**H**) UMAP plot, color-coded by embryonic day, with red (E8.0), green (E8.25), light blue (E9.5), and purple (E10.5). (**I**) UMAP plot representing pseudotime calculated from RNA velocity analysis. (**J**) PAGA graph illustrating the predicted differentiation lineage of CPM-derived endothelial cells based on RNA velocity.

To further investigate the gene expression changes that drive the differentiation of immature ECs from undifferentiated mesodermal cells, we conducted a more detailed analysis using only the data from E8.0 and E8.25. When projected onto UMAP, the data revealed 15 distinct clusters (Fig. EV6A–C; Dataset EV2). Widespread expression of the CPM markers *Isl1* and *Wnt5a* was observed (Fig. EV6D). We focused on clusters 4, 11, 12, and 3, which contained immature ECs, as indicated by markers such as *Etv2, Kdr* (Fig. EV6C,D; Dataset EV2). Subclustering analysis of these clusters revealed seven subclusters, labeled 0 through 6 (Fig. EV6E–H; Dataset EV2). RNA velocity and trajectory analyses revealed early expression of *Isl1* and *Wnt5a*, which decreased as EC differentiation progressed. This was followed by the expression of key endothelial differentiation markers, *Etv2* and *Kdr*, and subsequently by markers characteristic of a later stage of endothelial differentiation (Val and Black, 2009; Morita et al, 2015), such as *Flt4* and *Pecam1* (Fig. EV6E–J).

**Figure EV6:**
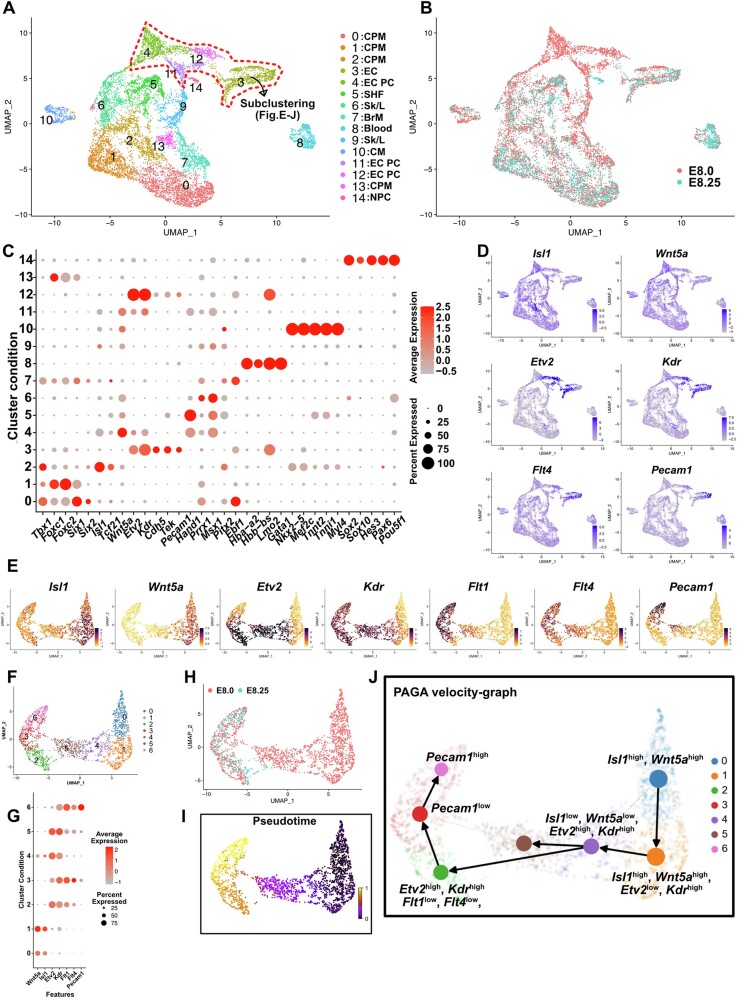
The downregulation of *Isl1* and the expression of *Etv2* drive the differentiation of endothelial cells from the CPM. (**A**) UMAP plot color-coded by cluster (0-14): 0, 1, 2: CPM, cardiopharyngeal mesoderm; 3: EC, endothelial cells; 4: EC PC, endothelial cell progenitors; 5: SHF, second heart field; 6, 9: Sk/L, skeleton/limb progenitor cells; 7: BrM, branchial muscle; 8: blood, blood cell; 9: BrM, branchial muscle; 10: CM, cardiomyocyte; 11, 12: EC PC, endothelial cell progenitors; 13: CPM, cardiopharyngeal mesoderm; 14: NPC, neural progenitor cells. (**B**) UMAP plot color-coded by embryonic day, with red representing E8.0 and light blue representing E8.25. (**C**) Heatmap showing the average expression levels of marker genes for each cluster. (**D**) UMAP plot displaying the expression levels of CPM or endothelial cell marker genes. (**E**) Sub-clustering analysis of clusters 3, 4, 11, and 12, showing the endothelial cell marker genes. (**F**) UMAP plot with clusters color-coded (0-6). (**G**) Heatmap showing the average expression levels of marker genes for each cluster. (**H**) UMAP plot, color-coded by embryonic day (red: E8.0, light blue: E8.25). (**I**) UMAP plot showing pseudotime calculated from RNA velocity analysis. (**J**) PAGA graph illustrating the predicted differentiation trajectory from CPM to endothelial cells based on RNA velocity.

### *Pik3ca*-driven vascular malformations are associated with hypoxia-mediated metabolic changes and Vegf-a expression

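Cells carrying eYFP, the fluorescent label of the Isl1-Cre lineage, were sorted from embryos at E13.5 and sequenced with the 10x Genomics 5′ single-cell assay, in which every captured transcript carries a unique molecular identifier (UMI). There was 1 library per genotype, each made from 3 pooled embryos, so the values have no replicate and no test between genotypes was made. The authors aligned the reads to the mouse genome build GRCm38 with Cell Ranger 7.1.0 and deposited UMI counts of each gene for every called cell, without normalization. The control library held 66935720 UMIs with a median of 10181 per cell, and the mutant library held 73915525 UMIs with a median of 9372 per cell. Cells were filtered with the limits of the paper, and both libraries were integrated and clustered with Seurat 5.3.0. The variable genes used for clustering left out the genes the paper names and the hypoxia, glycolysis, mitochondrial, sex-linked, heat shock and immediate early lists. Genes of the other lists reported here were not left out. UMIs of a gene were then summed over the cells of a class within each library and divided by the total UMIs of that class, as counts per 1000000 UMIs (CPM, not to be read as cardiopharyngeal mesoderm), and the 2 libraries were compared as the log2 ratio of mutant over control. Intervals are 95% exact Poisson intervals for CPM, conditional exact binomial intervals for ratios and Clopper-Pearson intervals for shares of cells. They cover counting error only and leave out differences between embryos, dissections and libraries. The summed counts of Pik3ca in endothelial-like cells were 48.2 CPM in control (153 UMIs) and 45.2 CPM in mutant (626 UMIs), a log2 ratio of -0.09 with an interval from -0.35 to 0.17, and the counts give no separate value for the transgene. By Xist and 4 Y-linked genes, 95.5% of control cells were female-like, against 33.6% female-like and 53.3% male-like cells in the mutant library.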

To investigate how Pik3ca^H1047R^ expression in the CPM affects ECs and drives gene expression changes contributing to vascular malformations, we conducted scRNA-seq analysis on *Isl1-Cre; R26R-Pik3ca*^*H1047R*^*; R26R-eYFP* mutant embryos and *Isl1-Cre; R26R-eYFP* controls at E13.5, the stage when lymphatic vessels form lumens in the head and neck. After FACS sorting of eYFP^+^ cells, the sorted cells were analyzed (Figs. 4A and EV7A). UMAP analysis identified 15 clusters, with cluster 1 defined as ECs (Fig. 4B,C; Dataset EV3). 

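Clustering of the 6272 filtered cells at resolution 0.3 gave 15 clusters, and each was named from markers fixed beforehand. Cluster 2 in order of size was EC-like: all 29 EC markers were raised in it, and Emcn, Flt1, Kdr, Cdh5 and Plvap led it. It held 146 control cells, with a median of 19772 UMIs per cell, and 695 mutant cells, with a median of 17004. Clusters 0, 6 and 13 were mesenchyme-like, clusters 1, 5 and 8 branchial muscle-like and clusters 4 and 10 neuron-like, and histone genes led cluster 5. Single clusters were epithelium-like, cardiomyocyte-like, mesothelium-like and neural crest-like. Cluster 14, with the liver genes Afp and Alb, held 47 mutant cells and 0 of 2783 control cells, which allows a control share of up to 0.108%, and a cluster found in 1 library cannot be told from an effect of that library. Cluster 7 was led by hemoglobin, macrophage and neutrophil genes together and was left unnamed. Scrublet's own threshold marked 1 control cell and 2 mutant cells as doublets, too few to use, and doublets were kept. At resolution 0.8 the same cells formed 27 clusters.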

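The EC-like share of filtered cells was 5.25% in the control library (interval 4.45 to 6.14%) and 19.9% in the mutant library (18.6 to 21.3%). The mesenchyme-like share was 35.7% in control (33.9 to 37.5%) and 19.5% in mutant (18.2 to 20.9%). Both differences were larger than counting error, with 1 pool of embryos behind each share. The branchial muscle-like share was also lower in the mutant library, 23.9% against 31.9%, whereas the neuron-like share was 13.5% against 6.90% and the cardiomyocyte-like share 5.27% against 1.94%. The epithelium-like shares, 7.62% in control and 8.83% in mutant, had overlapping intervals. The EC-like share of the mutant library moved most at resolution 0.8, to 21.6% against 5.82% in control, and the mesenchyme-like shares were 29.9% in control and 14.7% in mutant when cells were assigned by marker counts. Mesenchyme-like cluster 6, led by Adh1, Wnt2 and Tbx4, held 345 control and 67 mutant cells; without it the mesenchyme-like share was 26.6% in control and 18.0% in mutant.

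**Figure D1:**
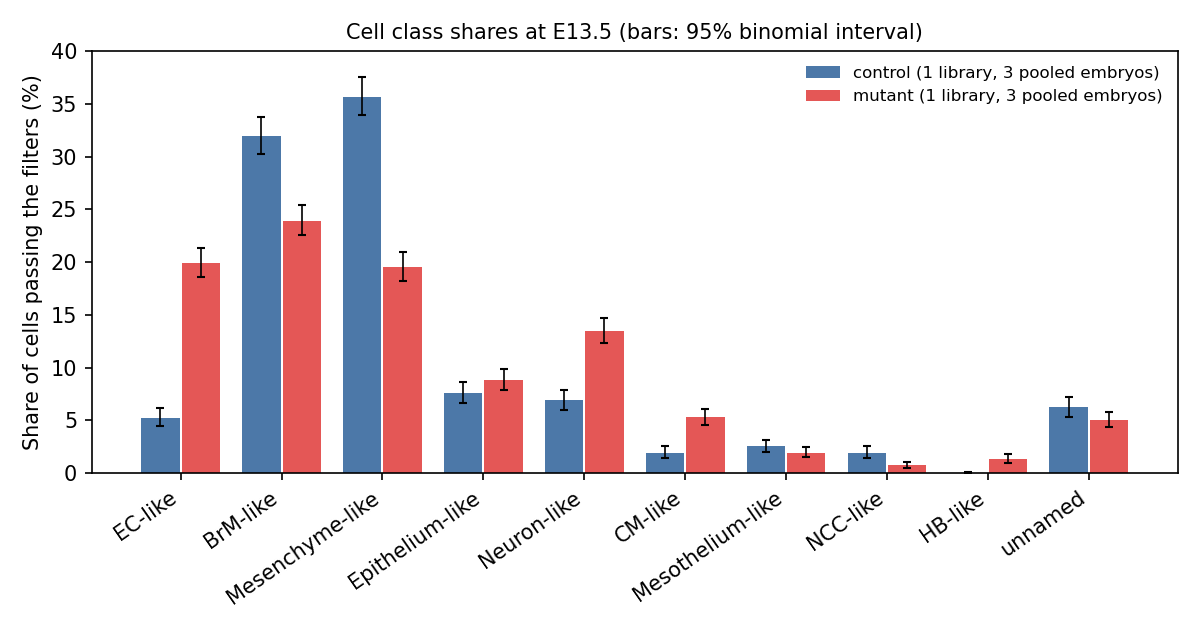
Shares of filtered cells in each cell class, in percent, for the control and mutant libraries (1 library of 3 pooled embryos each); error bars are 95% Clopper-Pearson intervals. The EC-like bar rises from 5.25% in control to 19.9% in mutant, and the mesenchyme-like bar falls from 35.7% to 19.5%.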

In mutant mice, the proportion of ECs increased compared with controls, while the proportion of mesenchymal cells decreased (Fig. 4B,D; Dataset EV3). Enrichment analysis highlighted significant changes in hypoxia and glycolysis pathways, which were observed not only in ECs but also in cardiomyocytes, pharyngeal arch muscles, neurons, epithelium, and mesenchyme (Figs. 4E and EV7B; Datasets EV3 and 4). 

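Hypoxia and glycolysis were followed with lists fixed before the data were examined, 36 targets of hypoxia-inducible factor (HIF) outside glycolysis and 27 glycolytic enzymes, because the members of the scored pathways were not used here. In EC-like cells, the median log2 ratio of the HIF targets was 2.27 (counting interval 2.04 to 2.40), and that of the glycolytic enzymes with at least 20 UMIs was 1.43 (1.24 to 1.59). Both lay above all 10000 random lists of the same size and matched expression, which describes these libraries and is not a test between genotypes. The HIF median moved most in female-like cells of both libraries, to 1.96, and in cells thinned to 5000 UMIs, to 2.51, and the glycolytic median moved most as a mean over cells, to 1.20. The HIF median was above 0 in all 7 classes with at least 50 cells per library, at 1.44 in branchial muscle-like, 1.54 in mesenchyme-like, 1.56 in epithelium-like, 1.85 in mesothelium-like, 0.93 in neuron-like and 0.62 in cardiomyocyte-like cells. The corresponding glycolytic medians were 0.89, 1.27, 0.95, 0.81, 0.76 and 0.83. The EC-like HIF median was the highest of the 7, and its counting interval reached below the upper end of the mesothelium-like one, which ran from 1.32 to 2.06. Between female-like cells of both libraries the HIF medians were lower, at 1.14 in branchial muscle-like, 1.00 in mesenchyme-like, 0.80 in epithelium-like, 1.10 in mesothelium-like and 0.39 in neuron-like cells, and 0.06 (-0.45 to 0.32) in cardiomyocyte-like cells, from 11 control and 12 mutant cells. Male-like cells of the mutant library had higher HIF medians than its female-like cells in each of the 7 classes, and all classes come from the same 2 pools.

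**Figure D2:**
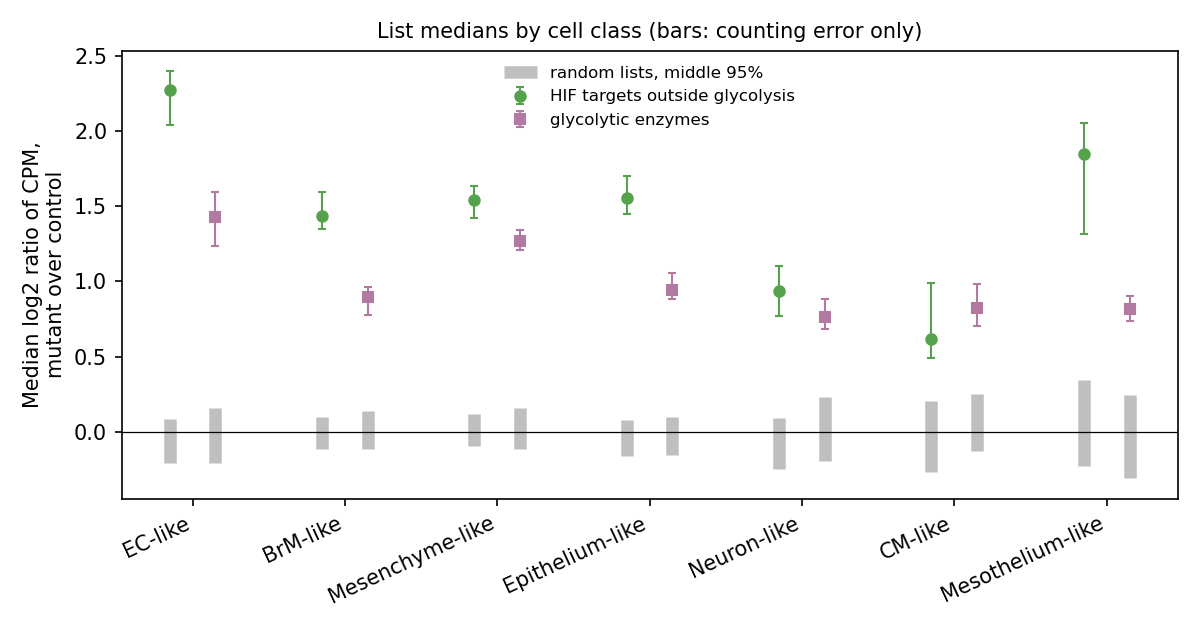
Median log2 ratio of CPM, mutant over control, of the HIF targets and of the glycolytic enzymes in each cell class; error bars cover counting error only, and grey bars span the middle 95% of random lists matched on expression. The EC-like medians are 2.27 and 1.43, and the medians of every class lie above the grey bars.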

Bulk RNA-seq analysis of HUVECs expressing PIK3CA^H1047R^ and ECs from patients with *PIK3CA* gain-of-function mutations also showed elevated hypoxia and glycolysis pathways (Figs. 4E and EV7C; Datasets EV3 and 4). 

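Cell-cycle phases were scored with Seurat's S and G2/M gene lists after every cell was thinned to 5000 UMIs, which left out 61 control and 173 mutant cells that were shallower. In neuron-like cells, 88.1% of control cells (interval 82.6 to 92.4%) and 87.4% of mutant cells (84.0 to 90.3%) were in G1, and 87.5% and 87.7% were at full depth. The other 6 classes had lower G1 shares in both libraries. In EC-like cells, the G1 share was 42.7% in control (34.4 to 51.2%) and 53.1% in mutant (49.2 to 56.9%), intervals that overlap, and 41.8% and 48.9% at full depth. The shares were 31.1% and 27.7% in branchial muscle-like, 52.9% and 55.6% in mesenchyme-like, 50.2% and 54.9% in epithelium-like and 55.6% and 42.7% in cardiomyocyte-like cells, each pair with overlapping intervals. At full depth they were 29.6% and 26.9%, 51.2% and 54.8%, 51.4% and 54.2%, and 51.9% and 38.6%. In mesothelium-like cells the G1 share was 47.1% in control (35.1 to 59.4%) and 75.4% in mutant (63.1 to 85.2%), intervals that do not overlap, from 70 and 65 cells, and 42.9% and 71.6% at full depth. Overlap of separate intervals, here and elsewhere, does not rule out a difference beyond counting error.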

The distribution of cells in the G1, G2/M, and S phases was similar across cell types, except for neurons, where over 80% were in the G1 phase (Fig. EV7D; Dataset EV4). Volcano plots for cluster 1 ECs highlighted genes associated with hypoxia and glycolysis (Fig. 4F,G; Dataset EV3). 

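The EC-like sums covered 3173296 UMIs in control and 13850656 in mutant, and 2237 genes reached 100 CPM in at least 1 library. Among those whose counting interval lay beyond 1.5-fold, the 5 largest rises were in Slc2a3, Hspa1b, Hspa1a, Bnip3 and Adm. Slc2a3, a glucose transporter gene at 122727809 to 122801640 on chromosome 6 of GRCm38, rose from 2.52 CPM (8 UMIs) to 161 CPM (2228 UMIs), a log2 ratio of 6.00 (5.01 to 7.21). Bnip3, a HIF target on chromosome 7 from 138890836 to 138909519, had a log2 ratio of 4.58 (4.10 to 5.11). The 5 largest falls were in Cxcl12, with a log2 ratio of -3.16 (-3.43 to -2.89), Ptp4a3 (-2.40), Dach1 (-2.35), Rgcc (-2.33) and Col15a1 (-2.33). The fall of Cxcl12 was smaller when the cells were clustered without integration, at -1.36, or without doublets, at -1.53, and in G1 cells the ratios of Dach1 and Rgcc were -0.87 and -1.25. Against the median ratio of genes with at least 50 UMIs in each library, all log2 ratios in EC-like cells are higher by 0.10, and with edgeR's TMM factor by 0.12.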

Several genes involved in hypoxia and glycolysis, including *Vegf-a, Flt1, Adm, Slc2a1, Pgk1, Tip1*, and *Pkm*, were upregulated in mutant embryo ECs. 

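All 7 genes were higher in the EC-like cells of the mutant library by more than counting error, and Tip1 was read as Tpi1, triosephosphate isomerase. Vegf-a (Vegfa, chromosome 17 of GRCm38, 46016993 to 46032369) rose from 16.7 CPM (53 UMIs, interval 12.5 to 21.9) to 139 CPM (1926 UMIs, 133 to 145), a log2 ratio of 3.06 (2.66 to 3.48). Adm (chromosome 7, 110627661 to 110629820) rose from 8.51 CPM (27 UMIs) to 202 CPM (2797 UMIs), a log2 ratio of 4.57 (4.02 to 5.17). Flt1 (chromosome 5, 147561604 to 147726011) rose from 438 to 888 CPM, a log2 ratio of 1.02 (0.94 to 1.10). Among the glucose transport and glycolysis genes, the log2 ratio was 2.22 for Slc2a1 (2.09 to 2.36), 2.12 for Pgk1 (2.01 to 2.23), 1.68 for Tpi1 (1.59 to 1.78) and 1.20 for Pkm (1.13 to 1.26). Each of the 7 kept its direction under the 11 alternatives, and the log2 ratio of Vegfa ranged from 2.42 to 3.60.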

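Ddit was read as both Ddit3 and Ddit4. In EC-like cells, Nfe2l2 rose from 54.2 CPM (172 UMIs) in control to 95.6 CPM (1324 UMIs) in mutant, a log2 ratio of 0.82 (0.59 to 1.06). Atf4 rose from 103 to 222 CPM, a log2 ratio of 1.11 (0.94 to 1.27). Ddit3 had 54 control UMIs and a log2 ratio of 1.26 (0.86 to 1.69), and Ddit4 had 166 control UMIs and a log2 ratio of 2.95 (2.73 to 3.18). In female-like cells the ratio of Ddit3 was 0.48, and in thinned cells that of Nfe2l2 was 0.54. Pdk1 rose from 17.3 CPM (55 UMIs) to 76.9 CPM (1065 UMIs), a log2 ratio of 2.15 (1.76 to 2.57). All 5 intervals lay above 0, and the direction of each gene held under every alternative tried.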

Correspondingly, hypoxia-inducible factor (*Hif*) stabilizing genes, such as *Nfe2l2, Atf4, Ddit*, and *Pdk1*, were also upregulated in mutant EC clusters. Additionally, Hsp family members (*Hsp90b1, Hsp90aa1, Hspa1a, Hspa1b, Hspa5*), possibly associated with Hif stabilization, also showed increased expression (Fig. 4F; Dataset EV3). However, the expression levels of *Vegf-b, Vegf-c, Vegf-d, Kdr*, and *Flt4* were not significantly different between the control and mutant mice (Figs. 4G and EV7E; Datasets EV3 and 4).

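Hspa1a and Hspa1b, which lie next to each other on chromosome 17 of GRCm38, had the largest ratios of the 5 in EC-like cells. Hspa1a (34969190 to 34972156) rose from 20.2 CPM (64 UMIs) in control to 528 CPM (7315 UMIs) in mutant, a log2 ratio of 4.71 (4.36 to 5.09). Hspa1b (34956436 to 34959238) rose from 14.2 CPM (45 UMIs) to 480 CPM (6645 UMIs), a log2 ratio of 5.08 (4.66 to 5.54). The 2 genes are close copies between which the authors' counting could have split reads, so their separate values are uncertain. Hsp90b1 rose from 909 to 2074 CPM, a log2 ratio of 1.19 (1.13 to 1.25), Hspa5 from 663 to 1279 CPM, 0.95 (0.88 to 1.01), and Hsp90aa1 from 407 to 702 CPM, 0.79 (0.70 to 0.87). Hspa1a was also higher in the mutant library in the other 6 classes, with log2 ratios from 1.13 in mesothelium-like to 4.36 in epithelium-like cells.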

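In EC-like cells, Vegf-b (Vegfb) was at 35.3 CPM (112 UMIs) in control and 38.5 CPM (533 UMIs) in mutant, a log2 ratio of 0.12 whose interval, -0.17 to 0.43, includes 0. Vegf-d (Vegfd) had 6 control and 11 mutant UMIs, and a difference was not detectable at this depth (log2 ratio -1.25, -2.81 to 0.47). Vegf-c (Vegfc) was at 81.3 CPM (258 UMIs) in control and 36.2 CPM (501 UMIs) in mutant, a log2 ratio of -1.17 (-1.39 to -0.95), beyond counting error. Flt4 was at 127 CPM (404 UMIs) and 84.3 CPM (1167 UMIs), a log2 ratio of -0.60 (-0.76 to -0.43), and Kdr at 651 and 575 CPM, -0.18 (-0.25 to -0.11). The ratio of Kdr was 0.01 when only G1 cells were compared. With 1 library per genotype, none of these differences has a replicate check.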

**Figure 4:**
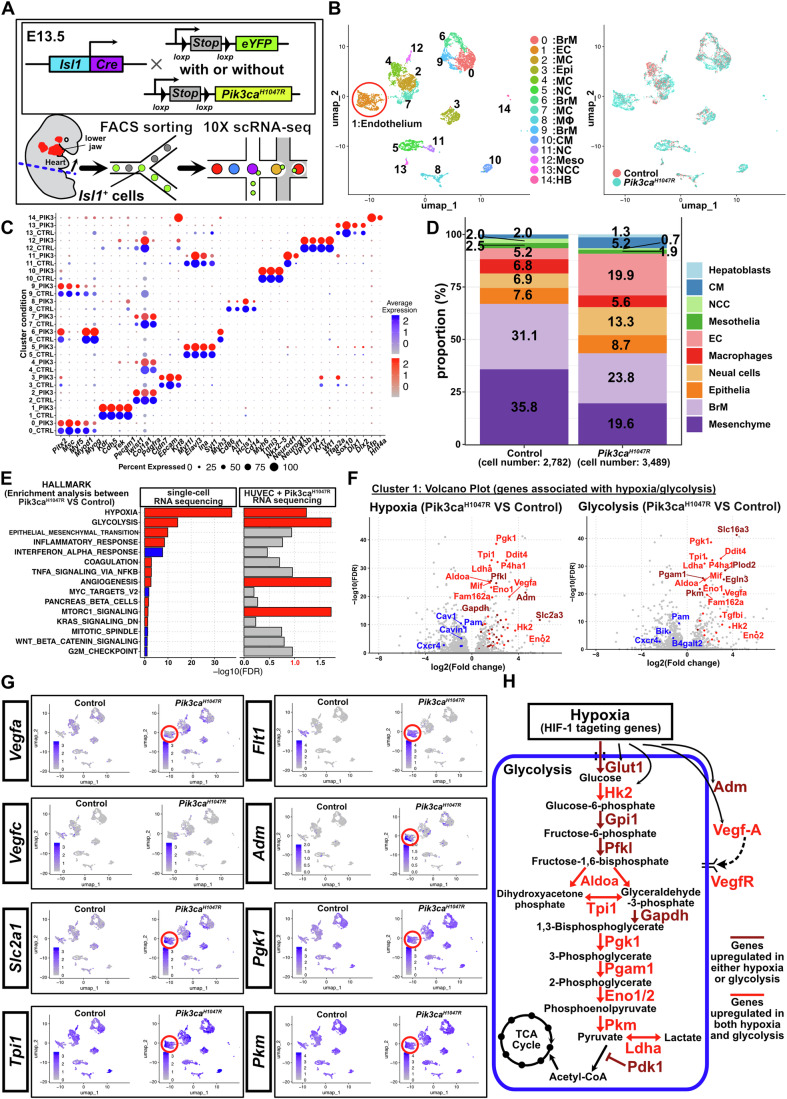
Pik3ca^H1047R^ induces hypoxia-mediated metabolic changes in endothelial cells. (**A**) Schematic overview of the cell isolation conducted for scRNA-seq. For each genotype (*Isl1-Cre; R26R-eYFP and Isl1-Cre; R26R-eYFP; R26R-Pik3ca*^*H1047R*^*)*, E13.5 embryos from three different embryos were pooled for single-cell library preparation. Metrics showed that 65.2% of reads were mapped to cells in the *Isl1-Cre; R26R-eYFP* group (mean 52,351 reads/cell, median 3850 genes, 4505 cells estimated) and 67.9% of reads were mapped to cells in the *Isl1-Cre; R26R-eYFP; R26R-Pik3ca*^*H1047R*^ group (mean 43,227 reads/cell, median 3529 genes, 5357 cells). Filtering based on gene count (2000–9000) and mitochondrial content (<10%) resulted in 2782 and 3489 cells for *Isl1-Cre; R26R-eYFP* and *Isl1-Cre; R26R-eYFP; R26R-Pik3ca*^*H1047R*^, respectively, with 6271 cells included in downstream analyses. (**B**) Left: UMAP plot showing color-coded clusters (0–14). 0: branchial muscles (BrM); 1: endothelial cells (EC); 2: mesenchymal cells (MC); 3: epithelia (Epi); 4: MC; 5: neural cells (NC); 6: BrM; 7: MC; 8: macrophages (Mφ); 9: BrM; 10: cardiomyocytes (CM); 11: NC; 12: mesothelia (Meso); 13: neural crest cells (NCC); and 14: hepatoblasts (HB). Right: UMAP plot color-coded by condition. Pink represents the control, and light blue represents mutant cells. (**C**) Heatmap showing the average gene expression of marker genes for each cluster by condition. (**D**) Cell type proportions. (**E**) Comparison of enrichment analysis between EC clusters from scRNA-seq and bulk RNA-seq of HUVECs. The left bar graph shows the top 15 significantly altered Hallmark gene sets in EC clusters from scRNA-seq using ssGSEA (escape R package). The right bar graph shows the re-analysis of public bulk RNA-seq from PIK3CA^H1047R^-transfected HUVECs. Red bars represent significantly upregulated Hallmark gene sets in mutants (FDR < 0.1), and gray bars indicate non-significant sets. (**F**) Left: Volcano plot showing hypoxia-related genes (red: mutant upregulated, blue: control upregulated, dark red: hypoxia only, bright red: hypoxia and glycolysis). Right: Glycolysis-related genes with the same color scheme. Differential expression is defined as FDR < 0.05 and fold change >1.5. (**G**) UMAP plot showing expression levels of genes related to hypoxia or glycolysis. Genes that were upregulated in the *Pik3ca*^*H1047R*^ mutant endothelial cell clusters are circled in red. (**H**) Schematic showing upregulated genes in scRNA-seq. Bright red indicates genes involved in both hypoxia and glycolysis, while dark red represents genes specifically upregulated in either the hypoxia or glycolysis pathway.

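The deposited control library held 4505 cells with a median of 3850 genes, and the mutant library 5357 cells with a median of 3529 genes. Taking more than 2000 and fewer than 9000 genes and less than 10% mitochondrial UMIs as limits, 2783 control cells (61.8%) and 3489 mutant cells (65.1%) passed. In the control library, 1657 cells had too few genes, 19 too many and 146 too high a mitochondrial share. In the mutant library these counts were 1825, 16 and 226. Cells that failed several limits are counted under each. The filtered control cells held 63153191 UMIs with a median of 20412 per cell, and the filtered mutant cells 69717583 UMIs with a median of 16839. With less than 5% mitochondrial UMIs as the limit, 2500 control and 3228 mutant cells passed.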

**Figure EV7:**
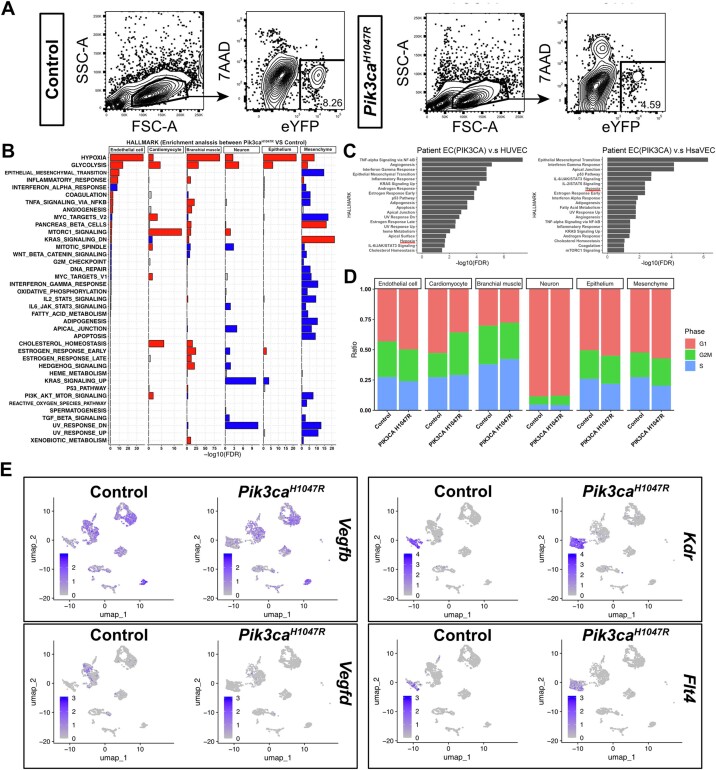
Pik3ca^H1047R^ expression enhances hypoxia signaling across multiple cell types. (**A**, **B**, **D**, **E**) scRNA-seq analysis of eYFP^+^ cells sorted by FACS from *Isl1-cre;R26R-eYFP* and *Isl1-cre;R26R-Pik3ca*^*H1047R*^*;R26R-eYFP* embryos. (**A**) FACS sorting of eYFP+ cells. (**B**) Enrichment analysis from scRNA-seq comparing different cell types. Each bar chart shows Hallmark gene sets that exhibited significant changes in different cell types when comparing control and mutant groups. Red bars indicate Hallmark gene sets with higher enrichment scores in the mutant group, blue bars indicate higher scores in the control group, and gray bars indicate non-significant gene sets. The *x* axis represents -log10(FDR), and significant Hallmark gene sets were defined as FDR < 0.1. (**C**) Re-analysis of bulk-RNA-seq data (Jauhiainen et al, 2023) from endothelial cells derived from PIK3CA mutated venous malformations (VM) (Patient EC (PIK3CA)) compared to control endothelial cells (Human umbilical venous endothelial cells: HUVEC: or Human saphenous vein endothelial cells: HsaVEC). The left bar chart shows the top 20 significantly enriched Hallmark gene sets in *PIK3CA* mutated Patient ECs compared to HUVEC, while the right chart shows enrichment in *PIK3CA* mutated Patient ECs compared to HsaVEC. Differentially expressed genes were defined as having a fold change >1.5 and FDR < 0.05. The *x* axis represents -log10(FDR), and significant Hallmark gene sets were defined as FDR < 0.1. (**D**) Proportions of cells in each phase of the cell cycle (G1/S/G2-M) across cell types. (**E**) UMAP plots showing expression levels of *Vegfb, Vegfd, Kdr*, and *Flt4* by condition.

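Of the 36 HIF targets outside glycolysis, 33 were higher in the EC-like cells of the mutant library. The largest rise was in Ppp1r3c, a log2 ratio of 5.64, and the largest fall was in Nos2, at -2.87. In EC-like cells, random lists matched on expression had medians from -0.21 to 0.08 in their middle 95%. The level of the HIF targets in mutant EC-like cells was 120% of their level in all other mutant cells, as the median over genes, whereas it was 87.5% in the control library.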

In summary, mutant ECs showed increased expression of genes involved in hypoxia and glycolysis, including Hif target genes, such as *Vegf-a* and *Adm*, which stimulate angiogenesis and lymphangiogenesis. 

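Of 27 glycolytic enzymes, 21 had at least 20 UMIs in EC-like cells, and all 21 were higher in the mutant library. The smallest of these ratios was 0.33, for Pfkm, with an interval from -0.16 to 0.86 that includes 0. Gapdh, the most abundant, rose from 1069 to 2569 CPM, a log2 ratio of 1.26 (1.21 to 1.32). Aldoa rose from 525 to 1583 CPM, a log2 ratio of 1.59 (1.52 to 1.66), Pgam1 from 246 to 663 CPM, 1.43 (1.32 to 1.54), and Eno1 from 141 to 447 CPM, 1.66 (1.52 to 1.80). Eno2 had 1 control UMI and 334 mutant UMIs, a log2 ratio of 6.26 with a wide interval from 3.77 to 11.57.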

Glycolytic enzymes were also upregulated. Notably, *Pdk1*, which inhibits pyruvate conversion to acetyl-CoA, and lactate dehydrogenase A (*Ldha*) were elevated, indicating a shift toward anaerobic metabolism, similar to that seen in malignant tumors and actively proliferating cells (Fig. 4H; Dataset EV3).

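Ldha (chromosome 7 of GRCm38, 46841475 to 46855627) rose in EC-like cells from 612 CPM (1943 UMIs, interval 585 to 640) in control to 1836 CPM (25423 UMIs, 1813 to 1858) in mutant, a log2 ratio of 1.58 (1.52 to 1.65). Over the alternatives the ratio ranged from 1.50 to 1.70. Slc16a3, which encodes a lactate exporter, rose from 11.0 CPM (35 UMIs) to 220 CPM (3045 UMIs), a log2 ratio of 4.32 (3.84 to 4.84). From the rise of Pdk1, an inhibitor of the entry of pyruvate into acetyl-CoA, together with that of Ldha, the paper proposes a shift toward anaerobic metabolism.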

### Elevated HIF-1α and VEGF-A expression is observed in *PIK3CA*-mutated human vascular malformations

To determine whether the signals identified by scRNA-seq were altered in human vascular malformation samples, we focused on HIF-1α and VEGF-A and confirmed protein expression by immunostaining. In control human epicardial tissue, PECAM^−^/podoplanin^+^ LECs and PECAM^+^/podoplanin^−^ venous ECs did not express VEGF-A or HIF-1α. However, in PECAM^+^/podoplanin^−^ arterial ECs, mild expression of VEGF-A was observed in both the vessel wall and ECs, and HIF-1α was detected in these locations (Fig. 5A–C””’). HIF-1α and VEGF-A were not detected in negative controls (Fig. 5A””’,B””’,C””’). In LM samples with the *PIK3CA*^*H1047R*^ mutation, particularly in clinically microcystic cases with extensive fibrosis and chronic inflammatory cell infiltration, irregularly structured PECAM^+^/partially podoplanin^+^ abnormal lymphatic vessels within fibrotic tissue showed partial expression of VEGF-A and HIF-1α (Fig. 5D–I). Nuclear expression of HIF-1α was observed (Fig. 5I). pS6 expression was detected in a subset of malformed ECs (Fig. 5J). No signal was detected in the negative control (Fig. 5K). A similar expression pattern was observed in macrocystic lymphatic vessels (Fig. EV8A–H). Comparable findings of HIF-1α, VEGF-A, and pS6 expression were noted in venous malformation patients with the same mutation (Fig. 5L–S) and in LM patients with *PIK3CA*^*E542K*^ and *PIK3CA*^*E545K*^ mutations (Fig. EV8I–X). Furthermore, to verify whether VEGF‐A can act via VEGFR2, we performed VEGFR2 immunostaining on several mouse models: *Tie2‐Cre; R26R‐Pik3ca*^*H1047R*^ embryos (E12.5, corresponding to Fig. EV1), *CDH5‐CreERT2; R26R‐Pik3ca*^*H1047R*^ embryos (tamoxifen administered at E9.5 and analyzed at E16.5, corresponding to Fig. 2), and *Isl1‐Cre; R26R‐Pik3ca*^*H1047R*^ embryos (E11.5 and E13.5, corresponding to Fig. 3). In all cases, both control and mutant embryos exhibited widespread VEGFR2 expression in blood and lymphatic vessels at early and late developmental stages (Fig. EV9A–R’). These findings suggest that Pik3ca^H1047R^ may act in an autocrine manner, at least in part via the VEGF‐A/VEGFR2 axis in endothelial cells, potentially explaining the observed phenotype.

**Figure 5:**
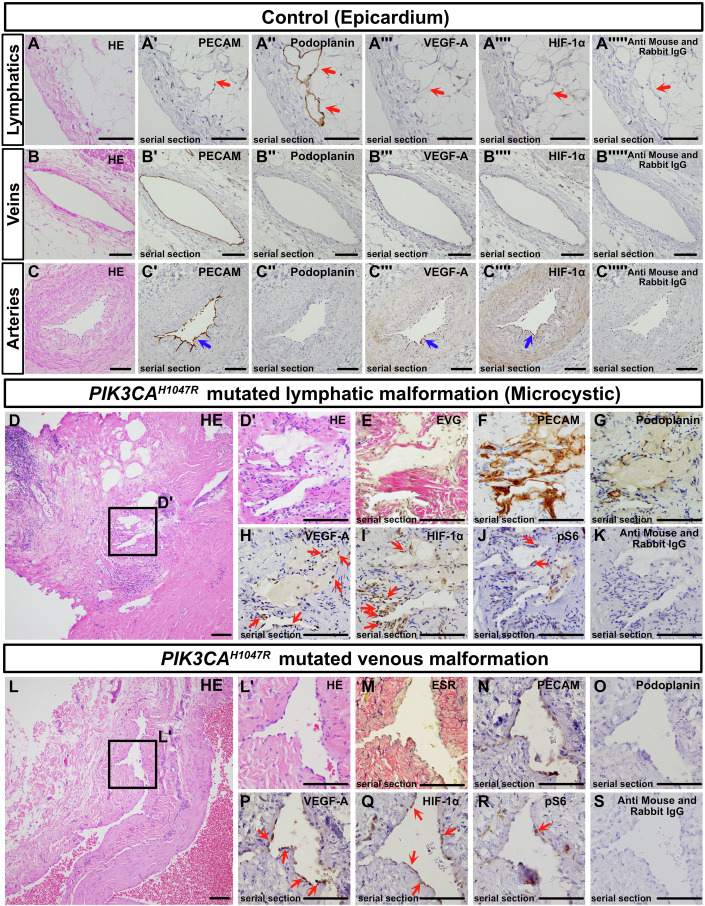
HIF-1α and VEGF-A expression in endothelial cells of malformed lymphatic vessels and veins in human patient samples. (**A**–**S**) Hematoxylin and eosin (HE) staining, special staining [elastica van Gieson (EVG), elastica Sirius red (ESR)—where collagen fibers appear red, elastic fibers black, and muscle tissue yellow], and immunohistochemistry using the indicated antibodies. No signal was detected in negative controls using only secondary antibodies (**A””’**, **B””’**, **C””’**, **K**, **S**). (**A**–**A””’**) Lymphatic vessels (red arrows) on the epicardium, characterized as PECAM^-^/podoplanin^+^, do not express HIF-1α or VEGF-A. (**B**–**B””’**) Similarly, PECAM^+^/podoplanin^-^ veins show no expression of these markers. (**C**–**C””’**) In PECAM^+^/podoplanon^-^ muscular arteries, both VEGF-A and HIF-1α are expressed in the arterial walls and endothelium (blue arrows). (**D**–**K**) Microcystic-type lymphatic malformations with the *PIK3CA*^*H1047R*^ mutation. Among the fibrotic tissue background (**D**), small, irregular PECAM-overexpressing vessels (**E**), partially podoplanin^+^ (**G**) lymphatic vessels are found. These vessels express VEGF-A and HIF-1α, and partially express pS6 (**H**–**J**, red arrows). (**L**–**S**) Venous malformation samples with the *PIK3CA*^*H1047R*^ mutation. These vessels have blood-filled lumens and thicker walls than those in lymphatic malformations. Similar to the lymphatic vessels, the malformed venous endothelium expresses VEGF-A and HIF-1α (**P**–**Q**, red arrows). The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Scale bars: 100 μm (**A**–**C””’, D’**–**K, L’**–**S**) and 1 mm (**D**, **L**). Source data are available online for this figure.

**Figure EV8:**
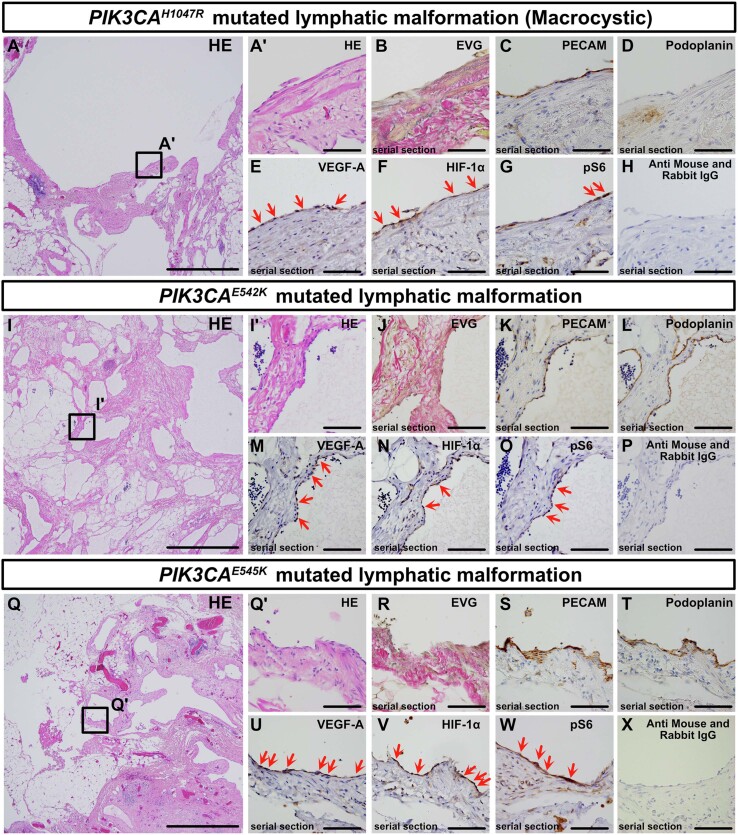
HIF-1α and VEGF-A expression in malformed lymphatic endothelial cells with *PIK3CA*^*E542K*^ and *PIK3CA*^*E545K*^ mutations. (**A**–**X**) Hematoxylin and eosin (HE) staining, special stains [elastica van Gieson (EVG), elastica Sirius red (ESR)—collagen fibers appear red, elastic fibers black, muscle tissue yellow], and immunohistochemistry using the indicated antibodies. No signal was detected in the negative controls using only secondary antibodies (**H**, **P**, **X**). (**A**–**H**) Macrocystic type lymphatic malformations. VEGF-A, HIF-1α, and pS6 are expressed in the ECs of malformed lymphatic vessels (**E**–**G**, red arrows). (**I**–**P””’**) Similar expression patterns are observed in lymphatic malformations with the *PIK3CA*^*E542K*^ mutation, where VEGF-A, HIF-1α, and pS6 are detected in malformed LECs (**M**–**O**, red arrows). (**Q**–**X**) The same findings are present in lymphatic malformations with the *PIK3CA*^*E545K*^ mutation, showing VEGF-A, HIF-1α, and pS6 expression in the malformed endothelial cells (red arrows, **U**–**X**). The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Scale bars: 100 μm (**A’**–**H**, **I’**–**P**, **Q’**–**X**), 1 mm (**A**, **I**, **Q**).

**Figure EV9:**
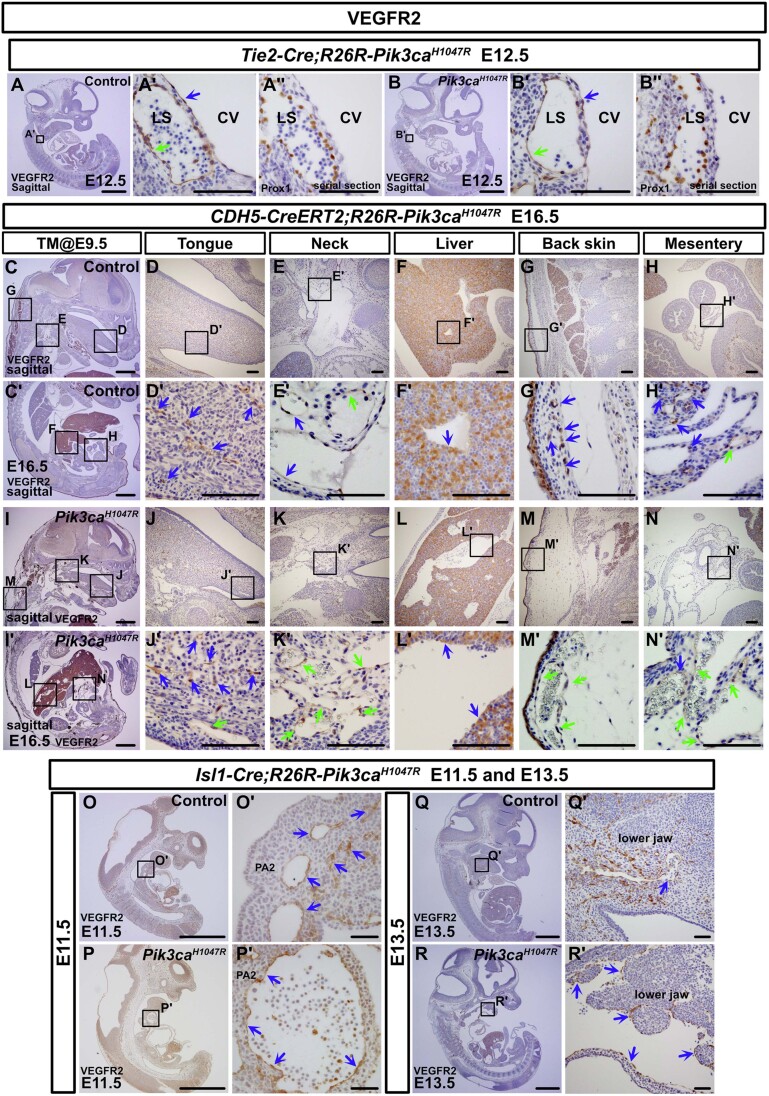
VEGFR2 is broadly expressed in blood and lymphatic vessels during embryogenesis. (**A**–**R’**) Sagittal sections were immunostained with the indicated antibodies. In the serial sections, lymphatic vessels can be distinguished from blood vessels based on their anatomical characteristics (in panels **A**–**B″**, Prox1 staining delineates the position of lymphatic vessels; in (**C**–**R′**), lymphatic vessels can be identified by their location in the serial sections in Figs. 2 and 3). Lymphatic vessels are marked with green arrows, and blood vessels with blue arrows. (**A**–**B″**) *Tie2‐Cre; R26R‐Pik3ca*^*H1047R*^ control and mutant embryos at E12.5, serial sections from Fig. 1B. (**C**–**N′**) *CDH5‐CreERT2; R26R‐Pik3ca*^*H1047R*^ control and mutant embryos treated with tamoxifen at E9.5 and analyzed at E16.5, serial sections from Fig. 2C, C′, J, J′. (**O**–**R′**) *Isl1‐Cre; R26R‐Pik3ca*^*H1047R*^ control and mutant embryos at E11.5 and E13.5, serial sections from Fig. 3B, C, E, H. CV cardinal vein, LS lymph sac, PA2 second pharyngeal arch. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Figure EV9A” is the same sample image as Fig. EV1B”, but it has been reused to demonstrate the Prox1^+^ lymphatic vessels. Scale bars: 100 μm (**A′**, **A″**, **B′**, **B″**, **D**–**H**, **D′**–**H′**, **J**–**N**, **J′**–**N′**, **O′**, **P′**, **Q′**, **R′**), and 1 mm (**A**, **B**, **C**, **C′**, **I**, **I′**, **O**, **P**, **Q**, **R**).

### Hif-1α and Vegf-A inhibitors suppress the progression of vascular malformations

We next examined whether administering Hif-1α and Vegf-A inhibitors could effectively treat vascular malformations. Tamoxifen was administered to 3–4-week-old *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mice to induce the *Pik3ca*^*H1047R*^ mutation in the dorsal skin. Anti-VEGF-A (a Vegf-A–neutralizing antibody), LW6 (a Hif-1α inhibitor), or rapamycin (an mTOR inhibitor) were then topically applied, and their effects were assessed (Fig. 6A). Both anti-VEGF-A and LW6 reduced the visible swelling in the dorsal skin, whereas rapamycin showed less difference compared with tamoxifen-treated but drug-free controls at day 7 (Fig. 6B). No changes were observed in skin regions that did not receive tamoxifen (Fig. 6B). At day 4 (before drug administration), we compared tamoxifen-untreated (Tam(−)) and tamoxifen-treated (Tam(+)) dorsal skin in *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mice by staining histological sections for PECAM and VEGFR3. In the Tam(+) group, both the overall number of PECAM^+^ and VEGFR3^+^ vessels and the number of enlarged vessels were higher compared with the Tam(–) group (Fig. 6C–H). By day 7, the Tam(−) group still did not exhibit any increase in PECAM^+^ vessels (Fig. 6I,I’). To determine whether oil droplets from tamoxifen injections could induce vessel proliferation, we examined littermate *R26R-Pik3ca*^*H1047R*^ mice treated with tamoxifen but lacking *Cre* (Cre(-)/Tam(+)). No increase in PECAM^+^ vessels was observed in these controls (Fig. 6J,J’). Next, we compared tamoxifen-treated *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mice that received one of the indicated drugs (Drug(+)) with those that did not (Drug(−)). Anti-VEGF-A and LW6 treatment both reduced the number of PECAM^+^ vessels, whereas rapamycin did not cause a significant decrease compared with the untreated group (Fig. 6K–R). A similar pattern was seen for VEGFR3^+^ lymphatic vessels: anti-VEGF-A and LW6 each led to a reduction, whereas rapamycin had no statistically significant effect (Fig. 6S–AB).

**Figure 6:**
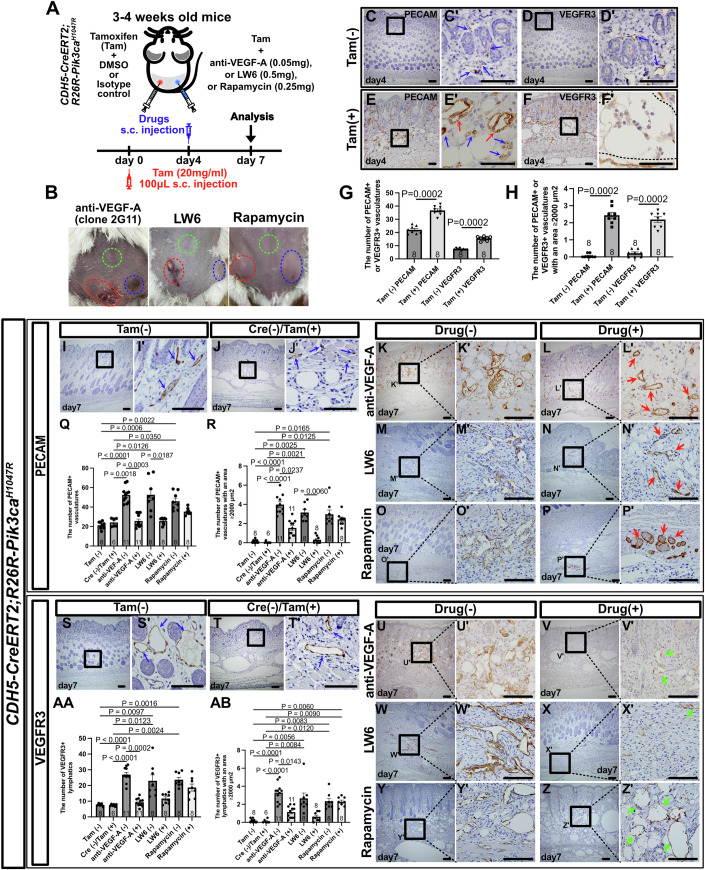
HIF-1α inhibitor and VEGF-A neutralizing antibody significantly suppress vascular malformations in the dorsal skin of mice. (**A**) Experimental design for inducing and treating progressive vascular malformations using anti-VEGF-A (clone 2G11), LW6, rapamycin, or respective controls (DMSO for LW6 and rapamycin; rat IgG2a isotype control for anti-VEGF-A). (**B**) Macroscopic effects of each treatment. The left panel (red dotted line) represents the control group (*CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ administered tamoxifen but no drug, whereas the right panel (blue dotted line) shows the treatment group (*CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ administered both tamoxifen and the indicated drug). In the same mouse, a region that did not receive tamoxifen served as the Tam(–) control (green dotted line). (**C–F’**) Histological sections from day 4 (before drug administration) of normal skin without tamoxifen (Tam(–)) and tamoxifen-treated (Tam(+)) skin in *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mice. Sections were cut vertically from the epidermis through the dermis, revealing PECAM^+^ blood vessels and VEGFR3^+^ lymphatic vessels (blue arrows). On day 4, enlarged PECAM^+^ vasculatures (red arrows) and VEGFR3^+^ lymphatic vessels (black dotted lines) were observed. (**G**, **H**) Statistical analysis of the same cohorts shown in (**C**–**F’**). (**I**, **J**) Histological sections of tamoxifen-untreated *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mutant skin at day 7 (Tam(–)) and *R26R-Pik3ca*^*H1047R*^ mice lacking *Cre* but receiving tamoxifen (Cre(–)/Tam(+)) at day 7, stained for PECAM. Neither group displayed increased PECAM^+^ vasculature (blue arrows). (**K–P’**) Histological sections of tamoxifen-treated *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mutant skin at day 7, stained for PECAM, comparing groups with (Drug(+)) or without (Drug(–)) the indicated drug. Anti-VEGF-A and LW6 each reduced PECAM^+^ vasculature (red arrows), whereas rapamycin exerted a milder effect (red arrows). (**Q**, **R**) Statistical analysis of the same cohorts. (**S**, **T**) Histological sections of tamoxifen-untreated *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mutant skin at day 7 (Tam(–)) and *R26R-Pik3ca*^*H1047R*^ mice lacking *Cre* but receiving tamoxifen (Cre(–)/Tam(+)) at day 7, stained for VEGFR3. Neither group showed increased VEGFR3^+^ lymphatic vessels (blue arrows). (**U**–**Z’**) Histological sections of tamoxifen-treated *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ mutant skin at day 7, stained for VEGFR3, comparing Drug(+) and Drug(–) groups. Anti-VEGF-A and LW6 markedly reduced VEGFR3^+^ lymphatic vessels (green arrows), whereas rapamycin treatment left more large lymphatic vessels intact (green arrows). (**AA**, **AB**) Statistical analysis of the same cohorts. Each dot represents data from an individual sample. The white, vacuole-like structures in the images are oil droplets from tamoxifen injection. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Scale bars: 100 µm (**C**–**F’**, **I**–**J’**, **K**–**P’**, **S**–**T’**, **U**–**Z’**). Statistical analyses were performed using the Kruskal–Wallis test followed by Dunn’s multiple comparison test (**Q**, **R**, **AA**, **AB**) and the nonparametric Mann–Whitney *U* test. ns ≥0.05 (**G**, **H**). Error bars represent the mean ± standard error of the mean (SEM). Source data are available online for this figure.

## Discussion

The common *PIK3CA*-activating mutation H1047R, which is linked to both VMs and LMs, as well as its association with cancer and PROS, has been well established (Yu et al, 2015b; Kobialka et al, 2022; Limaye et al, 2015; Luks et al, 2015; Castel et al, 2016; Castillo et al, 2016). However, the anatomical factors contributing to the complexity of treating vascular malformations and the changes in downstream signaling pathways remain insufficiently understood. Our analysis showed that Pik3ca^H1047R^ expression in the CPM recapitulates the head and neck refractory vascular malformations. From scRNA-seq, we identified the significant upregulation of genes related to hypoxia and glycolysis in Pik3ca^H1047R^-expressing ECs. Consistent with these findings, elevated HIF-1α and VEGF-A expression was observed in human samples of both LMs and VMs with various *PIK3CA* mutations. Additionally, topical application of Hif-1α and Vegf-A inhibitors in a *CDH5-CreERT2; R26R-Pik3ca*^*H1047R*^ skin model led to a significant reduction in lesion formation. In summary, our findings reveal hypoxia-driven molecular signaling changes in ECs harboring this mutation.

Our findings suggest that embryological cellular origins may play a crucial role in anatomically characterizing refractory vascular malformations. Although the CPM contributes to connective tissues, skeletal muscles, and cardiomyocytes, our study only reproduced vascular malformations, in contrast to the overgrowth observed in conditions like PROS. Similarly, Castillo et al found that early expression of Pik3ca^H1047R^ in mesodermal cells resulted in VMs without organomegaly (Castillo et al, 2016). In contrast, human PROS often presents with organomegaly during embryonic development (Mirzaa et al, 2016). These discrepancies may stem from differences in the types of *PIK3CA* mutations (Brouillard et al, 2021) or tissue-specific sensitivities. For instance, *Pik3ca*^*H1047R*^ mutations replicate brain organomegaly in mouse models of PROS(Roy et al, 2015). Moreover, *PIK3CA* mutations have not been associated with arterial malformations (Peyre et al, 2021; Ren et al, 2021). Given that PI3K/AKT signaling is critical for arterial specification (Orsenigo et al, 2020; Luo et al, 2021), arteries, which already have sufficient PI3K/AKT signaling, may be less affected by these mutations (Hong et al, 2006). Consistent with this, no significant differences in pS6 expression were observed between control and mutant aortic, pulmonary arterial, and endocardial ECs in *Tie2-Cre;R26R-Pik3ca*^*H1047R*^ embryos (Fig. EV2).

By analyzing the differentiation of *Mesp1*^*+*^ CPM cells (Nomaru et al, 2021), we explored how ECs in the head and neck region change their gene expression and at what stage their fate is determined. Our analysis showed that *Isl1* expression decreases at the mRNA level during early embryogenesis (E8.0–E8.25), followed by the expression of *Etv2, Kdr*, and eventually *Pecam*, marking the maturation into ECs. Additionally, our findings suggest that lymphatic vessels may arise directly from a common progenitor shared with veins, rather than through venous endothelium (Figs. EV4 and 5). Given that *Isl1* expression disappears at a very early stage and contributes to endothelial differentiation, experiments using *Isl1-Cre* or *Isl1-CreERT2* mice cannot clearly distinguish between LMs, VMs, and capillary malformations, In other words, *Isl1*^+^ cells likely label a common progenitor population for multiple endothelial subtypes. Consequently, the diverse vascular malformations in the head and neck—including mixed venous-lymphatic and capillary malformations, as well as the macro- and microcystic subtypes of LMs—cannot be fully accounted for by this study alone. Additionally, the timeline of development significantly differs between humans and mice. In humans, lymphatic vessels in the trunk are formed within approximately one week, whereas it takes approximately four weeks for lymphatic vessels in the head and neck to establish a lumen structure (Yamaguchi et al, 2024). A deeper understanding of Pik3ca^H1047R^’s impact on cell differentiation requires further investigation.

Our scRNA-seq analysis revealed a notable increase in EC numbers and significant changes in hypoxia- and glycolysis-associated gene expression. 

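Vegfa shows how far other cell types shared these shifts. Its log2 ratio of mutant over control was 1.56 in branchial muscle-like cells (1.44 to 1.68), 1.22 in mesenchyme-like cells (1.12 to 1.31), 1.65 in epithelium-like cells (1.45 to 1.86), 1.78 in neuron-like cells (1.45 to 2.13) and 3.19 in mesothelium-like cells (2.82 to 3.57). In cardiomyocyte-like cells it was 0.52, and its interval, -0.02 to 1.11, includes 0. The interval of the mesothelium-like ratio overlaps that of the EC-like one, and those of the other 5 classes lie below it.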

Similar shifts were observed in other cell types, but they did not result in phenotypic changes, suggesting that ECs are particularly susceptible to these molecular alterations. Additionally, we performed endothelial subclustering to explore potential differences in gene expression among arterial, venous, capillary, and lymphatic endothelium. However, in the control embryos, the number of endothelial cells was too low to yield reliable data. Furthermore, future studies using both earlier and later embryonic stages will be essential to fully elucidate how Pik3ca^H1047R^ influences cellular differentiation and the progression of vascular malformations. 

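The EC-like class used above had 146 control and 695 mutant cells. At resolution 0.8 a larger set, 162 control and 754 mutant cells, was EC-like and formed 3 clusters. The first, led by Emcn, held 104 control and 516 mutant cells, the second, led by Eln, 39 and 150, and the third, led by Tll1, 19 and 88. The median log2 ratio of the HIF targets was 2.26 in the first (2.03 to 2.45) and 0.99 in the second (0.79 to 1.31), and that of the glycolytic enzymes was 1.43 (1.25 to 1.62) and 1.24 (1.09 to 1.35). In the third cluster the HIF median was 2.42, with 30 of 30 genes higher. Genes without a control UMI enter it at the floor of 3 UMIs. Its counting interval, 2.70 to 3.63, does not contain the median, so the size of the rise is uncertain in that cluster. There only 14 glycolytic enzymes reached 20 UMIs, with a median of 1.72 (1.49 to 1.98). The median of 18 arterial EC genes was -1.22 in the first cluster (-1.32 to -1.02) and -0.85 in the second (-0.91 to -0.67). With as few as 19 control cells in a cluster and no second library, single genes within these clusters are not compared.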

In our data, the mesenchymal cell population was decreased, and within this cluster, pathways typically promoting epithelial mesenchymal tansition (EMT) (e.g., TGF-β, Wnt, and MYC target genes) were downregulated (Fig. EV7B). 

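Short lists fixed before the data were examined stood in for the pathways scored in the paper, and their medians in mesenchyme-like cells were compared with those of 10000 random lists. The median log2 ratio was 0.21 for TGF-β signalling (counting interval 0.16 to 0.26), above 99.97% of the random lists, and 0.03 for Wnt signalling (-0.01 to 0.11), above 66.1%. It was -0.18 for MYC targets (-0.22 to -0.13) and -0.48 for EMT and matrix genes (-0.53 to -0.39), both below all the random lists. Within mesenchyme-like cluster 0 alone, with 611 control and 590 mutant cells, the medians were 0.10, -0.08, 0.05 and -0.69 in the same order, so the fall of MYC targets was not seen there. That comparison was chosen after the cluster sizes were seen.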

Although PI3K activation is generally thought to enhance EMT, several studies in undifferentiated cells have reported that PI3K can suppress these signals via SMAD2/3 (Singh et al, 2012; Yu et al, 2015a). Elucidating how these changes in the mesenchyme contribute to vascular malformation pathogenesis remains an important avenue for future research.

We focused on Vegf-A, a key regulator of ECs proliferation and a downstream target of Hif-1α. Vegf-A likely drives both cell-autonomous and non-cell-autonomous effects on blood ECs, as well as LECs (Hong et al, 2004; Dellinger and Brekken, 2011). It is well known that overactivation of PI3K enhances glycolysis (Hu et al, 2016). In our study, the elevated expression of glycolytic enzymes, including *Ldha*, suggests a shift toward aerobic glycolysis, consistent with the Warburg effect. 

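Ldhb, the other main lactate dehydrogenase gene, had fewer UMIs than Ldha in EC-like cells, 61 in control and 514 in mutant, and a log2 ratio of 0.95 (0.56 to 1.36). Among the hexokinases, Hk2 rose from 15 to 659 UMIs, a log2 ratio of 3.33 (2.60 to 4.18), and Hk1 from 136 to 866 UMIs, 0.54 (0.28 to 0.82). Pfkl, which encodes a phosphofructokinase, had a log2 ratio of 1.62 (1.42 to 1.83). These are levels of transcripts, and the flux through glycolysis was not measured in these cells.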

Previous studies have also shown that the stabilization of HIF-1α in cancerous tumors and pulmonary arterial smooth muscle cells is regulated by the PI3K/AKT signaling pathway (Zhong et al, 2000; Xiao et al, 2017). Additionally, the Warburg effect, driven by HIF-1α, promotes EC proliferation and migration (Fitzgerald et al, 2018; Yu et al, 2017). Our findings indicate that vascular malformations may share mechanistic similarities with cancer. Notably, mTOR inhibitors (Zou et al, 2020), commonly used in cancer therapies, have shown efficacy in reducing symptoms of vascular malformations. Likewise, HIF and VEGF inhibitors, employed in the treatment of malignant tumors, induce a significant reduction in malformed vasculature.

Our study reveals previously unrecognized mechanisms behind *PIK3CA*-driven vascular malformations and highlights the role of hypoxia-mediated signaling pathways in disease pathogenesis. Furthermore, we propose novel therapeutic strategies targeting these mechanisms. This research supports the development of new treatment approaches for intractable vascular malformations that afflict patients from childhood into adulthood.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Mice		
Tie2-Cre	Kisanuki et al, 2001	Not provided/N/A
CDH5-CreERT2	Okabe et al, 2014	Not provided/N/A
Isl1-Cre	Cai et al, 2003	Not provided/N/A
Mef2c-AHF-Cre	Verzi et al, 2005	Not provided/N/A
Isl1-CreERT2	Laugwitz et al, 2005	RRID:IMSR_JAX:029566
Myf5-CreERT2	Biressi et al, 2013	RRID:IMSR_JAX:023342
Pax3-CreERT	Southard et al, 2014	RRID:IMSR_JAX:025663
R26R-eYFP	Srinivas et al, 2001	Not provided/N/A
R26R-tdTomato	Madisen et al, 2010	RRID:IMSR_JAX:007914
R26R-Pik3caH1047R	Adams et al, 2011	RRID:IMSR_JAX:016977
**Recombinant DNA**		
No recombinant DNA was explicitly used		
**Antibodies**		
Anti-PECAM	Dianova, DIA-310	RRID:AB_2631039
Anti-PECAM	DAKO, M0823	RRID:AB_2114471
Anti-Prox1	AngioBio, 11-002	RRID:AB_10013720
Anti-Prox1	R&D Systems, AF2727	RRID:AB_2170716
Anti-VEGFR3	R&D Systems, AF743	RRID:AB_355563
Anti-GFP	Abcam, ab290	RRID:AB_303395
Anti-phospho-S6	Cell Signaling Technology (CST), #2215	RRID:AB_331682
Anti-Ki67	Abcam, ab15580	RRID:AB_443209
Anti-PDPN (D2-40)	Nichirei Biosciences, 413151 (ready to use)	Not provided/N/A
Anti-HIF-1α	Abcam, ab114977	RRID:AB_10900336
Anti-VEGF-A	Abcam, ab52917	RRID:AB_883427
Anti-VEGF-A	Abcam, ab51745	RRID:AB_2256948
Anti-VEGFR2	CST, #2479	RRID:AB_2212507
**Oligonucleotides and other sequence-based reagents**		
Genotyping primers	This study (Table EV1)	Not provided/N/A
Custom NGS panel for PIK3CA exons	SureDesign (Agilent Technologies)	https://earray.chem.agilent.com/suredesign (accessed Dec 10, 2023)
Sanger sequencing primers	Hirose et al, 2024; Hori et al, 2022	Not provided/N/A
**Chemicals, enzymes and other reagents**		
QIAamp DNA FFPE Tissue Kit	Qiagen (Valencia, CA, USA)	ID. 56404
Tamoxifen	Sigma Aldrich	T5648
Rapamycin	Selleck Chemicals	S1039
LW6 (HIF-1α inhibitor)	Selleck Chemicals	S8441
2G11-2A05 (VEGF-A inhibitor)	Biolegend	512810
Rat IgG2a isotype control	Biolegend	400544
Type II collagenase	Worthington	CLS-2
DNase I	Roche	EN0521
DMEM	Fujifilm	041-30081
FBS	Gibco	10270106
Antibiotic-antimycotic (AB/AM) solution	Gibco	15240062
Elastica van Gieson (EVG) / ESR staining dyes	Muto Pure Chemicals Co. (Tokyo)	40321
DMSO	Sigma Aldrich	C992J30
**Software**		
SureDesign	Agilent Technologies	https://earray.chem.agilent.com/suredesign
SureCall	Agilent Technologies	v4.0, https://www.agilent.com/en/download-software-surecall
ImageJ	NIH	https://imagej.nih.gov/ij/
GraphPad Prism	GraphPad Software	Version 10
R	CRAN	Version 4.3.3
Seurat	CRAN (Seurat package)	Version 5.0.3
Harmony	CRAN (harmony package)	Version 1.2.0
Enrichr	Enrichr web tool	https://maayanlab.cloud/Enrichr/
escape	CRAN (escape package)	Version 1.12.0
iDEP	iDEP web tool (Ge et al, 2018)	v2.01
GSEA software	Broad Institute	v4.3.3
DESeq2	Bioconductor	v1.38.3
Trim Galore	Babraham Bioinformatics	v0.6.10
STAR	Dobin et al, 2012	v2.7.10a
featureCounts (Subread)	Bioconductor (Liao et al, 2014)	v2.0.1
Cell Ranger	10x Genomics	v6.1.2 / v7.1.0
velocyto	Python (La Manno et al, 2018)	v0.17.17
scVelo	Python (Bergen et al, 2020)	v0.3.3
**Other**		
Illumina MiSeq instrument	Illumina (San Diego, CA)	
FACS Aria III	BD Biosciences	
Keyence BZ-X700 microscope	Keyence	
BD FACSDiva	BD Biosciences	Not provided/N/A

### Human samples

Formalin-fixed paraffin-embedded (FFPE) tissues of residual specimens used for diagnostic purposes were employed. These surgical specimens were classified according to the classification system proposed by the International Society for the Study of Vascular Anomalies (Kunimoto et al, 2022). This study was approved by the Ethical Review Board of the Graduate School of Medicine, Mie University (approved number: H2024-078) and the Graduate School of Medicine, Osaka University (approved number: 17214 and K24132). Informed consent was supplemented by an opt-out provision, ensuring the participants’ autonomy to withdraw from the study at any point. The human study was conducted in compliance with Japanese regulations, following the Ethical Guidelines for Medical and Health Research Involving Human Subjects, and conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. Mutation analysis was conducted by YH and HK following the protocols (Hirose et al, 2024). Next-generation sequencing (NGS) was performed using a custom panel, as previously described (Hori et al, 2022). Genomic DNA was extracted from FFPE tissues using the QIAamp DNA FFPE Tissue Kit (Qiagen, Valencia, CA, USA). The gene panel was designed using SureDesign (https://earray.chem.agilent.com/suredesign, accessed Dec 10, 2023) to cover all the exons of the *PIK3CA* genes. Sequence libraries were prepared using the custom SureSelect Low-Input Target Enrichment System (Agilent Technologies Inc., Santa Clara, CA, USA) and sequenced using an Illumina MiSeq instrument (Illumina, San Diego, CA, USA). Variant calling was performed using SureCall version 4.0 (https://www.agilent.com/en/download-software-surecall, accessed Dec 10, 2023). Intron DNA, non-coding DNA, and variants with an allele frequency of less than 1% were excluded. Variants obtained by panel sequencing were confirmed by Sanger sequencing (Hirose et al, 2024; Hori et al, 2022). The patient demographics—including age, sex, ethnicity, variant allele frequency, and lesion location—are provided in Table EV2.

### Immunohistochemistry and special staining

For histological analyses, samples were collected and fixed in 2% paraformaldehyde overnight at 4 °C, followed by storage in 70% ethanol at 4 °C. HE staining and IHC were performed using 3 μm-thick paraffin-embedded sections. Sections for IHC were deparaffinized and rehydrated through a series of xylene and ethanol. For the enzyme-antibody method, endogenous peroxidase activity was blocked using 0.3% hydrogen peroxide (H_2_O_2_) in methanol for 20 min. For fluorescent antibody staining, to suppress autofluorescence, samples were incubated in 0.1% sodium borohydride in 0.1 M phosphate-buffered saline (PBS) for 30 min, then rinsed with water, and subsequently incubated for 5 min in 0.2 M glycine in 0.1 M PBS. Antigen retrieval was carried out using a pressure chamber with Tris-EDTA buffer (7.4 mM Tris, 1 mM EDTA-2Na, pH 9.0). The sections were immunostained using primary antibodies against PECAM (DIA-310, Dianova, 1:100, RRID:AB_2631039; M0823, DAKO, 1:100, RRID:AB_2114471), Prox1 (11-002, AngioBio, 1:100, RRID:AB_10013720; AF2727, R&D Systems, 1:100, RRID:AB_2170716), VEGFR3 (AF743, R&D Systems, 1:100, RRID:AB_355563), GFP (ab290, Abcam, 1:250, RRID:AB_303395), phospho-S6 (#2215, CST, 1:100, RRID:AB_331682), Ki67 (ab15580, Abcam, 1:250, RRID:AB_443209), D2-40 (anti-PDPN) (413151, Nichirei Biosciences, ready to use), HIF-1α (ab114977, Abcam, 1:100, RRID:AB_10900336), VEGF-A (ab52917, Abcam, 1:100, RRID:AB_883427; ab51745, Abcam, 1:100, RRID:AB_2256948), and VEGFR2 (#2479, CST, 1:100, RRID:AB_2212507). For the enzyme-antibody method, the secondary antibody from the Histofine Simple Stain System (Nichirei Biosciences) was incubated with the slides for 1 h. Peroxidase activity was visualized using DAB-H_2_O_2_. For fluorescent immunostaining, Alexa Fluor-conjugated secondary antibodies (Abcam, 1:400) were subsequently applied. Imaging was carried out using a Keyence BZ-X700 microscope. All images were processed using ImageJ software.

For Elastica van Gieson (EVG) staining, tissue sections were deparaffinized in xylene, rehydrated through graded ethanol, and rinsed in Milli-Q water. Sections were then treated with 1% hydrochloric acid in 70% ethanol, stained with Weigert’s resorcin-fuchsin for 40–50 min to stain elastic fibers dark purple-black, and counterstained with Weigert’s iron hematoxylin for 3–5 min. After additional rinsing, sections were stained in Van Gieson’s solution for 15 min, which stains collagen fibers red, muscle tissue yellow, and elastic fibers black. For Elastica Picrosirius Red (ESR) staining, tissue sections were deparaffinized, rehydrated through graded ethanol, and rinsed in Milli-Q water. Sections were treated with 1% hydrochloric acid in 70% ethanol, stained with Weigert’s resorcin-fuchsin for 40–50 min to visualize elastic fibers (stained dark purple-black), and counterstained with Weigert’s iron hematoxylin for 3–5 min. After additional rinsing, sections were stained in Picrosirius Red solution for 15 min, which stains collagen fibers red. In this protocol, muscle tissue is also stained yellow, and elastic fibers appear black. Reagents for special staining were purchased from Muto Pure Chemicals Co., Tokyo.

### Quantification of section immunostaining

Veins and arteries were classified based on anatomical criteria. Vessels demonstrating continuity with a clearly identifiable vein (e.g., the common cardinal vein) in serial sections were defined as veins. In contrast, the aorta and pulmonary artery, each exhibiting a distinct wall structure indicative of a direct connection to the heart, were designated as arteries. Lymphatic vessels were identified based on the combined expression of Prox1, VEGFR3, and PECAM, along with the developmental stage, morphology, and anatomical location as described in our previous studies (Maruyama et al, 2019, 2022, 2021). PECAM^+^ vessels that lacked a definitive wall structure, did not express lymphatic markers, or did not exhibit clearly identifiable continuity necessary for classification as veins or capillaries were collectively designated as blood vessels or vasculatures. For quantifying immunostained sections, an average of at least two 3 μm-thick sections from 20× power fields (0.55 mm^2^/field) for each anatomical region were analyzed. For sagittal sections, one HE-stained section and nine unstained sections were prepared per embryo, typically with a total of 100 sections made. The sections were centered around the position containing the ascending aorta and heart. In the case of transverse sections, the samples included all sections from the head down to where the heart was no longer visible.

### Mouse lines and treatments

The following mouse strains were used: *Tie2-Cre* (Kisanuki et al, 2001)*, CDH5-CreERT2* (Okabe et al, 2014), *Isl1-Cre* (Cai et al, 2003), *Mef2c-AHF-Cre* (Verzi et al, 2005), *Isl1-CreERT2* (RRID:IMSR_JAX:029566) (Laugwitz et al, 2005), *Myf5-CreERT2* (RRID:IMSR_JAX:023342) (Biressi et al, 2013), *Pax3-CreERT* (RRID:IMSR_JAX:025663) (Southard et al, 2014), *R26R-eYFP* (Srinivas et al, 2001), *R26R-tdTomato* (RRID:IMSR_JAX:007914) (Madisen et al, 2010), and *R26R-Pik3ca*^*H1047R*^ (RRID:IMSR_JAX: 016977) (Adams et al, 2011). Mice with the indicated RRID were purchased from The Jackson Laboratory, USA. All mice were maintained on a mixed genetic background (C57BL/6J× Crl:CD1(ICR)), both female and male mice were used for analyses, and no differences in phenotype were observed between them. The genotypes of the mice were determined by polymerase chain reaction using tail-tip or amnion DNA and the primers listed in Table EV1. The mice were housed in an environmentally controlled room at 23 ± 2 °C, with a relative humidity level of 50%–60%, under a 12-h light:12-h dark cycle. Embryonic stages were determined by timed mating, with the day of the appearance of a vaginal plug designated as embryonic day (E)0.5. All animal experiments were approved by the Mie University Animal Care and Use Committee and performed in accordance with institutional guidelines (approved number:728).

For embryo experiments, tamoxifen (20 mg/mL; Sigma Aldrich, T5648) was dissolved in corn oil, and pregnant mice were intraperitoneally administered (125 mg/kg body weight) at the indicated time points. In experiments using *CDH5-CreERT2*, tamoxifen was diluted to one-quarter strength (25 mg/kg body weight) in corn oil and intraperitoneally injected into pregnant mice.

### Mouse model for skin vascular malformations

For postnatal induction, 3 to 4-week-old *CDH5-CreERT2; PIk3ca*^*H1047R*^ mice and controls were used. The dorsal region was shaved using clippers and depilatory cream (Reckitt Benckiser). Tamoxifen (20 mg/mL) was intradermally administered (100 μL) into the skin above both thighs, ensuring a localized circular swelling to confine the injection area. Four days later, the right side received one of the following treatments applied directly to the tamoxifen-treated area to target malformed vasculature: LW6 (Hif-1α inhibitor, S8441, Selleck), dissolved in DMSO (5 mg/mL), with 100 μL administered; 2G11-2A05 (a VEGF-A inhibitor, 512810, Biolegend) was prepared in PBS at a concentration of 1 mg/mL and administered as a single 50 μL injection. Rapamycin (an mTOR inhibitor, S1039, Selleck) was dissolved in DMSO at 5 mg/mL and administered at 50 μL. As a control, the left side was treated with the corresponding solvent (DMSO) or, for 2G11-2A05, with a Rat IgG2a isotype control (400544, Biolegend) prepared at 1 mg/mL and administered as a 50 μL injection on the contralateral side. The dosage of the drugs was determined based on previously published literature (Lee et al, 2021; Martinez-Corral et al, 2020; Basu et al, 2008; Reinders et al, 2003; Surve et al, 2024; Churchill et al, 2022) and information provided on the Selleck Chemicals and Biolegend website. Three days after treatment, the skin was excised down to the muscle using scissors, processed for paraffin embedding, and subjected to immunohistochemistry analysis. Sections were stained for PECAM and VEGFR3. Additionally, untreated skin from the upper dorsal region was harvested and used as a normal control.

### Embryo preparation for single-cell RNA sequencing and FACS sorting

E13.5 embryos were collected by cesarean section from *Isl1-Cre;R26R-eYFP* or *Isl1-Cre;R26R-eYFP;Pik3ca*^*H1047R*^ mice. The embryos were washed twice with 0.1 M PBS. Using a stereomicroscope, three eYFP^+^ embryos were selected per group. The upper body regions, including tissues above the liver, were dissected and finely minced using scissors in 10 ml of DMEM (Fujifilm, 041-30081) containing 10% FBS (Gibco, 10270106), 1% antibiotic-antimycotic (AB/AM) solution (Gibco, 15240062), 0.5 mg/ml DNase I (Roche, EN0521), and 1 mg/ml type II collagenase (Worthington, CLS-2). The tissue suspension was incubated at 37 °C in a water bath for 30 min, then filtered through a 70-µm cell strainer (Falcon, 352350), followed by two passages through a 40-µm cell strainer (Corning, 431750). After staining, cells were washed with FACS buffer (PBS, 0.5% FBS, 2 mM EDTA), and the cell pellet was resuspended in 1 ml of 2 mM EDTA/PBS/0.1% BSA for FACS sorting. Cell sorting was performed using FACS Aria III (BD Biosciences). Data were analyzed using BD FACSDiva software.

### Analysis of the single-cell RNA-seq results

Libraries were prepared using the Next GEM Single Cell 5′ Library and Gel Bead Kit v2 (10x Genomics), following the manufacturer’s protocol. Raw reads were processed using 10x Genomics Cell Ranger software (v7.1.0) for demultiplexing, genome alignment (GRCm38/mm10), and feature-barcode matrix generation. Data analysis was performed using R (version 4.3.3) and the Seurat package (version 5.0.3). Quality control was conducted based on unique molecular identifiers, gene counts, and mitochondrial gene expression. Cell cycle gene expression was regressed during the integration step to avoid clustering bias. Data from multiple samples were integrated using both Anchor-based CCA (Seurat version 5.0.3) and Harmony integration (harmony package version 1.2.0), and no significant differences were found between these methods. Therefore, Anchor-based CCA was used for downstream analyses. Principal component analysis (PCA) was performed for dimensionality reduction, followed by UMAP for cluster visualization. To address cell cycle heterogeneity, cell cycle phase scores were calculated using known marker genes (Kowalczyk et al, 2015), and the cell cycle effects were regressed using the *CellCycleScoring* and *ScaleData* functions.

To annotate each cluster, conserved marker genes between conditions were detected using the *FindConservedMarkers* function from the Seurat package (FDR < 0.05, log2-fold change >1).

For differentially expressed gene analysis, the *FindMarkers* function from the Seurat package was used (FDR < 0.05, fold change >1.5). For enrichment analysis, we utilized Hallmark gene sets from the MSigDB Collections, applying two methods: over-representation analysis (Enrichr web tool^69^) and single-sample Gene Set Enrichment Analysis (ssGSEA) (escape version 1.12.0). Significant Hallmark gene sets were defined as those with an FDR < 0.1.

### Re-analysis of bulk RNA sequencing

We also include publicly available bulk RNA-seq data (GEO: GSE196311, GSE130807) (Jauhiainen et al, 2023). Raw FASTQ files were processed using Trim Galore (v0.6.10) and STAR (v2.7.10a). Read counts were generated using featureCounts (Subread v2.0.1). The R package DESeq2 (v1.38.3), and iDEP web tool (v2.01) (Ge et al, 2018) were used to normalize the gene expression matrix. Gene Set Enrichment Analysis (GSEA) was performed using GSEA software (v4.3.3), focusing on Hallmark gene sets from the MSigDB collection. Significant Hallmark gene sets were defined as those with an FDR < 0.1.

### Re-analysis of single-cell RNA sequencing data from *Mesp1*^*+*^ CPM cells

We re-analyzed scRNA-seq data from *Mesp1*^*+*^ CPM cells between E8.0 and E10.5 (GEO: GSE167493) (Nomaru et al, 2021). Raw reads were processed using 10x Genomics Cell Ranger software (v6.1.2), mapped to GRCm38 (mm10), and feature-barcode matrices were generated on the SHIROKANE SC. Data analysis was conducted using R (v4.2.0) and the Seurat package (v4.3.0). Quality control yielded the following cell counts: E8.0 (8,276 cells), E8.25 (3255 cells), E9.5 (4288 cells), and E10.5 (9664 cells). Cells with 1000–7500 feature counts and <5% mitochondrial genes were retained, leaving 22,899 cells for analysis. Normalization was performed using *sctransform*, selecting the top 3000 variable genes. Cell cycle effects were regressed using phase scores based on markers from Kowalczyk et al (2015). Two approaches were used: one across all stages (E8.0–E10.5) and one focusing on early stages (E8.0–E8.25). Batch correction and integration were conducted using Anchor-based CCA, followed by dimensionality reduction employing PCA and clustering with k-nearest neighbor (k-NN) graphs (E8.0–E10.5: 20 clusters, E8.0–E8.25: 15 clusters). Clustering was visualized using UMAP. Clusters were annotated based on marker genes identified using Seurat’s *FindAllMarkers* function (FDR < 0.05, log2-fold change >1). Subclustering of EC clusters was performed in both the E8.0–E10.5 (C7 and 15) and E8.0–E8.25 (C3, 4, 11, and 12) approaches, following the outline reported by Piper et al (Piper et al, 2022). ECs were extracted using Seurat’s *subset* function, and the downstream analysis (PCA, clustering, and visualization) was performed. The E8.0–E10.5 approach identified eight clusters (C0–7), while the E8.0–E8.25 approach identified seven clusters (C0–6). The following parameters were used: for E8.0–E10.5, PCs 1 to 20, k = 20, resolution = 0.6; for E8.0–E8.25, PCs 1 to 5, k = 20, resolution = 0.5. Clusters were visualized using UMAP and annotated based on marker genes identified using Seurat’s *FindAllMarkers* (FDR < 0.05, log2-fold change >1).

RNA velocity analysis was performed following the velocyto and scVelo tutorials (Manno et al, 2018; Bergen et al, 2020). We used velocyto (v0.17.17) to separate spliced and unspliced mRNA reads from the scRNA-seq mapping data, generating spliced and unspliced count matrices on the SHIROKANE SC. Subsequent RNA velocity estimation, pseudotime calculation, and trajectory inference were performed using scVelo (v0.3.3) in Python (v3.11.7), based on the spliced/unspliced matrices and Seurat analysis results. The following parameters were used for both the E8.0–E10.5 and E8.0–E8.25 approaches: PCs 1 to 30, k = 30 NN graph. Pseudotime was calculated from the directed velocity graph, and the inferred differentiation trajectories were represented as a PAGA graph, extended with velocity-derived directionality.

### Statistics and reproducibility

All statistical analyses and data visualization were performed using GraphPad Prism 10. Data are presented as the mean ± standard error of the mean (SEM). Comparisons between two groups were made using the Mann–Whitney *U* test. For three groups, the Kruskal–Wallis test followed by Dunn’s multiple comparison test was conducted. *P* values below 0.05 were considered significant. The experiments were not randomized, and no blinding procedures were implemented during analysis or quantification. No statistical methods were used to predetermine sample sizes.

## Supplementary information

Table EV1

Table EV2

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Source data Fig. 2

Source data Fig. 3

Source data Fig. 5

Source data Fig. 6

Source data Fig. 1

Expanded View Figures

## Data Availability

The single-cell RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE279129. Because we obtained consent under the condition that the patient-derived data would not be reused (i.e., no secondary usage), these data cannot be made publicly available. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-025-00235-1.

# Supplementary material for: Embryological cellular origins and hypoxia-mediated mechanisms in PIK3CA-driven refractory vascular malformations
**Source:** EMBO Mol Med. 2025 Apr 16;17(6):1289–324. doi: 10.1038/s44321-025-00235-1
**Supplement:** Supplementary file 1 — Table EV1

|  | Forward(5'-3') | Reverse(5'-3') |
| --- | --- | --- |
| R26R-eYFP KI | AAAGTCGCTCTGAGTTGTTAT | AAGACCGCGAAGACTTTGTC |
| R26R-eYFP WT | AAAGTCGCTCTGAGTTGTTAT | GGAGCGGGAGAAATGGATATG |
| R26R-tdTomato KI | GGCATTAAAGCATATCC | CTGTTCCTGTACGGCATGG |
| R26R-tdTomato KI | AAGGGAGCTGCAGTGGAGTA | CCGAAAATCTGTGGGAAGTC |
| Cre | ACATGTTCAGGGATCGCCAG | TAACCAGTGAAACAGCATTGC |
| PIK3CA^H1047R^  Mutant | CTGGCTTCTGAGGACCG | CGAAGAGTTTGTCCTCAACCG |
| PIK3CA^H1047R^  WT | CTGGCTTCTGAGGACCG | AATCTGTGGGAAGTCTTGTCC |
| Isl1-CreERT2 Mutant | GCCACTATTTGCCACCTAGC | CGGTTCAGCATCCAACAAG |
| Isl1-CreERT2  WT | GCCACTATTTGCCACCTAGC | CGGTTCAGCATCCAACAAG |
| Myf5-CreERT2  Mutant | GCTTCCAATTGCTTTAGATAC ATGA | GCTTCCAATTGCTTTAGATACATG A |
| Myf5-CreERT2  WT | GCTTCCAATTGCTTTAGATAC ATGA | CCTGTAATGGATTCCAAGCTG |
| Pax3-CreERT2  Mutant | GAGCCTGTGGACTTGGATCT | TCACCCTGAAGTTCTCAGGATC |
| Pax3-CreERT2  WT | GAGCCTGTGGACTTGGATCT | GCTGCGTGGGTAATTCTG |

Table EV1: Primers used for genotyping

# Supplementary material for: Embryological cellular origins and hypoxia-mediated mechanisms in PIK3CA-driven refractory vascular malformations
**Source:** EMBO Mol Med. 2025 Apr 16;17(6):1289–324. doi: 10.1038/s44321-025-00235-1
**Supplement:** Supplementary file 2 — Table EV2

Table EV2. Brief clinical information for human vascular malformation

# Supplementary material for: Embryological cellular origins and hypoxia-mediated mechanisms in PIK3CA-driven refractory vascular malformations
**Source:** EMBO Mol Med. 2025 Apr 16;17(6):1289–324. doi: 10.1038/s44321-025-00235-1
**Supplement:** Supplementary file 13 — Expanded View Figures

## Expanded View Figures

### Figure EV1. *Pik3ca*<sup>H1047R</sup> expression in *Tie2-Cre* embryos does not significantly affect the endothelium of the aorta, pulmonary artery, or endocardium.

(A) Gross morphology of the control and *Tie2-Cre; R26R-Pik3ca*<sup>H1047R</sup> mutant embryos at E12.5. Comparisons were made between control and mutant embryos ( $n = 5$ , 5 for each group). In the control, eYFP is not expressed, but in the mutant, eYFP is expressed throughout the body. (B–K") Immunostaining of sagittal sections with the indicated antibodies. An increase in Ki67<sup>+</sup> cells in the cardinal vein ECs is observed (B''', C''', red arrows). In mutant mice, eYFP<sup>+</sup> cells are observed in both cardinal vein ECs and LECs (B''', C''', red arrows). (D–K") Similar analysis in the pulmonary artery, descending aorta, and endocardium. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. (L–Q) Statistical analysis of the indicated parameters. CV, cardinal vein; Ao, aorta; PA, pulmonary artery. Each dot represents a value obtained from one sample. Scale bars, 100  $\mu$ m (B'–B''', C'–E''', D–K") and 1 mm (A). The nonparametric Mann–Whitney *U* test was used for statistical analysis, with exact *p*-values indicated. ns  $\geq 0.05$ . Error bars represent the mean  $\pm$  standard error of the mean (SEM).

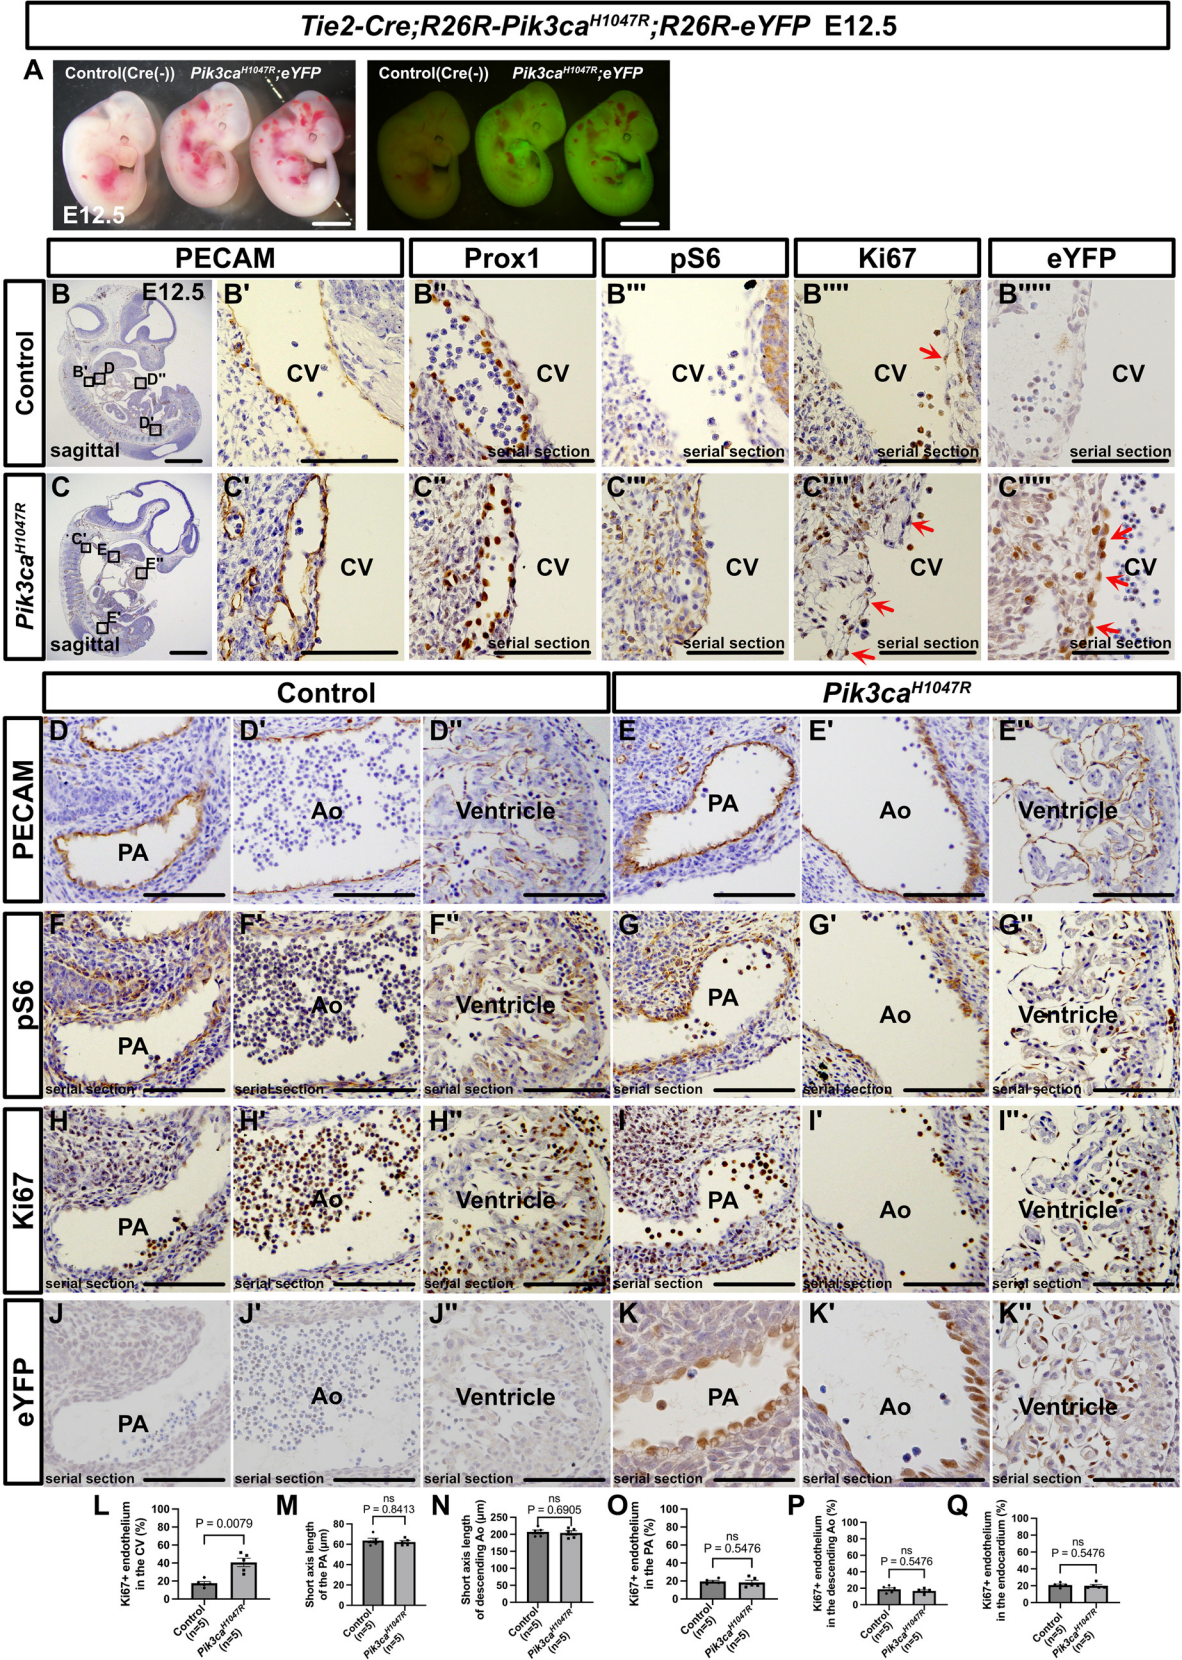

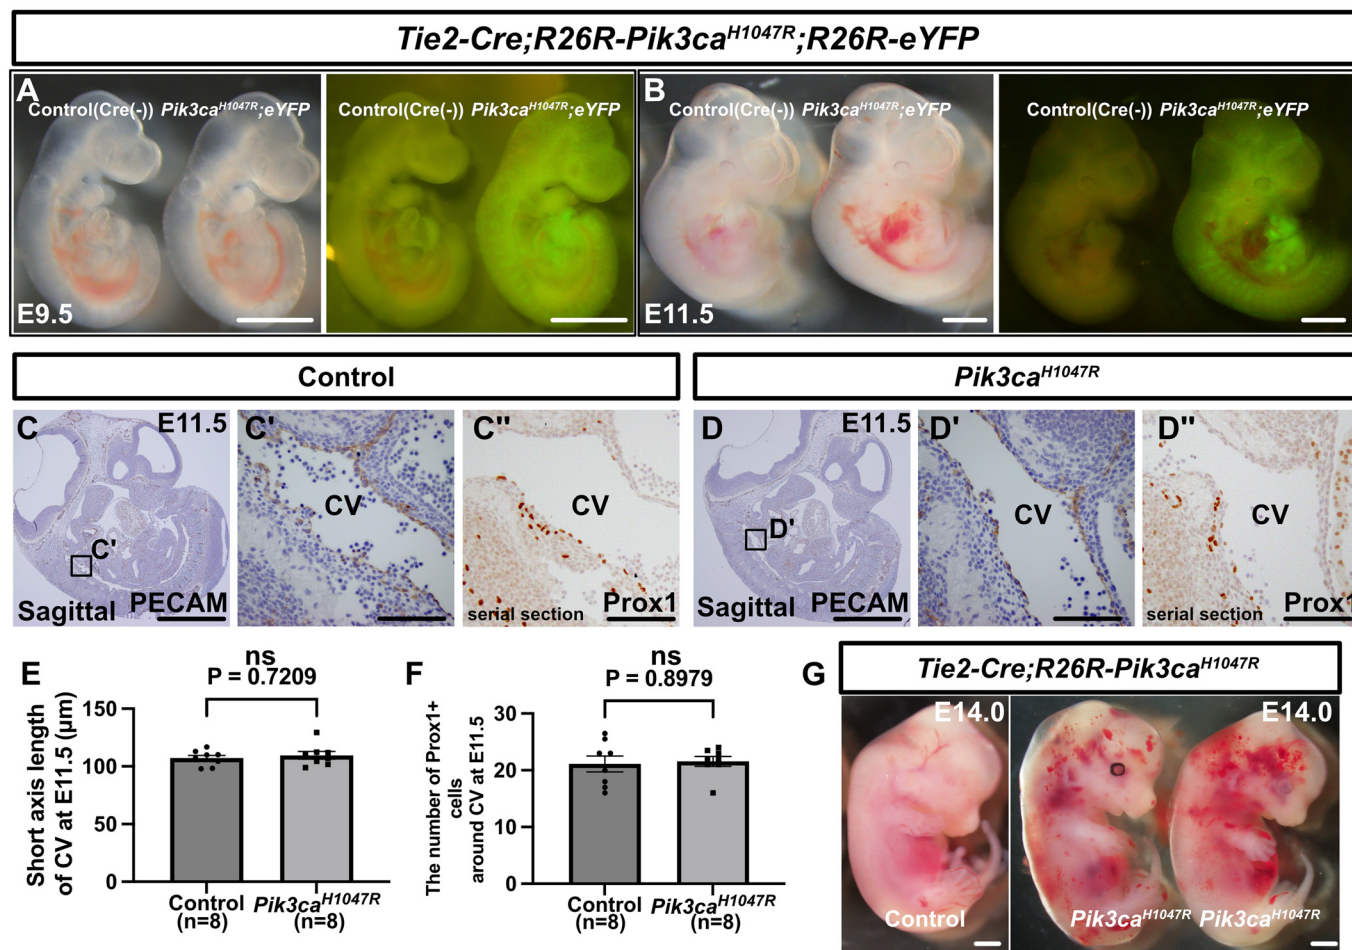

**Figure EV2. *Pik3ca<sup>H1047R</sup>* expression in *Tie2-Cre* embryos does not produce a discernible phenotype at E11.5.**

(A, B) Gross morphology of control and *Tie2-Cre; R26R-Pik3ca<sup>H1047R</sup>* mutant embryos at E9.5 ( $n = 4$  each for control and mutant) and at E11.5 ( $n = 8$  each for control and mutant). (C–D'') Immunostaining of sagittal sections with the indicated antibodies at E11.5. (E, F) Neither overall phenotype, short-axis length of the cardinal vein (CV), nor the number of Prox1<sup>+</sup> cells around the CV differed between control and mutant embryos. (G) Gross morphology of control and *Tie2-Cre; R26R-Pik3ca<sup>H1047R</sup>* mutant embryos at E14.0. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Each dot represents a value from a single sample. CV, cardinal vein. Scale bars, 100 μm (C'–C'', D'–D'') and 1 mm (A, B, C, D). Statistical analysis was performed using the nonparametric Mann-Whitney *U* test, with exact *P* values indicated. ns,  $\geq 0.05$ . Error bars represent the mean  $\pm$  standard error of the mean (SEM).

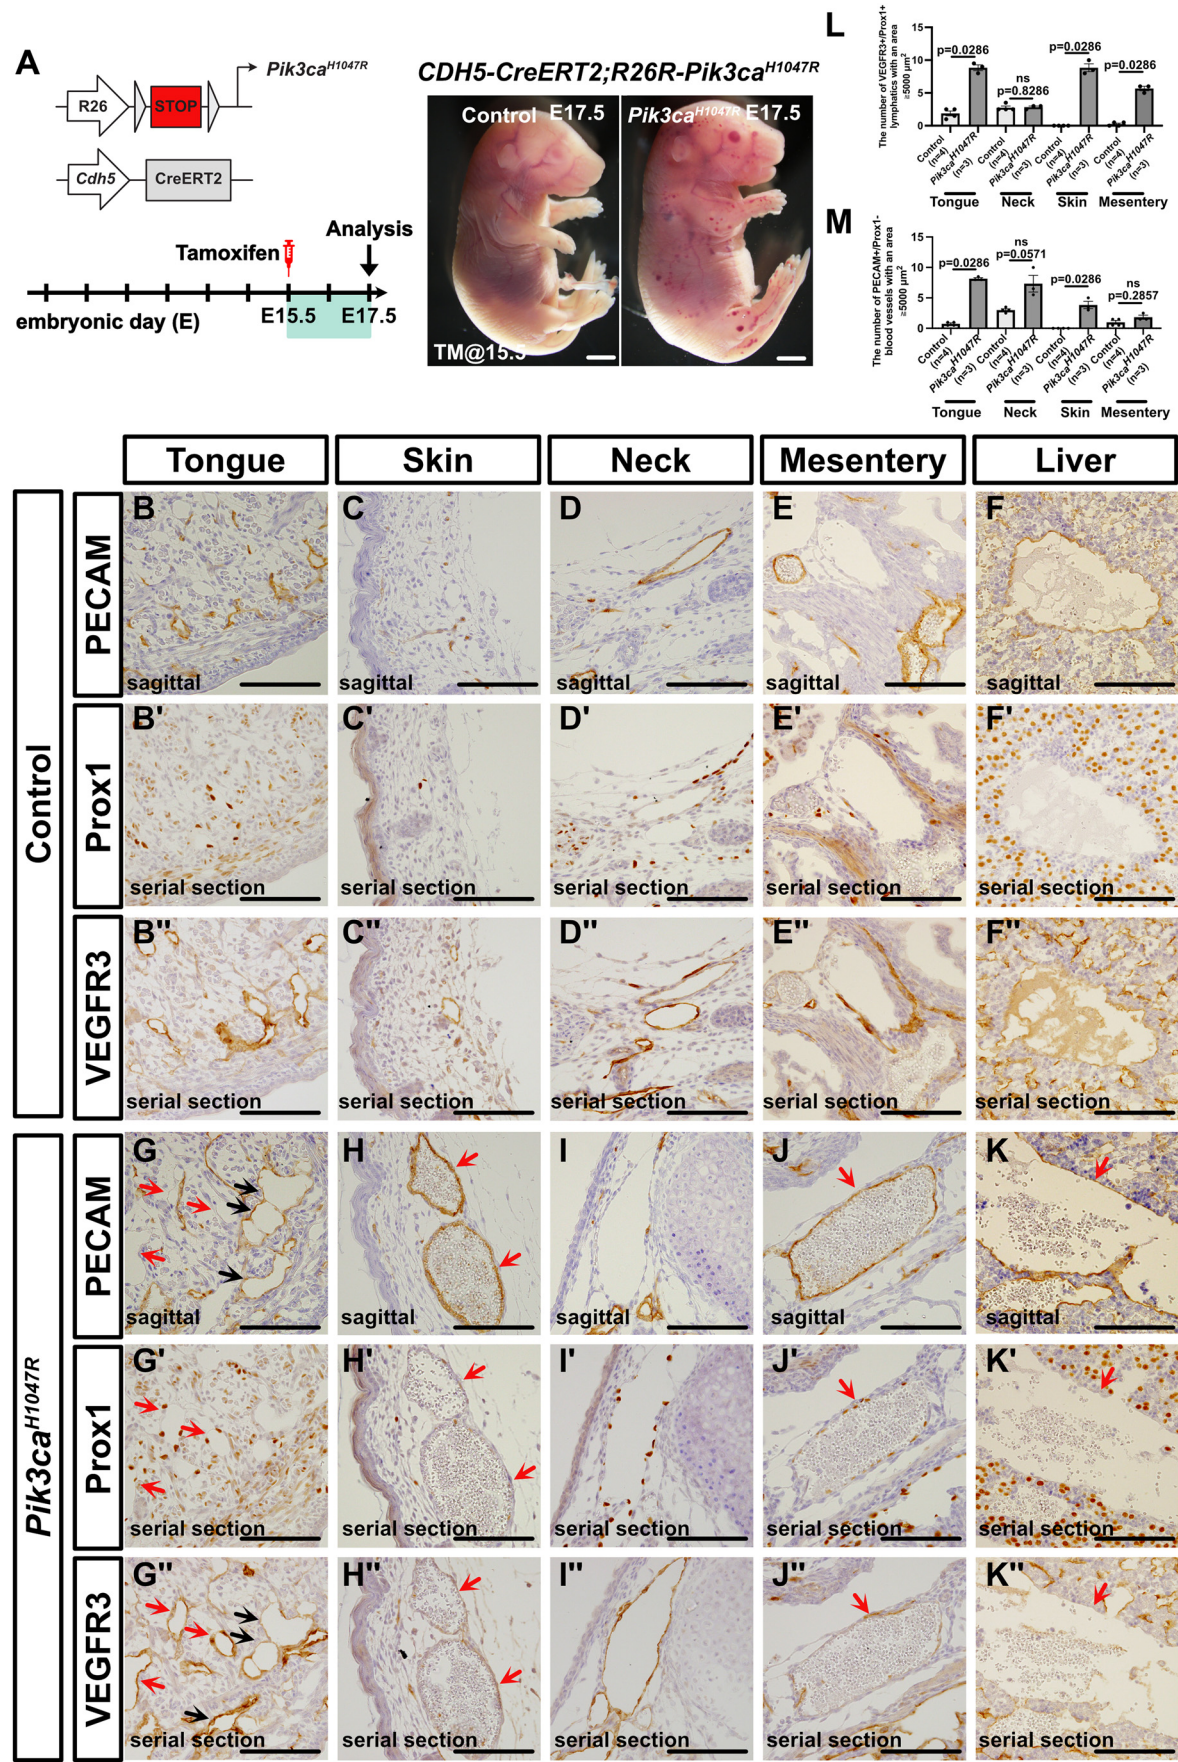

◀ **Figure EV3. *Pik3ca*<sup>H1047R</sup> expression in endothelial cells at E15.5 leads to systemic vascular malformations.**

(A) Schematic of the experimental schedule and gross morphology of control and *CDH5-CreERT2; R26R-Pik3ca*<sup>H1047R</sup> mutant embryos at E17.5 following tamoxifen administration to pregnant mice at E15.5. Comparisons were made between control and mutant embryos ( $n = 4, 3$  for each group). (B–K'') Sagittal section immunohistochemistry using the indicated antibodies. (B–B'', G–G'') In mutant embryos, mildly dilated PECAM<sup>+</sup>/Prox1<sup>+</sup>/VEGFR3<sup>+</sup> lymphatic vessels (red arrows) and an increased number of PECAM<sup>+</sup>/Prox1<sup>+</sup>/VEGFR3<sup>+</sup> blood vessels (black arrows) are observed in the tongue. (C–C'', H–H'') Aberrant, dilated PECAM<sup>+</sup>/partially Prox1<sup>+</sup>/partially VEGFR3<sup>+</sup> vasculatures are seen in the skin (red arrows). (D–D'', I–I'') No significant differences in the neck (larynx) are observed between the control and mutant embryos. (E–E'', J–J'') In the mesentery, aberrant, dilated PECAM<sup>+</sup>/partially Prox1<sup>+</sup>/partially VEGFR3<sup>+</sup> vasculatures similar to those in the skin are seen (red arrows). (F–F'', K–K'') In the liver, dilated PECAM<sup>+</sup>/Prox1<sup>+</sup>/partially VEGFR3<sup>+</sup> blood vessels are observed. The number of PECAM<sup>+</sup> vessels with an area  $\geq 20,000 \mu\text{m}^2$  in the liver is  $0 \pm 0$  (median  $\pm$  SEM) ( $n = 4$ ) in controls and  $1.5 \pm 0.33$  (median  $\pm$  SEM) ( $n = 3$ ) in mutants ( $P = 0.0286$ ). (L, M) Statistical analysis in the tongue, neck, skin, and mesentery. Each dot represents a value obtained from one sample. Scale bars:  $100 \mu\text{m}$  (B–K'') and  $2 \text{ mm}$  (A). The nonparametric Mann-Whitney  $U$  test was used for statistical analysis, with exact  $P$  values indicated. ns  $\geq 0.05$ . Error bars represent the mean  $\pm$  standard error of the mean (SEM).

**Figure EV4. *Pik3ca*<sup>H1047R</sup> expression in CPM induces vascular malformations in the head and neck.**

(A, A', C, C') Gross morphology of the control and *Mef2c-AHF-Cre; R26R-Pik3ca*<sup>H1047R</sup> mutant embryos at E11.5. In mutant embryos, enlarged blood-filled vasculatures were evident in PA1 and PA2 (white arrow). Comparisons were made between control and mutant embryos ( $n = 4$ , 4 for each group). (B–B'', D–D'') Transverse section immunostaining with the indicated antibodies. (E) Mutant embryos show dilated PECAM<sup>+</sup>/Prox1<sup>+</sup>/partially VEGFR3<sup>+</sup> blood vessels extending from the first to the second pharyngeal arches. (F, F') Gross morphology of the control and *Isl1-CreERT2; R26R-Pik3ca*<sup>H1047R</sup>; *R26R-eYFP* mutant embryos at E13.5, after tamoxifen administration at E8.5. Comparisons were made between control and mutant embryos ( $n = 5$ , 5 for each group). eYFP expression is observed from the lower jaw to the neck and outflow tracts, and in the genital region (white arrows). (G–G'', H–H'', I, J) Mutant embryos show dilated PECAM<sup>+</sup>/Prox1<sup>+</sup>/VEGFR3<sup>+</sup> lymphatic vessels between the lower jaw and tongue. The number of Prox1<sup>+</sup> cells in these lymphatic vessels did not differ between the control and mutant groups. These vessels are also eYFP<sup>+</sup> (red arrows). (K, O) Gross morphology of the control and *Pax3-CreERT2; R26R-Pik3ca*<sup>H1047R</sup> mutant embryos at E14.0, after tamoxifen administration at E9.0. Comparisons were made between control and mutant embryos ( $n = 5$ , 5 for each group). (L–N'', P–R'', S, T) No vascular malformations are seen in the head and neck of mutant embryos, but dilated PECAM<sup>+</sup>/partially Prox1<sup>+</sup>/VEGFR3<sup>+</sup> blood-filled vessels are observed around the spine. (U, U') Gross morphology of the control and *Myf5-CreERT2; R26R-Pik3ca*<sup>H1047R</sup>; *R26R-tdTomato* mutant embryos at E14.5, after tamoxifen administration at E9.5. Comparisons were made between control and mutant embryos ( $n = 4$ , 4 for each group). (V, W) Sagittal section H&E staining. (V'', V''', W'', W''') Sagittal section immunostaining with the indicated antibodies. (X) No differences were observed in the number of PECAM<sup>+</sup> vasculatures in the lower jaw and tongue. PA pharyngeal arch. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Scale bars: 100  $\mu$ m (B'–B''', D'–D''', G'–G''', H'–H''', M–N'', Q–R'', V'', V''', W'', W'''), 1 mm (A, B, C, D, G, H, K, L, O, P, V, W), and 2 mm (F, F', U, U'). The nonparametric Mann–Whitney *U* test was used for statistical analysis, with exact *P* values indicated. ns  $\geq 0.05$ . Error bars represent the mean  $\pm$  standard error of the mean (SEM).

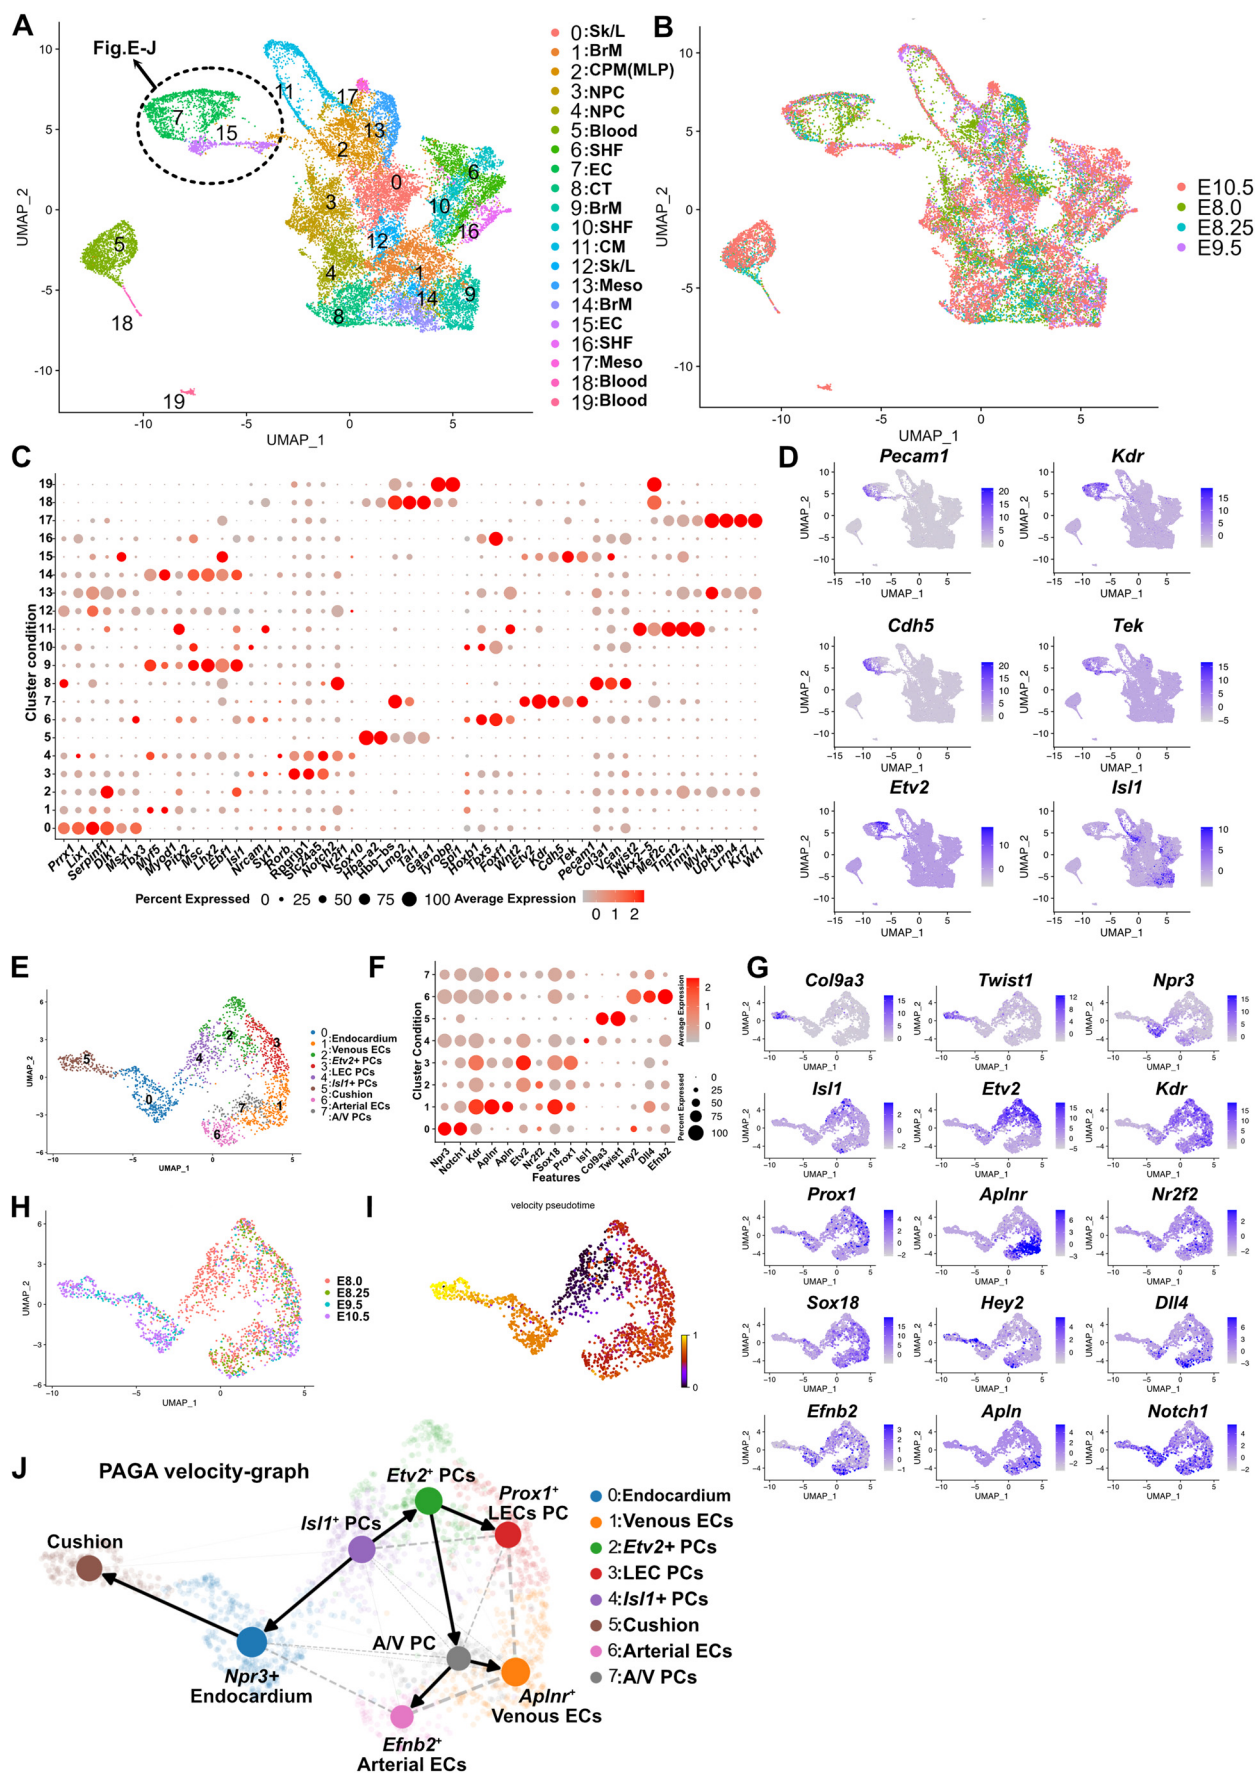

◀ **Figure EV5. Predicted differentiation lineage of endothelial cells from the CPM.**

(A–G) Re-analysis of scRNA-seq data (Nomaru et al, 2021) of *Mesp1*<sup>+</sup> CPM at E8.0–E10.5. (A) UMAP plot with clusters color-coded (0–19): 0: Sk/L, skeleton/limb progenitor cells; 1: BrM, branchial muscle; 2: CPM (MLP), cardiopharyngeal mesoderm (multilineage progenitor cells); 3, 4: NPC, neural progenitor cells; 5: blood, blood cells; 6: SHF, second heart field; 7: EC, endothelial cells; 8: CT, Connective tissue; 9: BrM, branchial muscle; 10: SHF, second heart field; 11: CM, cardiomyocyte; 12: Sk/L, skeleton/limb progenitor cells; 13: Meso, mesothelium; 14: BrM, branchial muscle; 15: EC, endothelial cell; 16: SHF, second heart field; 17: Meso, mesothelium; 18,19: blood, blood cells. Black dotted circle indicates endothelial clusters, which underwent sub-clustering analysis. (B) UMAP plot color-coded by embryonic day: green (E8.0), light blue (E8.25), purple (E9.5), and red (E10.5). (C) Heatmap displaying the average expression levels of marker genes per cluster. (D) UMAP plot showing the expression levels of endothelial markers. (E) UMAP plot with clusters color-coded (0–7): 0: Endocardium; 1: Venous EC, venous endothelial cells; 2: *Etv2*<sup>+</sup> PCs, *Etv2*<sup>+</sup> endothelial progenitor cells; 3: LEC PCs, lymphatic endothelial progenitor cells; 4: *Isl1*<sup>+</sup> PCs, *Isl1*<sup>+</sup> endothelial progenitor cells; 5: Cushion, cushion tissue; 6: Arterial ECs, arterial endothelial cells; 7: A/V PCs, arterial and venous endothelial progenitor cells. (F) Heatmap displaying the average expression levels of marker genes per cluster. (G) Heatmap displaying the average expression levels of marker genes per cluster. (H) UMAP plot, color-coded by embryonic day, with red (E8.0), green (E8.25), light blue (E9.5), and purple (E10.5). (I) UMAP plot representing pseudotime calculated from RNA velocity analysis. (J) PAGA graph illustrating the predicted differentiation lineage of CPM-derived endothelial cells based on RNA velocity.

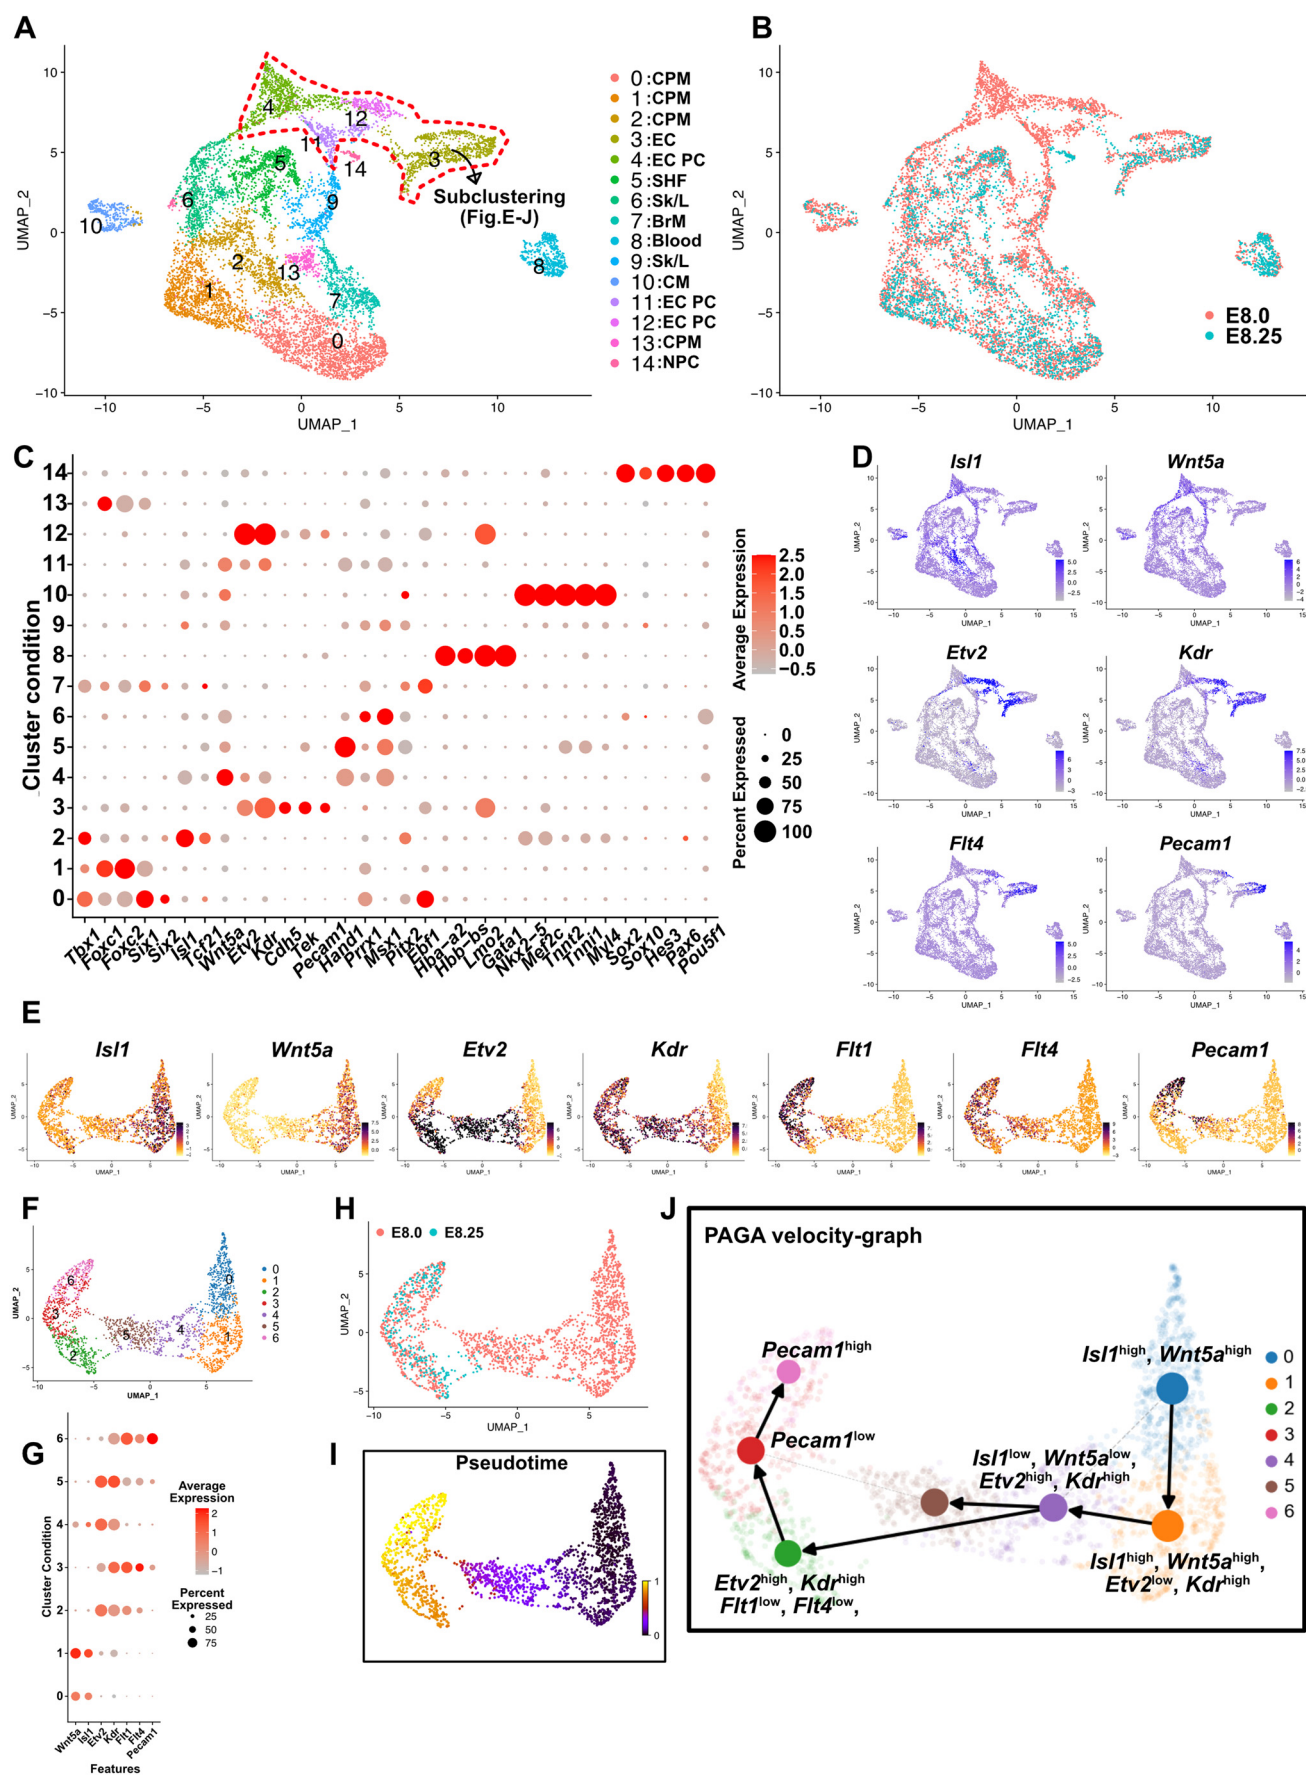

**Figure EV6. The downregulation of *Isl1* and the expression of *Etv2* drive the differentiation of endothelial cells from the CPM.**

(A) UMAP plot color-coded by cluster (0-14): 0, 1, 2: CPM, cardiopharyngeal mesoderm; 3: EC, endothelial cells; 4: EC PC, endothelial cell progenitors; 5: SHF, second heart field; 6, 9: Sk/L, skeleton/limb progenitor cells; 7: BrM, branchial muscle; 8: blood, blood cell; 9: BrM, branchial muscle; 10: CM, cardiomyocyte; 11, 12: EC PC, endothelial cell progenitors; 13: CPM, cardiopharyngeal mesoderm; 14: NPC, neural progenitor cells. (B) UMAP plot color-coded by embryonic day, with red representing E8.0 and light blue representing E8.25. (C) Heatmap showing the average expression levels of marker genes for each cluster. (D) UMAP plot displaying the expression levels of CPM or endothelial cell marker genes. (E) Sub-clustering analysis of clusters 3, 4, 11, and 12, showing the endothelial cell marker genes. (F) UMAP plot with clusters color-coded (0-6). (G) Heatmap showing the average expression levels of marker genes for each cluster. (H) UMAP plot, color-coded by embryonic day (red: E8.0, light blue: E8.25). (I) UMAP plot showing pseudotime calculated from RNA velocity analysis. (J) PAGA graph illustrating the predicted differentiation trajectory from CPM to endothelial cells based on RNA velocity.

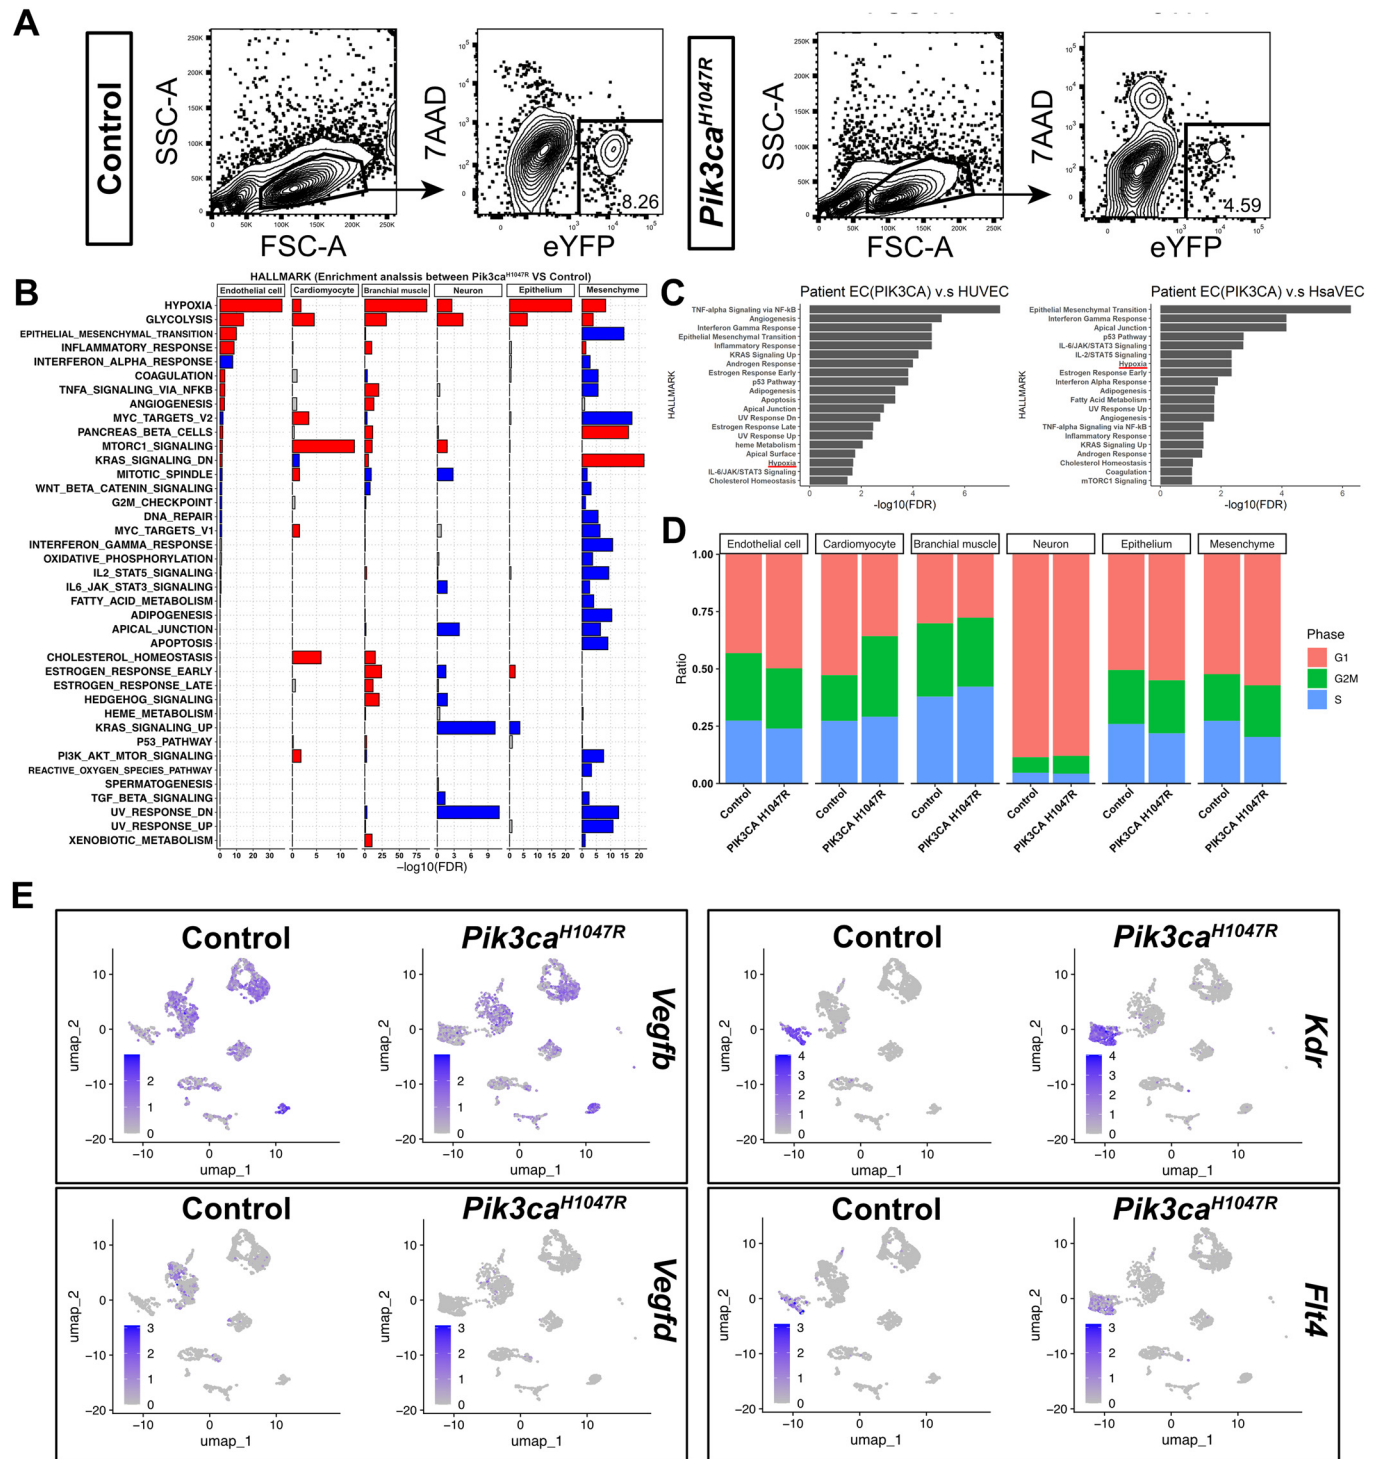

**Figure EV7. *Pik3ca*<sup>H1047R</sup> expression enhances hypoxia signaling across multiple cell types.**

(A, B, D, E) scRNA-seq analysis of eYFP<sup>+</sup> cells sorted by FACS from *Isl1-cre;R26R-eYFP* and *Isl1-cre;R26R-Pik3ca<sup>H1047R</sup>;R26R-eYFP* embryos. (A) FACS sorting of eYFP<sup>+</sup> cells. (B) Enrichment analysis from scRNA-seq comparing different cell types. Each bar chart shows Hallmark gene sets that exhibited significant changes in different cell types when comparing control and mutant groups. Red bars indicate Hallmark gene sets with higher enrichment scores in the mutant group, blue bars indicate higher scores in the control group, and gray bars indicate non-significant gene sets. The x axis represents  $-\log_{10}(\text{FDR})$ , and significant Hallmark gene sets were defined as  $\text{FDR} < 0.1$ . (C) Re-analysis of bulk-RNA-seq data (Jauhiainen et al, 2023) from endothelial cells derived from PIK3CA mutated venous malformations (VM) (Patient EC (PIK3CA)) compared to control endothelial cells (Human umbilical venous endothelial cells: HUVEC; or Human saphenous vein endothelial cells: HsAVEC). The left bar chart shows the top 20 significantly enriched Hallmark gene sets in PIK3CA mutated Patient ECs compared to HUVEC, while the right chart shows enrichment in PIK3CA mutated Patient ECs compared to HsAVEC. Differentially expressed genes were defined as having a fold change  $> 1.5$  and  $\text{FDR} < 0.05$ . The x axis represents  $-\log_{10}(\text{FDR})$ , and significant Hallmark gene sets were defined as  $\text{FDR} < 0.1$ . (D) Proportions of cells in each phase of the cell cycle (G1/S/G2-M) across cell types. (E) UMAP plots showing expression levels of *Vegfb*, *Vegfd*, *Kdr*, and *Flt4* by condition.

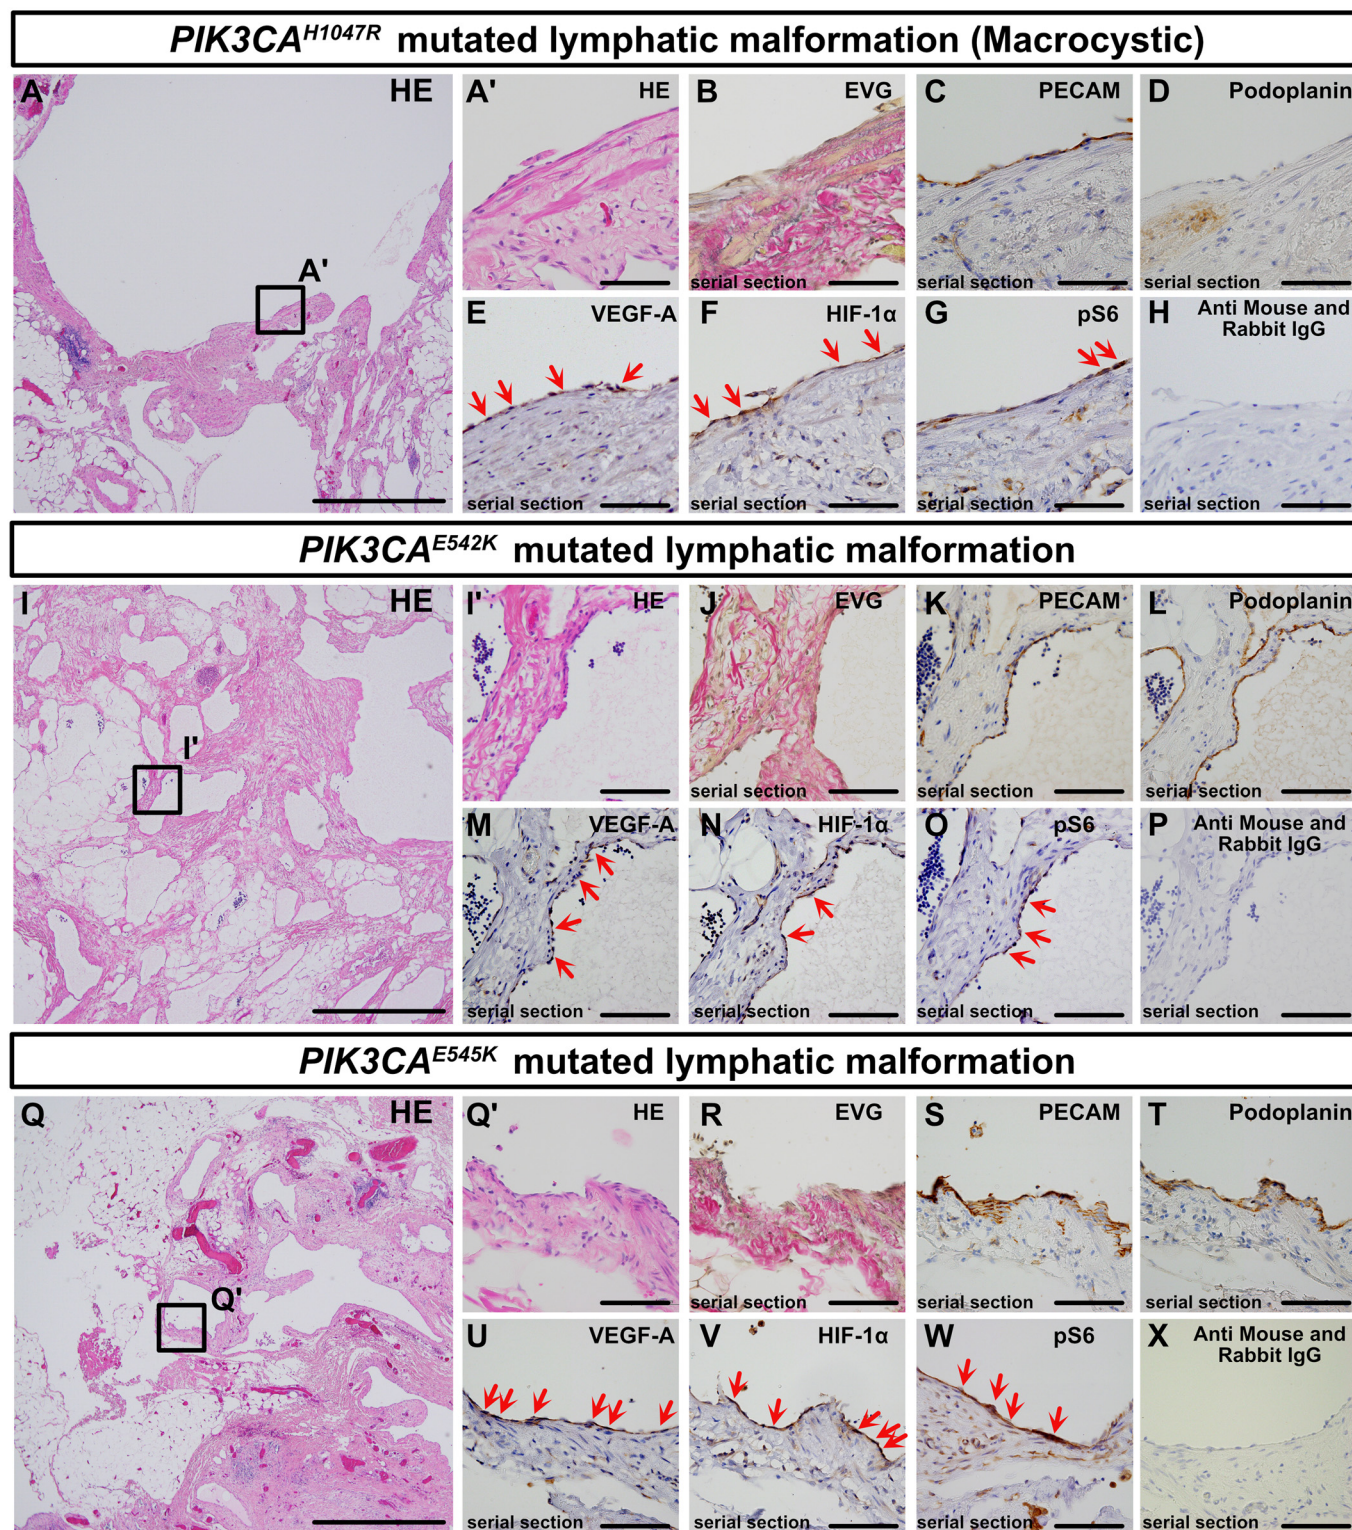

**Figure EV8. HIF-1α and VEGF-A expression in malformed lymphatic endothelial cells with *PIK3CA*<sup>E542K</sup> and *PIK3CA*<sup>E545K</sup> mutations.**

(A–X) Hematoxylin and eosin (HE) staining, special stains [elastica van Gieson (EVG), elastica Sirius red (ESR)—collagen fibers appear red, elastic fibers black, muscle tissue yellow], and immunohistochemistry using the indicated antibodies. No signal was detected in the negative controls using only secondary antibodies (H, P, X). (A–H) Macrocytic type lymphatic malformations. VEGF-A, HIF-1α, and pS6 are expressed in the ECs of malformed lymphatic vessels (E–G, red arrows). (I–P) Similar expression patterns are observed in lymphatic malformations with the *PIK3CA*<sup>E542K</sup> mutation, where VEGF-A, HIF-1α, and pS6 are detected in malformed LECs (M–O, red arrows). (Q–X) The same findings are present in lymphatic malformations with the *PIK3CA*<sup>E545K</sup> mutation, showing VEGF-A, HIF-1α, and pS6 expression in the malformed endothelial cells (red arrows, U–X). The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Scale bars: 100 μm (A'–H, I'–P, Q'–X), 1 mm (A, I, Q).

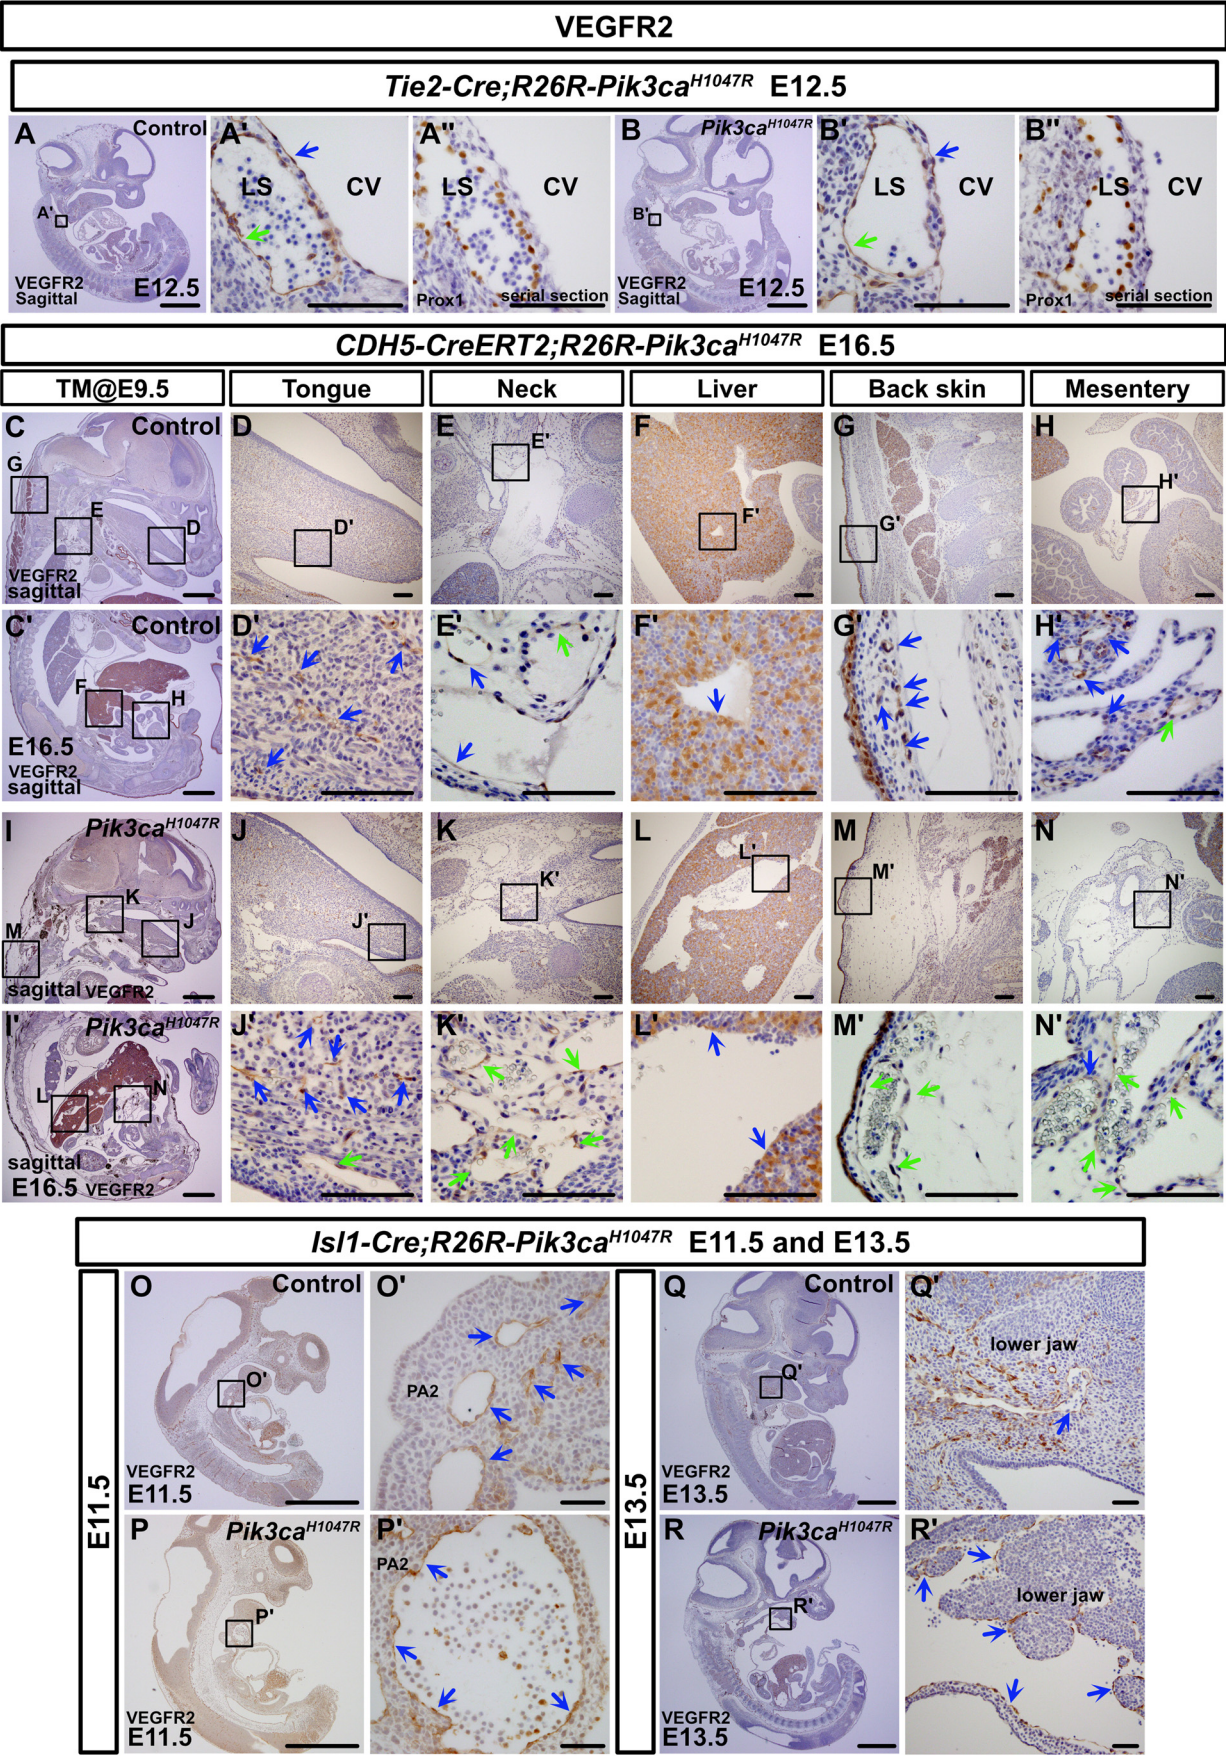

◀ **Figure EV9. VEGFR2 is broadly expressed in blood and lymphatic vessels during embryogenesis.**

(A–R') Sagittal sections were immunostained with the indicated antibodies. In the serial sections, lymphatic vessels can be distinguished from blood vessels based on their anatomical characteristics (in panels A–B", *Prox1* staining delineates the position of lymphatic vessels; in (C–R'), lymphatic vessels can be identified by their location in the serial sections in Figs. 2 and 3). Lymphatic vessels are marked with green arrows, and blood vessels with blue arrows. (A–B") *Tie2-Cre; R26R-Pik3ca<sup>H1047R</sup>* control and mutant embryos at E12.5, serial sections from Fig. 1B. (C–N') *CDH5-CreERT2; R26R-Pik3ca<sup>H1047R</sup>* control and mutant embryos treated with tamoxifen at E9.5 and analyzed at E16.5, serial sections from Fig. 2C, C', J, J'. (O–R') *Isl1-Cre; R26R-Pik3ca<sup>H1047R</sup>* control and mutant embryos at E11.5 and E13.5, serial sections from Fig. 3B, C, E, H. CV cardinal vein, LS lymph sac, PA2 second pharyngeal arch. The region outlined by a box in the original image is displayed in an enlarged view in a corresponding panel. Figure EV9A" is the same sample image as Fig. EV1B", but it has been reused to demonstrate the *Prox1*<sup>+</sup> lymphatic vessels. Scale bars: 100  $\mu$ m (A', A", B', B", D–H, D'–H', J–N, J'–N', O', P', Q', R'), and 1 mm (A, B, C, C', I, I', O, P, Q, R).

How the deposited data were processed for this re-analysis (not part of the article)

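Single-cell RNA sequencing was done on eYFP-sorted cells of the Isl1-Cre lineage from mouse embryos at E13.5, with 1 library of 3 pooled embryos for the control genotype and 1 for the mutant genotype. The authors aligned the reads to GRCm38 with Cell Ranger 7.1.0 and deposited raw UMI counts of each gene in every called cell, with gene identifiers and cell barcodes; no filter on genes, mitochondrial share or doublets had been applied to the deposited counts. Whether intronic reads were counted, and the release of the annotation, are not stated in the paper's text. Where several identifiers shared a symbol, the identifier with the most UMIs kept it. Coordinates of named genes are those of the GENCODE annotation of GRCm38.

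Cells with more than 2000 and fewer than 9000 genes and less than 10% mitochondrial UMIs were kept, as in the paper. These were 2783 control cells with 63153191 UMIs (median 20412 per cell) and 3489 mutant cells with 69717583 UMIs (median 16839 per cell). The paper's text gives no clustering resolution and no doublet step for these data. The libraries were integrated with Seurat 5.3.0 (R 4.3.3) by anchors from canonical correlation analysis, with cell-cycle scores regressed out, on 2000 variable genes. These left out 123 genes, those named in the paper and those of the HIF, glycolytic, mitochondrial, sex-linked, heat shock and immediate early lists. Genes of the other lists, among them the arterial EC and EMT lists, could take part in the clustering. With 30 components and 20 neighbours, the lowest resolution that gave 15 clusters was 0.3. Clusters were named from markers fixed before the data were examined, where at least 3 were raised, and are called X-like because the names are rebuilt. Doublets were kept; Scrublet scores (scanpy 1.11.5) were used to remove the highest-scoring cells, 0.8% per 1000 deposited cells, as an alternative, because the caller's own threshold marked 1 control cell and 2 mutant cells.

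UMIs were summed per gene, class and library and divided by the class total (counts per 1000000 UMIs, CPM). Genes are compared as the log2 ratio of mutant over control. Because there was 1 library per genotype, no p-value, standard error or count of changed genes is given. Each value has a 95% interval for counting error only: exact Poisson for CPM, conditional exact binomial for ratios and Clopper-Pearson for shares of cells. A share of 0 allows up to 3 counts of the total, and a gene at 0 in 1 library enters a list median at that floor. Lists of genes were written before the data were examined; the members of the gene sets scored in the paper were not used here. For each list, the median log2 ratio over genes with at least 20 UMIs in the class is given with its counting interval from Poisson draws and its percentile among 10000 random lists of the same size matched on expression, as a description of these libraries. Classes with at least 50 cells in both libraries were compared, 7 in all. Phases were scored with Seurat's S (43 genes) and G2/M (54 genes) lists on cells thinned to 5000 UMIs, and at full depth. A cell was female-like with an Xist UMI and no UMI of Ddx3y, Uty, Kdm5d or Eif2s3y, male-like with the opposite, and otherwise unassigned.

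The genes named in the text are those the paper names for this experiment, Pik3ca, Xist and the 4 Y-linked genes, and in EC-like cells the 5 largest rises and 5 largest falls among genes with at least 100 CPM in at least 1 library whose counting interval lies beyond 1.5-fold; members of lists are given as examples. The ratios and list medians were tested on simulated data: UMIs were drawn for the 14127 genes of the EC-like sums with 200 genes changed by known folds. For that comparison of EC-like cells, the intervals held the true fold for 93.0% of changed and 96.1% of unchanged genes. Of 100 unchanged lists, 96 lay within the middle 95% of random lists, and a list of 30 genes raised by a log2 ratio of 1 gave a median of 0.98. The draws were independent Poisson counts, without spread between cells or embryos and without genes that move together. They check the calculation only, not whether the intervals hold for these libraries.

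The alternatives were the removal of high-scoring doublets, no integration, at least 1000 genes with no upper limit, resolution 0.8, classes from marker counts, scaling by edgeR's TMM factor (edgeR 4.0.16) or by the median ratio of genes with at least 50 UMIs, the mean over cells of UMIs per 10000, thinned cells, female-like cells, male-like mutant cells against all control cells, G1 cells, list minimums of 100 UMIs and 1 UMI, a mitochondrial limit of 5%, and 2 UMIs for calling the sex of a cell. They were chosen before the data were examined; 2 more, the largest mesenchyme-like cluster alone and shares without mesenchyme-like cluster 6, were chosen afterwards. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.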

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

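The tests of the Y-linked counts, of the arterial genes and of the epithelial-mesenchymal transition (EMT) genes in this part were all chosen after the results were seen.

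Y-linked transcripts, which the paper does not discuss, were present in 1 library. Ddx3y, Uty, Kdm5d and Eif2s3y together gave 127 CPM in the mutant library (8854 UMIs) and 0.348 CPM in the control library (22 UMIs). Reads of X-linked or autosomal copies counted on these genes would give a similar level in both libraries, which the control value of 0.348 CPM argues against. Male embryos in the mutant pool predict that Xist and Y-linked UMIs lie in different cells, and 205 mutant cells had both, against 816 expected if they were independent. This is consistent with a mutant pool of male and female embryos beside a control pool of females, as a hypothesis. Of the mutant cells, 53.3% were male-like (interval 51.7 to 55.0%), and of the control cells 1 was. The labels give no sex. If the hypothesis holds, comparisons of all cells of the libraries are also comparisons of pools that differ in sex.

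Arterial EC genes moved in opposite directions in different classes. Their median log2 ratio was -0.99 in EC-like cells (counting interval -1.11 to -0.91, 16 of 18 genes lower) and 1.71 in mesothelium-like cells, a difference of 2.70 that was not tested. The mesothelium-like median rests on 9 genes and was 0.53 in thinned cells. In mesenchyme-like cells the median was 0.66. The list was written for ECs, and many of its members are also expressed outside ECs. Its genes were not left out of the clustering that defines the classes. For the fall in EC-like cells, a difference in depth is argued against by the median of -0.90 in thinned cells, a difference in sex by -1.13 in female-like cells of both libraries, and a change in the mix of EC-like clusters by -1.22 within the largest EC-like cluster at resolution 0.8. In the other EC-like clusters at that resolution the median was -0.85 and -0.42. Free RNA from other cells, the part of the vasculature that was sampled and the genotype itself were not tested for this list and stay open.

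EMT and matrix genes also moved in opposite directions, with a median log2 ratio of 0.59 in mesothelium-like cells and -1.43 in neuron-like cells, a difference of 2.02 that was not tested, and -1.11 in cardiomyocyte-like cells, where it was -0.038 without doublets. In thinned cells the neuron-like median was -0.81. When cells were assigned by marker counts, the mesothelium-like median was -0.03, so the rise there depends on how the class is defined. Neurons are not a main source of these transcripts, and less free RNA from mesenchyme-like cells is a possible explanation for the fall. In all other cells of the libraries the same genes fell by a median of 0.64 (log2 ratio -0.64), less than in neuron-like cells, while mesenchyme markers in neuron-like cells fell by 1.82 and cardiomyocyte markers there rose by 2.07. The share of free RNA in each library is not known, so free RNA and expression in neurons cannot be told apart for these genes.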

How the results depend on the processing

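The comparisons within the largest mesenchyme-like cluster and without mesenchyme-like cluster 6 were chosen after the results were seen. No paired analysis was possible because there is 1 library per genotype, and there was no replicate to leave out. Values are called moved here when they leave their counting interval, and reversed when their interval left out 0 and the sign changed.

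The medians of HIF targets and of glycolytic enzymes were above 0 in all 7 classes under all 13 alternatives tried for them before the mesenchyme-like comparisons were added; the lowest, 0.06 for HIF targets in the 11 control and 12 mutant female-like cardiomyocyte-like cells, has an interval from -0.45 to 0.32. In EC-like cells the HIF median was 2.51 in thinned cells and 1.96 in female-like cells, and the glycolytic median was 1.20 as a mean over cells and 1.63 in G1 cells. The EC-like share was higher in the mutant library under all 6 alternatives; it was 21.5% in that library without doublets and 21.6% at resolution 0.8. The mesenchyme-like share was lower in the mutant library under all of them. In control it was 29.9% by marker counts and 26.6% without cluster 6. In mutant it was 18.2% without integration, 17.8% at resolution 0.8, 14.7% by marker counts, 16.6% in female-like cells and 18.0% without cluster 6. With less than 5% mitochondrial UMIs, 55.5% of control and 60.3% of mutant cells passed. With 2 UMIs needed to call sex, 45.5% of mutant cells were male-like and 0 of the control cells, in place of 1; fewer cells have 2 UMIs by construction. G1 shares of neuron-like cells stayed within their intervals under the 3 alternatives.

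Mesenchyme-like lists were less stable. The TGF-β median was 0.11 without doublets and 0.11 without integration, 0.14 by marker counts, 0.35 in female-like cells, 0.14 with male-like mutant cells and 0.10 in the largest cluster, each above 0. In the largest cluster the TGF-β median lay within the middle 95% of its random lists. The Wnt median was 0.12 as a mean over cells, 0.12 in thinned cells and -0.078 in the largest cluster. The median of MYC targets was -0.056 by marker counts, -0.27 in female-like cells, -0.069 in G1 cells and 0.046 in the largest cluster, where its sign reversed. The EMT and matrix median was -0.55 without doublets, -0.55 as a mean over cells, -0.57 in thinned cells, -0.56 with male-like mutant cells and -0.69 in the largest cluster. Except where the construction is named, the cause was not tested.

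Among other results, 1 value of 1 gene and 10 values of 5 medians reversed. Kdr in EC-like cells was at 0.0091 in G1 cells. The median of immediate early genes in EC-like cells was -0.0292 without doublets, -0.0302 without integration, -0.0323 in G1 cells and -0.22 with male-like mutant cells; in neuron-like cells it was -0.32 by marker counts, -0.18 with male-like mutant cells and -0.000322 over genes with at least 100 UMIs. The angiogenic tip median in EC-like cells was 0.0433 in G1 cells, the arterial median in branchial muscle-like cells -0.0388 in thinned cells, and the EMT and matrix median in mesothelium-like cells -0.0279 by marker counts. Values whose interval spans 0 cannot reverse by this rule, but 13 of them left it on the other side of 0. In EC-like cells the endocardial median was 1.04 without doublets and 0.63 without integration, the EMT and matrix median 0.25 and 0.35 there and 0.19 in female-like cells, and the Wnt median -0.19 in female-like cells. The erythroid median was 1.32 with the relaxed filter, 0.87 in thinned cells and 3.49 over genes with at least 100 UMIs. Vegfb was at -0.19 in female-like cells and Pik3ca at 0.18 in G1 cells. In cardiomyocyte-like cells the medians by marker counts were -0.65 for immediate early genes and 0.25 for arterial genes. The cause was not tested. Of 1134 such values, 850 stayed within their counting interval and 273 moved without reversing. These are mainly values the text reports, a restriction set after the values were seen. A further 96 medians were counted apart, and of their 1246 values 16 reversed and 247 moved. They include the dissociation response and heat shock medians outside EC-like cells, which the text gives without their values under the alternatives.

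TMM scaling shifted all log2 ratios by 0.12 in EC-like, 0.11 in neuron-like, 0.15 in cardiomyocyte-like and -0.12 in mesothelium-like cells, and median-ratio scaling by 0.10 in EC-like cells. The 146 control EC-like cells limit the precision of genes with few UMIs: with 6 control UMIs, the interval of Vegfd spans -2.81 to 0.47.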

Differences from the paper's values

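The paper's fold changes for ECs are held here for the first 1999 of the 14100 genes of its table, so no count or overlap was made from it. The paper's values come from Seurat's FindMarkers function on its own EC cluster, whereas those here are ratios of summed UMIs, so the measures are unlike. For 5 genes the log2 ratio differed from the paper's value by more than counting error, in the same direction. Pkm was 1.20 against the paper's 1.107. The alternatives without doublets, without integration, as a mean over cells, in thinned cells and in female-like cells came within counting error of it, and the others did not. Aldoa was 1.59 against the paper's 1.494; the alternatives without doublets, with the relaxed filter, as a mean over cells and in thinned cells came within counting error, and the others did not. Gapdh was 1.26 against the paper's 1.154; the mean over cells (1.18) and thinned cells (1.21) came within counting error, and the others did not. Ptp4a3 was -2.40 against the paper's -2.226; the relaxed filter, median-ratio and TMM scaling, the mean over cells, thinned cells and female-like cells came within counting error, and the others did not. Col15a1 was -2.33 against the paper's -2.193; the relaxed filter, marker counts, median-ratio and TMM scaling, thinned cells and G1 cells came within counting error, and the others did not.

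The paper states that Vegf-b, Vegf-c, Vegf-d, Kdr and Flt4 did not differ significantly between control and mutant mice. Here Vegfc had a log2 ratio of -1.17 (-1.39 to -0.95), Flt4 of -0.60 (-0.76 to -0.43) and Kdr of -0.18 (-0.25 to -0.11), each beyond counting error in these sums; the paper's own value for Vegfc is -1.209. Whether these differences exceed the spread between embryos was not tested. Under the alternatives, Vegfc stayed between -1.53 and -1.05, and Flt4 between -0.69 and -0.48. Kdr ranged from -0.27 without integration to 0.0091 in G1 cells and was -0.062 with TMM scaling, so its fall was not kept under every alternative; no counting intervals were computed for these.

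The paper states that TGF-β, Wnt and MYC target genes were lower in mutant mesenchymal cells. Here the medians of short lists, whose members differ from the sets scored in the paper, were 0.21 for TGF-β, 0.03 for Wnt and -0.18 for MYC targets. In the largest mesenchyme-like cluster, a comparison chosen after seeing the values, the medians were 0.0956, -0.078 and 0.0464.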

Other observations

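The tests of sex, dissociation stress, depth, free RNA, the cell filter, the dissected part and the heart were chosen before the result was seen; those of handling, lung tissue, single embryos and sex for the neuron-like share were chosen only after the result was seen.

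The rise of HIF targets and glycolytic enzymes in EC-like cells was set against technical explanations. A difference in sex between the pools is argued against by a HIF median of 1.96 in female-like cells of both libraries, and a difference in depth by 2.51 in thinned cells. The HIF median was lower in female-like cells than in all cells in each of the 7 classes. Free RNA from other cells would raise the markers of other classes as much, and their median in EC-like cells rose by 0.73 over 124 genes. By class, cardiomyocyte markers rose by 1.85, epithelium markers by 1.63 and mesothelium markers by 1.54, whereas mesenchyme markers were at -0.05. The largest of these rises is below the HIF median of 2.27. All 3 are above the glycolytic median of 1.43, so the rises alone do not argue against free RNA for those enzymes. The markers of all other classes were at 8.30% of their level in all other mutant cells, whereas HIF targets were at 120% and glycolytic enzymes at 99.6%. Stress during dissociation, as read from immediate early genes, is argued against in classes where these fell while HIF targets rose: their median was -0.58 in epithelium-like cells (-0.66 to -0.45), -0.34 in mesenchyme-like and -0.86 in mesothelium-like cells. In EC-like cells themselves the immediate early median was 0.12 (0.02 to 0.21), within the middle 95% of random lists (-0.22 to 0.15) and from -0.22 with male-like mutant cells to 0.44 in female-like cells over the alternatives, so it gives no direction there. The dissociation response list (0.29) and heat shock genes (0.79) rose in EC-like cells, and immediate early genes in branchial muscle-like cells (0.36). The dissociation response list also rose in branchial muscle-like (0.36), neuron-like (0.27) and cardiomyocyte-like cells (0.26). These rises go with such stress in those classes. The same list fell in epithelium-like (-0.12), mesenchyme-like (-0.08) and mesothelium-like cells (-0.39). Heat shock genes were above 0 there, at 0.21, 0.10 and 0.20, so the lists differ in direction in those classes. Heat or lack of oxygen while 1 pool was handled stays open. Hspa1a had a log2 ratio of 4.71 in EC-like cells and was higher beyond counting error in all 7 classes, and handling and genotype cannot be told apart with 1 pool of each. A response to the mutation may explain the rise, but the handling of the pools could as well.

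HIF targets differed between cells of the mutant library. Male-like over female-like mutant cells had a median log2 ratio of 0.57 in EC-like cells (0.48 to 0.63), 0.77 in branchial muscle-like, 0.80 in mesenchyme-like, 1.22 in epithelium-like and 0.39 in neuron-like cells. If male-like and female-like cells come from different embryos of the pool, this is a difference between embryos as much as between sexes. No explanation was tested. In the unnamed cluster, HIF targets had a median of 0.48 and glycolytic enzymes of 0.67.

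The EC-like share was 19.9% in female-like and 20.5% in male-like mutant cells, against 5.25% in control, which argues against sex as its cause. With the relaxed cell filter it was 20.0% against 5.50%, which argues against the filter. A larger part of the heart in the mutant pool stays open: summed endocardial genes had a log2 ratio of -0.030 in EC-like cells (-0.08 to 0.02), but members went both ways, with Npr3 at -0.94 and Hapln1 at 1.19, the median of the list was 1.04 without doublets and 0.63 without integration, and the cardiomyocyte-like share rose.

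Mesenchyme-like cluster 6, led by Adh1, Wnt2, Hoxb5, Tcf21 and Tbx4, held 12.4% of control and 1.92% of mutant cells. The lung epithelial gene Sftpc fell in epithelium-like cells from 805 to 54 UMIs, a log2 ratio of -4.34 (-4.77 to -3.94), Nkx2-1 had a log2 ratio of -2.70, and Pax8 of -4.97 with 3 mutant UMIs, whereas Foxe1 rose by 1.16. These genes were chosen after the clusters were seen. Female-like mutant cells had 0 Sftpc UMIs and male-like ones 41, and 0.341% of female-like against 3.06% of male-like mutant cells lay in cluster 6. This is consistent with less lung and foregut tissue in the mutant pool, as a hypothesis; whether the tissue was missing from the embryos or left out in dissection was not tested. It is not the whole cause of the lower mesenchyme-like share, which was 18.0% in mutant (16.7 to 19.3%) and 26.6% in control without that cluster.

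Whether the dissected part differed along the body axis cannot be told apart from genotype for the mesenchyme-like share, because genes of Hox groups 6 to 13 had no common direction in the classes outside mesenchyme: their log2 ratio was 0.48 in neuron-like cells (0.38 to 0.57) and -1.65 in EC-like cells (-1.97 to -1.32). In the mesenchyme-like cells themselves, which the test left out, it was -0.34 (-0.43 to -0.25). The cluster with liver genes was not part of the test, but bears on the dissected part. It held 47 mutant cells and 0 of 2783 control cells, while the paper describes dissection of tissues above the liver. Liver in the mutant pool alone would go with a different cut, which 1 pool per genotype cannot settle.

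The neuron-like share was 21.1% in female-like and 8.76% in male-like mutant cells, against 6.90% in control and 13.5% in the whole mutant library. Among female-like control cells it was 7.03% (6.09 to 8.07%), against 18.8 to 23.5% as the interval in female-like mutant cells, which argues against a difference in sex between the pools as the cause. The difference within the mutant library is larger than that between the libraries, which is consistent with differences between single embryos or their dissection as a hypothesis. The genotype stays open as well and was not tested apart from the embryos.

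The other lists gave these median log2 ratios in EC-like cells. Higher were ATF4 targets (0.83), the unfolded protein response (0.77, with 20 of 20 genes higher), heat shock genes (0.79), venous EC genes (0.61, but at resolution 0.8 0.31, 0.39 and -0.41 within the EC-like clusters led by Emcn, Tll1 and Eln), cholesterol synthesis (0.33), the dissociation response (0.29) and FOXO targets (0.26), each above at least 99.88% of random lists. The 22 genes named in the paper with at least 20 UMIs had a median of 1.23, which is no independent evidence. Lower were interferon response genes (-0.94, 17 of 20 lower), lymphatic EC genes (-0.49) and mitochondrially encoded genes (-0.43, 13 of 13 lower), each at a percentile of 0.17 or lower. Within the random lists' middle 95% were endocardial EC genes (-0.03, but 1.04 without doublets), TGF-β signalling (0.01), Wnt signalling (0.02), MYC targets (-0.13) and EMT and matrix genes (-0.05, but 0.35 without integration), and the erythroid median, from 5 genes, was -0.68 (-1.60 to 0.54). Cholesterol synthesis was at 0.080 and lymphatic EC genes at -0.12 in G1 cells, and interferon response genes at -0.42 in thinned cells. The angiogenic tip median was -0.25, at percentile 2.16. No explanation was tested for these lists.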
